# The Hemogenic Competence of Endothelial Progenitors Is Restricted by *Runx1* Silencing during Embryonic Development

**DOI:** 10.1016/j.celrep.2016.05.001

**Published:** 2016-05-26

**Authors:** Alexia Eliades, Sarah Wareing, Elli Marinopoulou, Muhammad Z.H. Fadlullah, Rahima Patel, Joanna B. Grabarek, Berenika Plusa, Georges Lacaud, Valerie Kouskoff

## Abstract

It is now well-established that hematopoietic stem cells (HSCs) and progenitor cells originate from a specialized subset of endothelium, termed hemogenic endothelium (HE), via an endothelial-to-hematopoietic transition. However, the molecular mechanisms determining which endothelial progenitors possess this hemogenic potential are currently unknown. Here, we investigated the changes in hemogenic potential in endothelial progenitors at the early stages of embryonic development. Using an ETV2::GFP reporter mouse to isolate emerging endothelial progenitors, we observed a dramatic decrease in hemogenic potential between embryonic day (E)7.5 and E8.5. At the molecular level, *Runx1* is expressed at much lower levels in E8.5 intra-embryonic progenitors, while *Bmi1* expression is increased. Remarkably, the ectopic expression of *Runx1* in these progenitors fully restores their hemogenic potential, as does the suppression of BMI1 function. Altogether, our data demonstrate that hemogenic competency in recently specified endothelial progenitors is restrained through the active silencing of *Runx1* expression.

## Highlights

• ETV2^+^ progenitors from E8.5 embryos have very low hemogenic potential
• E8.5 ETV2^+^ progenitors specifically lack *Runx1* expression
• Ectopic expression of *Runx1* confers hemogenic potential to E8.5 ETV2^+^ progenitors
• *Runx1* silencing in ETV2^+^ endothelial progenitors is mediated by BMI1

## Introduction

Hematopoiesis emerges early in the vertebrate embryo and occurs in three major distinct waves (Costa et al., 2012). The two first waves take place in the extra-embryonic yolk sac (YS) between embryonic day (E)7.0 and E9.0 and give rise to primitive erythrocytes, macrophages, and megakaryocytes (Palis et al., 1999). The E7.5 primitive wave is rapidly followed by a definitive wave that begins at E8.25 with the generation of erythro-myeloid progenitors in the YS (Frame et al., 2015, McGrath et al., 2015, Palis et al., 1999). The first site of intra-embryonic hematopoiesis is the E9.5 para-aortic splanchnopleura (P-Sp), which further develops into the aorta-gonad-mesonephros (AGM) region. The AGM is the site where the first hematopoietic stem cells (HSCs) with long-term reconstituting and multi-lineage capacity emerge by E10.5 (Medvinsky et al., 1993, Müller et al., 1994). Fully functional HSCs are also detected a day later in the fetal liver (FL), placenta, and YS (Gekas et al., 2005, Medvinsky and Dzierzak, 1996).

It has long been proposed that blood and endothelial lineages originate from a common mesoderm progenitor. Early studies pointed to the close proximity of blood and endothelial cells in the blood island of the YS (Sabin, 1920). More recently, studies have demonstrated the existence of a common progenitor termed “hemangioblast” emerging from the primitive streak and expressing the T-box transcription factor Brachyury (*T*) and the fetal liver kinase receptor (*Flk1*) (Huber et al., 2004). Cell-fate tracing studies have established the endothelial origin of hematopoietic cells from a transient cell population termed “hemogenic endothelium” (HE) (Boisset et al., 2010, Jaffredo et al., 1998, Zovein et al., 2008). Additionally, using an in vitro system recapitulating YS hematopoiesis, it was shown that the hemangioblast also gave rise to hematopoietic progenitors via an HE intermediate (Lancrin et al., 2009). This HE cell population is characterized by the expression of FLK1, the endothelial tyrosine kinase receptor TIE2 (TEK), c-KIT, and VE-cadherin. Initially HE cells are flat, forming adherent tight endothelial cores, but as they undergo endothelial-to-hematopoietic transition (EHT), they acquire a round shape characteristic of circulating blood cells (Lancrin et al., 2009). We recently showed that *Etv2*, a member of the ETS (E26 transformation-specific) family of transcription factors, marks a subset of mesoderm FLK1^+^ cells as well as the next stage of blood specification, the HE. Additionally using a knockout approach, our study revealed the essential role of *Etv2* for the generation of HE (Wareing et al., 2012a). We and others also demonstrated the importance of this ETS factor during mesoderm specification, using a conditional deletion approach (Kataoka et al., 2011, Wareing et al., 2012b). ETV2 expression is required in FLK1^+^ cells for the initiation of the hematopoietic program via the activation of the key downstream target *Scl*, which, in turn, is critical for the development of HE (Lancrin et al., 2009, Wareing et al., 2012b). Furthermore, ETV2 deficiency in the mouse embryos resulted in a complete absence of all blood progenitors and vascular network (Lee et al., 2008, Sumanas et al., 2008, Wareing et al., 2012b). The transcription factor *Runx1* was also shown to be critical during hematopoietic specification. Although the HE emerges independently of *Runx1*, this factor is crucial for the subsequent formation of hematopoietic progenitors (Chen et al., 2009, Lancrin et al., 2009). Moreover, single-cell data generated from *Runx1 +23* enhancer-GFP reporter mice revealed activation of the hematopoietic program early in GFP^+^ cells, with a concomitant loss of the endothelial program (Swiers et al., 2013).

The characterization of mesoderm-derived cells at the onset of hematopoiesis allows the identification of the molecular mechanisms that control cell-fate choice toward hemogenic competence in endothelial cells. We and others have demonstrated that ETV2 expression marks FLK1^+^ cells, giving rise to all endothelial and hematopoietic derivatives (Kataoka et al., 2011, Wareing et al., 2012a). To date, it is still not understood how some endothelial progenitors are endowed with hemogenic competency while others are not. It remains to be demonstrated whether specification toward endothelial or hematopoietic fate is already pre-determined in specific subsets of ETV2^+^FLK1^+^ mesoderm or whether one program is dominant over the other, hence representing a default fate that needs to be suppressed. While the hemogenic potential of ETV2^+^FLK1^+^ cells has been shown at E7.5, it is not known whether ETV2^+^FLK1^+^ cells at later stages of development harbor the same characteristics. In this study, we sought to compare the hemogenic potential of ETV2^+^FLK1^+^ cells isolated from E7.5 and E8.5 embryos, using an ETV2::GFP reporter mouse (Wareing et al., 2012a). We observed that E8.5 ETV2::GFP^+^FLK1^+^CD41^−^ cells had minimal hemogenic potential compared to their E7.5 counterpart. Microarray and single-cell gene expression analysis suggested that this differential hemogenic potential might be due to a lack of *Runx1* expression. Remarkably, the ectopic expression of *Runx1* was able to redirect E8.5 ETV2::GFP^+^FLK1^+^ endothelial progenitors toward a hematopoietic fate. These data not only highlight the plasticity of ETV2^+^FLK1^+^ progenitors in developing embryos but also suggest that hematopoiesis is a fate that is actively suppressed by the silencing of *Runx1* to allow endothelial specification.

## Results

### ETV2 Expression Marks Similar Immuno-phenotypic Populations with Distinct Hematopoietic Potential

We previously generated an ETV2::GFP transgenic mouse line in which GFP marks *Etv2*-expressing cells; using this mouse model, we showed that, at E7.5, GFP expression marked the YS wave of HE (Wareing et al., 2012a). A large fraction of ETV2::GFP^+^ cells in E7.5 embryos co-expressed c-KIT, TIE2, and FLK1, all marking the HE subset. Interestingly, ETV2::GFP^+^ cells from the embryo proper (EP) at E8.5 also co-expressed these markers, suggesting that this previously uncharacterized ETV2^+^ population could share similar hemogenic potential as the earlier E7.5 ETV2::GFP^+^ population (Figure 1A). ETV2::GFP^+^ cells within the YS of E8.5 embryos also co-expressed c-KIT, TIE2, and FLK1 but had much lower levels of GFP^+^ expression, suggesting a progressive downregulation of *Etv2* (Figure 1A). To compare the hemogenic potential of E7.5 and E8.5 (EP) ETV2::GFP^+^ cell populations, E7.5 and E8.5 embryos were harvested and cells were sorted based on their FLK1^+^GFP^+^CD41^−^ immuno-phenotype, followed by plating on OP9 stroma under conditions that support HE growth and maturation (Figure 1B; Figure S1A). After 3 days in culture, E7.5 cells upregulated CD41, indicative of hematopoietic emergence; the majority of the cultured cells also lost TIE2 expression and either maintained low levels or lost FLK1 expression. In contrast, while E8.5 cells also upregulated CD41 expression, they maintained high expression of the endothelial markers TIE2 and FLK1 (Figure 1C; Figure S1B). Only a small fraction of CD41^+^ cells lost expression of both endothelial markers at the E8.5 stage. This revealed that the majority of CD41^+^ cells derived from E8.5 ETV2::GFP^+^FLK1^+^ cells maintained an endothelial identity that might prevent further differentiation toward hematopoiesis. To explore the hematopoietic potential of these populations, cells were further replated in semisolid clonogenic assays. In line with the flow cytometry data, the E7.5 ETV2::GFP^+^FLK1^+^CD41^−^ population was able to generate hematopoietic progenitors at much higher levels when compared to its E8.5 (EP) and E8.5 (YS) counterparts (Figures 1D and 1E). These data show that the E8.5 HE does not reside within the E8.5 (YS) ETV2::GFP^+^ population but raise the possibility that the YS E8.5 HE could be derived from the E7.5 ETV2::GFP^+^ progenitors that displayed hemogenic potential. Finally, although E7.5 and E8.5 (EP) ETV2::GFP^+^FLK1^+^CD41^−^ populations both express FLK1, TIE2, and cKIT, markers also expressed in HE, they differ significantly in terms of their hemogenic potential.

**Figure 1:**
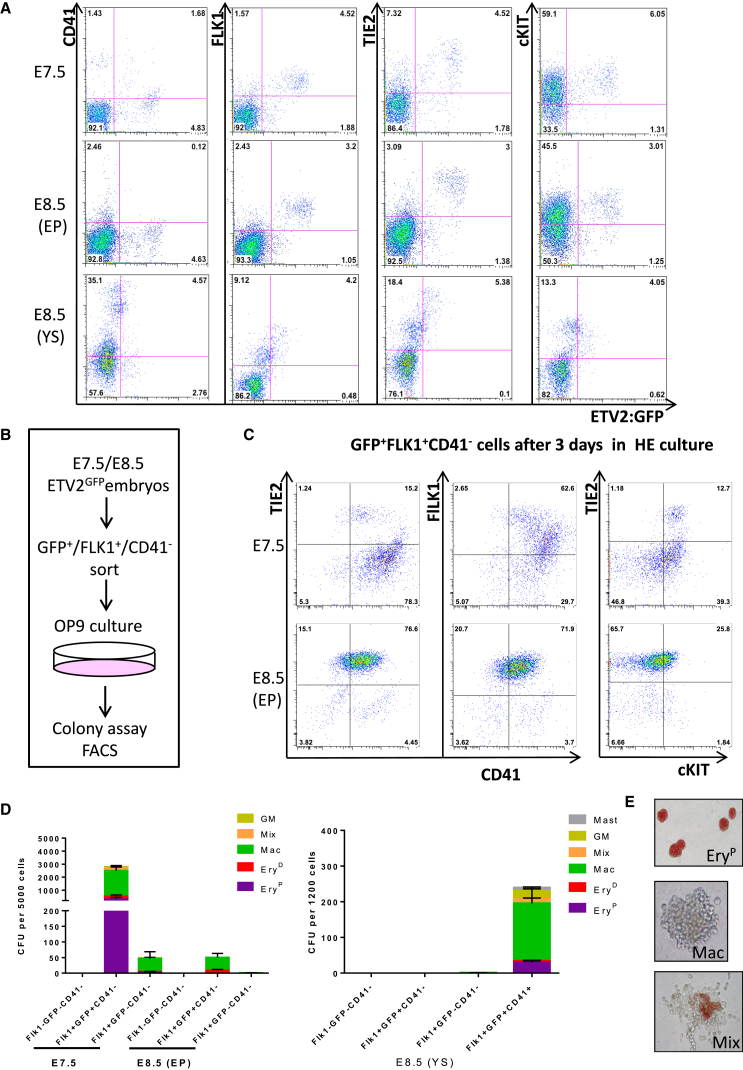
ETV2::GFP-Expressing FLK1 Cells Have Different Hematopoietic Potentials at Different Developmental Stages (A) FACS analysis for the expression of endothelial and hematopoietic markers at the E7.5 and E8.5 developmental stages. EP: embryo proper; YS: yolk sac. (B) Schematic representation of the experimental design. (C) FACS analysis of the sorted GFP^+^FLK1^+^CD41^−^ cells after three days in HE culture conditions. (D) Clonogenic assay for hematopoietic progenitors of FLK1^−^GFP^−^CD41^−^, FLK1^+^GFP^+^CD41^−^, FLK1^+^GFP^−^CD41^−^, and FLK1^+^GFP^+^CD41^+^ populations after three days in culture. Error bars represent 1 SEM from three independent experiments. CFU, colony-forming units; GM, granulocyte-macrophage. (E) Representative images of hematopoietic colonies from semisolid clonogenic assays. Ery^P^, primitive erythrocytes; Ery^D^, definitive erythrocytes; Mac, macrophages, Mix, granulocyte-erythroid-monocyte-macrophage (GEMM)/granulocyte-erythroid-macrophage (GEM). See also Figure S1.

The origin of the E8.5 ETV2::GFP^+^FLK1^+^ population still remains unclear. Previous work has shown that RUNX1^+^GATA1^−^ cells from E7.5 extra-embryonic tissue are able to migrate to the EP in a circulation-independent manner (Tanaka et al., 2014). This suggests that E7.5 extra-embryonic ETV2^+^ cells might similarly migrate to the embryo, giving rise to an intra-embryonic population. To address this issue, we performed time-lapse imaging of E7.5 *Etv2::gfp* embryos. In Figure 2A and Movies S1, S2, S3, and S4, representative examples of migrating ETV2::GFP^+^ cells are traced over time during the course of ex vivo embryonic development. These data revealed extra-embryonic ETV2^+^ cells at the boundary between extra- and intra-embryonic regions migrating to the intra-embryonic region as the embryo progresses toward the E8.5 stage. These findings demonstrate that E7.5 extra-embryonic ETV2^+^ cells are contributing to the pool of E8.5 intra-embryonic ETV2^+^ cells.

**Figure 2:**
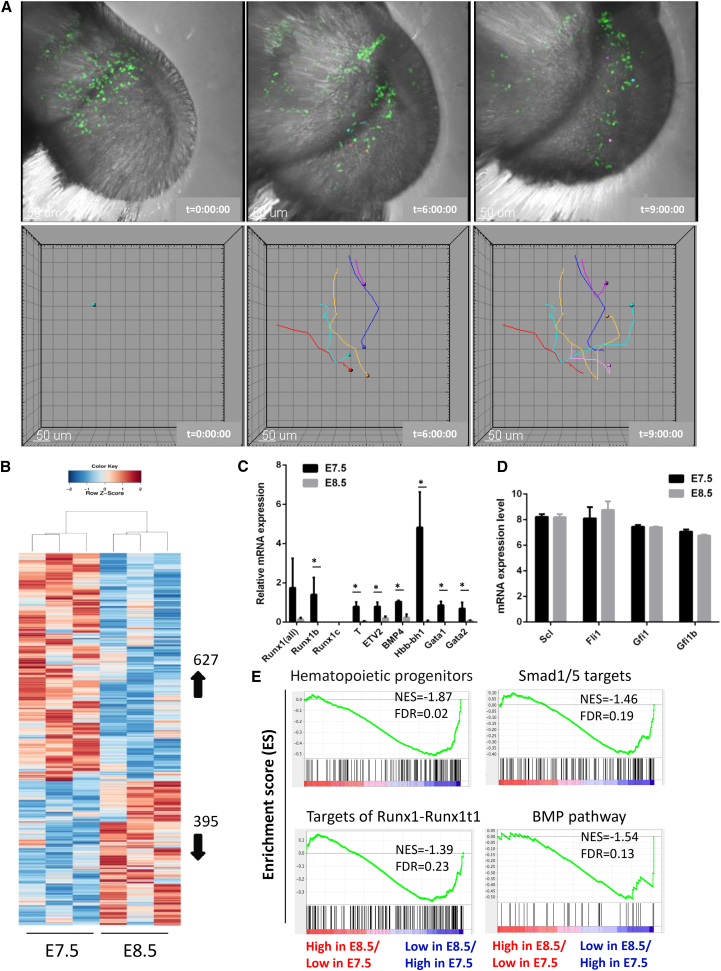
Live Imaging and Microarray Analysis Reveal Migratory Pattern and Differential Gene Expression of ETV2::GFP^+^ Cells at Different Developmental Stages (A) Still images from Movie S1 displaying the migratory path of some representative ETV2::GFP^+^ cells during the ex vivo culture of E7.5 embryos. Top: transmitted and GFP images of Z sections were stacked together to create a 3D reconstruction of the embryo. Bottom: tracking of ETV2::GFP^+^ cells through time. Color spots depict examples of some of the migrating ETV2::GFP^+^ cells. Scale bars, 50 μm, and time (t) is given in hr:min:sec. (B) Hierarchical clustering and heatmap for depicted genes in the GFP^+^FLK1^+^CD41^−^ cell population sorted from E7.5 and E8.5 (EP) ETV2::GFP embryos. (C) RT-qPCR for some of the differentially expressed genes found in the exon array. Three primer sets are used for detection of *Runx1* isoforms: *Runx1b*, *Runx1c*, and *Runx1b+c* (*Runx1all*). Data are means of triplicate experiments ± SD; two-tailed Student’s t test. ^∗^p < 0.05. (D) Exon array gene expression for hematopoietic transcription factors. Error bars indicate SD. (E) GSEA analysis depicting significantly enriched molecular processes in the gene set correlated with low gene expression in E8.5 compared to an E7.5 GFP^+^FLK1^+^CD41^−^ population. NES: normalized enrichment score; FDR: false discovery rate. See also Figure S2 and Movies S1, S2, S3, and S4.

### E7.5 and E8.5 ETV2^+^FLK1^+^ Cells Show Differential Level of *Runx1* Expression

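The populations profiled were ETV2::GFP+FLK1+CD41- cells sorted from mouse embryos at E7.5 and at E8.5. The GFP reporter marks cells that have transcribed *Etv2*, an ETS-family transcription factor needed for endothelial and blood specification. FLK1, the VEGF receptor encoded by *Kdr*, marks mesodermal and endothelial progenitors, and the absence of CD41, the integrin encoded by *Itga2b*, leaves out cells already committed to blood. The embryos came from ICR females mated with ETV2::GFP males. There were 3 biological replicates at each stage, with 50 sorted cells in each replicate. The paper describes the E8.5 cells as coming from the embryo proper (EP), whereas the sample labels give only the stage. Its discussion calls the E7.5 cells extra-embryonic, so that stage and site in the embryo cannot be told apart in this comparison. RNA from each replicate was amplified with the SuperAmp kit and hybridized to an Affymetrix GeneChip Mouse Exon 1.0 ST array, giving 6 arrays. The authors processed the arrays with RMA, which corrects the background, equalizes the distributions of the arrays and summarizes each exon probe set on the log2 scale. The deposited table held log2 values for 90788 probe sets, of which 77599 were paired with 1 gene symbol, 641 with several and 12548 with none in the annotation used. The median log2 value of an array lay between 6.98 and 7.07.
Each gene was given the median of its probe sets on each array, which left 16502 genes, 3402 of them resting on 1 probe set. The stages were compared gene by gene with limma, the method the paper names, as E8.5 minus E7.5, and p-values were adjusted by Benjamini-Hochberg over all genes. A negative log2 fold change therefore means a lower signal at E8.5. No detection calls accompany the values, so a dim gene cannot be told from an absent gene, and the number of arrays limits the precision. In simulated data with the spread of these arrays, the test recovered 10% of genes changed by 1 log2 unit, 88% of those changed by 2 and 98% of those changed by 4. The simulated noise was normal and independent between genes. More genes passed in the simulation than in the real arrays, which makes the adjusted threshold easier to reach. These shares are therefore not the power in the real data, and a gene that did not pass may still have changed. Gene groups were tested with camera over 33 lists, which asks whether the genes of a list shift relative to all other genes.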

In order to define the underlying molecular mechanisms that contribute to the differential hemogenic potential, we performed a comparative global gene expression profiling of the E7.5 and E8.5 (EP) ETV2::GFP^+^FLK1^+^CD41^−^ populations. 

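In a principal-component analysis of the 16502 genes, the first component carried 27.9% of the variance between the 6 arrays and separated the stages. The E7.5 arrays scored between -42.77 and -28.72 on it and the E8.5 arrays between 29.84 and 42.45. The second component, with 19.5% of the variance, set E8.5 replicate 1, at 59.01, apart from E8.5 replicates 2 and 3, at -33.18 and -29.08. Across genes, the correlation between arrays was 0.883 to 0.895 within E7.5, 0.876 to 0.886 within E8.5 and 0.854 to 0.880 between the stages, so that the ranges within E8.5 and between the stages overlapped. Genes are not independent replicates, and these correlations describe the arrays only. Average-linkage clustering of the arrays placed the 3 E7.5 arrays in one group and the 3 E8.5 arrays in the other. Any pair of arrays of the same stage differed by more than 2-fold in 2226 to 2531 genes, against 2438 to 2817 genes for a pair of different stages.

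**Figure D1:**
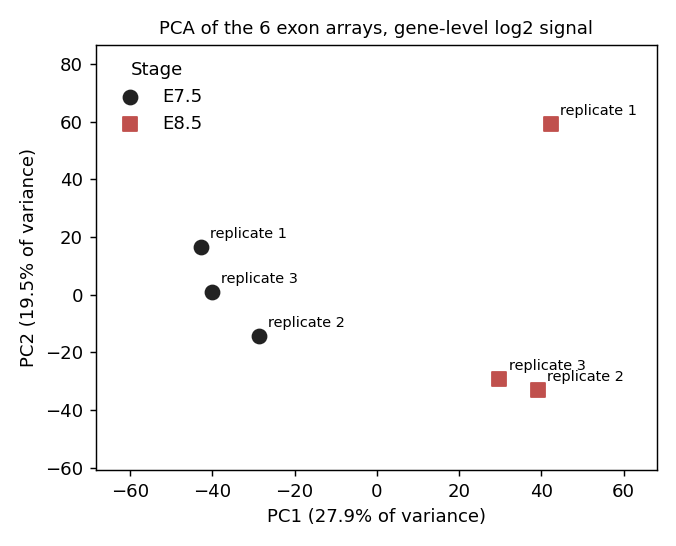
Scores of the 6 arrays on the first and second principal components of the gene-level log2 signal, in log2 units, with E7.5 arrays as black circles and E8.5 arrays as red squares. The stages lie on opposite sides of the first component, which carries 27.9% of the variance, and E8.5 replicate 1 lies apart from the other E8.5 arrays on the second.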

Principal-component analysis (PCA) confirmed close association among biological replicates but also clear differences between the two populations (Figure S2A). In addition, the gene expression profile of the ETV2^+^ progenitors was clearly separate from the Runx1^+^VECad^−^CD41^+^ primitive hematopoietic population, which represents a committed hematopoietic population (Tanaka et al., 2012b) (Figures S2A and S2B). 

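Mean signal differed by more than 2-fold between the stages in 1240 of the 16502 genes, 791 of them higher at E7.5 and 449 higher at E8.5. Of these, 18 had an adjusted p under 0.05 from limma, 12 higher at E7.5 and 6 higher at E8.5. Genes higher at E7.5 included *Rspo3*, a secreted enhancer of WNT signaling, with a log2 fold change of -2.47 (standard error 0.25, adjusted p = 0.049 from limma), and *Phlda2*, an imprinted gene that restrains placental growth, with -2.19 (standard error 0.22, adjusted p = 0.049 from limma). *Gcnt1*, a glycosyltransferase of O-glycan branching, had a log2 fold change of -5.23 (standard error 0.39, adjusted p = 0.033 from limma). Others higher at E7.5 were the actin-bundling gene *Pls3* at -3.06, the transcriptional repressor *E2f6* at -3.19, the chromatin kinase *Tlk2* at -2.38, the early endosome GTPase *Rab5a* at -3.77, the ubiquitin ligase *Arih2* at -2.59, and the unnamed transcripts *8430406I07Rik* at -3.45 and *2810426N06Rik* at -3.80. The 12 were completed by *Bmp4* and *Hbb-bh1*. Higher at E8.5 were *Cck*, the precursor of the peptide hormone cholecystokinin, at 6.91 (standard error 0.67, adjusted p = 0.046 from limma), the Golgi gene *Golph3l* at 6.07, the adaptor gene *Grap* at 4.23, *Fam173b* at 3.95, *0610040B09Rik* at 3.50 and *Far1*, a reductase of ether lipid synthesis, at 2.81. In the stage with the lower mean, the mean log2 signal of these 18 genes, other than *Rspo3* and *Phlda2*, lay between 2.66 (*Cck*) and 5.53 (*2810426N06Rik*), and whether it lay above background is unknown, so that the sizes of their differences are not bounded. *Rab5a*, *Arih2* and *2810426N06Rik* rested on 1 probe set each, and with each gene represented by its brightest probe set 4 of the 18 passed (*Bmp4*, *Gcnt1*, *Golph3l* and *Rab5a*) and the log2 fold change became -0.16 for *Pls3*, -0.49 for *8430406I07Rik*, -0.66 for *E2f6*, -0.67 for *Tlk2*, -1.43 for *Phlda2*, 0.45 for *Fam173b*, 1.17 for *Grap*, 2.24 for *0610040B09Rik* and 3.37 for *Cck*.
An unadjusted p under 0.05 was reached by 664 of the 1240 genes, 441 higher at E7.5 and 223 higher at E8.5. Over all 16502 genes it was reached by 1289, against 825.1 expected by chance. Without 1 array the count of 18 fell to 0 (E7.5 replicate 1, E7.5 replicate 3, E8.5 replicate 1 or E8.5 replicate 2 left out), 2 (E7.5 replicate 2) or 12 (E8.5 replicate 3), and it was 0 when only genes of above-median mean signal were tested. That filter takes the mean over both stages, so it removed some of the 18, such as *Hbb-bh1*, before the test.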

Greater than 2-fold expression differences were observed in a total of 1,022 genes, of which 627 were expressed at higher levels and 395 showed lower levels in the E7.5, as compared to the E8.5 (EP) population (Figure 2B). Despite these differences in gene expression, both populations had similar expression of endothelial genes, indicating their shared endothelial identity (Figure S2C). 

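Of 55 measured genes of endothelial identity, none passed the test over all 16502 genes, and 40 differed by less than 2-fold in mean signal. Adjusted over the list alone, 8 were higher at E8.5 and none was lower. *Kdr* had a log2 fold change of -0.73 (standard error 0.41), *Pecam1*, the adhesion molecule CD31, had -0.25 (standard error 0.35), *Tek*, an angiopoietin receptor, had 0.12 (standard error 1.01) and *Cdh5*, which encodes VE-cadherin, had 1.26 (standard error 0.81). Their adjusted p-values from limma were 0.73, 0.89, 0.99 and 0.75. More than 2-fold higher at E8.5 were 14 members, and 1, the VEGF receptor *Flt1*, was more than 2-fold lower, at -1.21 (standard error 0.45, adjusted p = 0.59 from limma). Among the 8 were the adhesion molecule *Icam2* at 1.93 (standard error 0.21, adjusted p over all genes = 0.062 from limma), the sphingosine-1-phosphate receptor *S1pr1* at 2.28 (standard error 0.32, adjusted p over all genes = 0.11 from limma), *Cd93* at 1.98 and *Myct1* at 1.71. *Tek* turned to -0.20, -0.56 and -0.45 without E7.5 replicate 1, E7.5 replicate 3 and E8.5 replicate 2 and had 1.11 without E7.5 replicate 2, *Kdr* had -0.32 and *Pecam1* -0.046 without E7.5 replicate 2, *Pecam1* -0.59 without E7.5 replicate 3, *Flt1* -0.80 without E8.5 replicate 3, and *Cdh5* 0.77 without E8.5 replicate 1 and 2.08 without E8.5 replicate 3.
As a group, 43 members had a positive and 12 a negative log2 fold change, with a median of 0.31, and the list shifted towards E8.5 relative to other genes (adjusted p = 8.1e-07 from camera). The shift did not pass with an estimated correlation between its genes (0.067, adjusted p = 0.31 from camera). No list passed in that setting, where the lowest adjusted p was 0.28 from camera. Only 14 of the 55 members had a 95% confidence interval of the measured difference that lay wholly within 2-fold in both directions. Of 24 arterial and Notch pathway genes, none passed the test, with a median log2 fold change of 0.14, and the Notch ligand *Dll4* had 0.98 (standard error 0.20, adjusted p = 0.28 from limma). Of 11 venous and lymphatic genes, none passed over all genes and 3 were higher at E8.5 when adjusted over the list alone, namely *Emcn*, *Lyve1* and *Stab2*, at 2.58, 2.07 and 1.45. The median of that list was -0.059 and its mean 0.34, so that they differ in sign. With each gene represented by its brightest probe set, the log2 fold changes were 0.018 for *Stab2*, -0.065 for *S1pr1*, 1.00 for *Myct1*, 0.078 for *Kdr*, 0.76 for *Pecam1*, 1.57 for *Tek*, -0.28 for *Flt1*, 2.05 for *Dll4*, 4.52 for *Emcn* and 5.42 for *Lyve1*, the last of which then passed over all genes (adjusted p = 0.0089 from limma). The brightest probe set need not stand for its gene. That of *Kdr* lay at 12.71 at E7.5 and 12.79 at E8.5, while 12 of the 17 *Kdr* probe sets had a lower mean at E8.5.

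**Figure D2:**
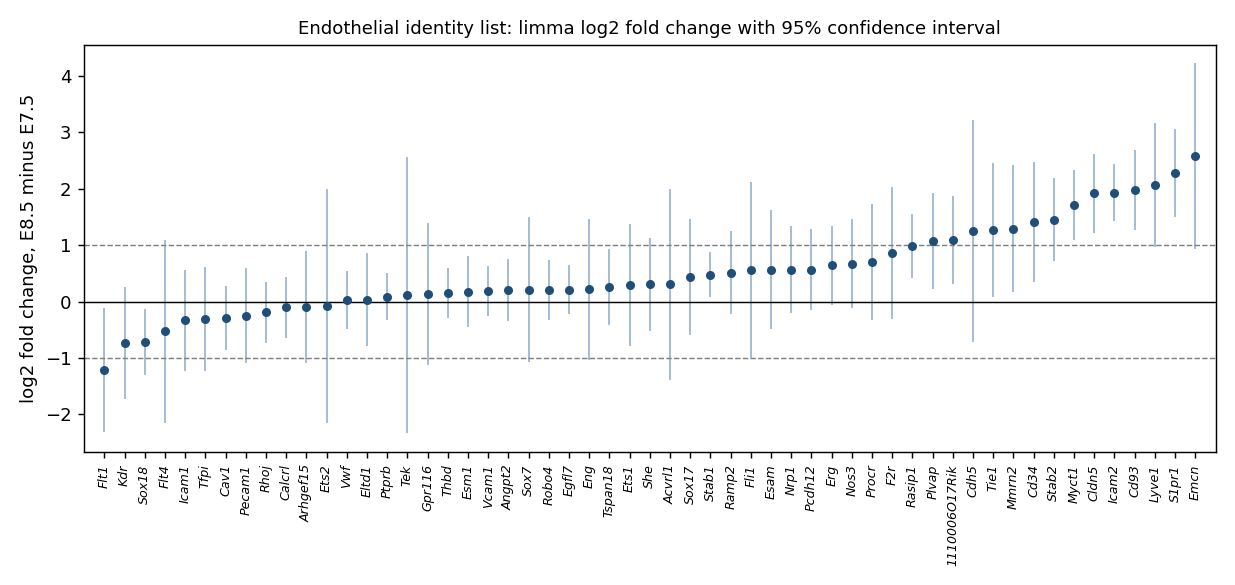
Log2 fold change of each of the 55 endothelial identity genes, E8.5 minus E7.5, with its 95% confidence interval from limma, in rising order. Dashed lines mark a 2-fold difference, and 40 of the points lie between them, 14 above and 1 below.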

Brachyury (*T*), an early mesoderm marker, and *Etv2* were expressed at lower levels in the E8.5 (EP) population (Figure 2C). 

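On the exon arrays, *T* had a mean log2 signal of 10.20 ± 0.65 (SD, n = 3) at E7.5 and 8.19 ± 1.28 (SD, n = 3) at E8.5, while Fig. 2C shows RT-qPCR. The log2 fold change of *T* was -2.01 (standard error 0.68, adjusted p = 0.55 from limma), and the groups overlapped, since E8.5 replicate 2 lay at 9.55 and E7.5 replicate 2 at 9.49. All 10 probe sets of *T* had a lower mean at E8.5. For *Etv2*, whose reporter was used to sort the cells, the mean log2 signal was 11.82 ± 0.23 (SD, n = 3) at E7.5 and 11.33 ± 0.36 (SD, n = 3) at E8.5. Its log2 fold change was -0.49 (standard error 0.25, adjusted p = 0.72 from limma), with all 3 E7.5 arrays above all 3 E8.5 arrays and 6 of 6 probe sets lower at E8.5. Of 29 genes of the primitive streak and nascent mesoderm, none passed the test, and the median log2 fold change was 0.0065 (adjusted p = 0.60 from camera). An unadjusted p under 0.05 was reached by 4 of them, all with lower means at E8.5, which were *T*, the NODAL pathway cofactor *Foxh1* at -3.53, *Fgf3* at -1.36 and the LIM homeobox gene *Lhx1* at -1.15. With each gene represented by its brightest probe set, *T* had -0.88, *Etv2* -0.28, *Foxh1* -1.79 and *Lhx1* -0.13. Without E8.5 replicate 2 *Etv2* had -0.28, and without E7.5 replicate 3 *Fgf3* had -0.86.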

In line with the direct relationship between these two populations, this might reflect the progressive downregulation of a hemangioblast mesoderm identity, as the ETV2^+^ cells further differentiate from their mesodermal origin and migrate from the extra-embryonic region toward the intra-embryonic region. Similarly indicative of a progressive transition, *Hbb-bh1*, a marker of primitive erythropoiesis taking place in the YS, was also expressed at lower levels in the E8.5 (EP) population. 

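*Hbb-bh1* was lower at E8.5 on the exon arrays. Its mean log2 signal was 7.98 ± 0.85 (SD, n = 3) at E7.5 and 3.10 ± 0.42 (SD, n = 3) at E8.5, a log2 fold change of -4.87 (standard error 0.46, adjusted p = 0.046 from limma). All of its 4 probe sets had a lower mean at E8.5. Whether the E8.5 signal lay above background is unknown, so that the size of the difference is not bounded. Of 28 measured genes of primitive erythroid cells, *Hbb-bh1* passed the test, none was higher and 27 did not pass, and it was also the only member that passed when adjusted over the list alone. *Tfrc*, the transferrin receptor that supplies iron to erythroid cells, had a log2 fold change of -1.10 (standard error 0.42, adjusted p = 0.59 from limma). The median over the list was -0.13 (adjusted p = 0.057 from camera), and the list passed with the mean over probe sets (0.023) and without E7.5 replicate 3 (0.020), but not with an estimated correlation (adjusted p = 0.31 with an estimated correlation). The correlation estimated for it was -0.013, and no list passed in that setting. The call for *Hbb-bh1* was lost when any 1 array was left out, with adjusted p-values from limma of 0.098 to 0.16, and with the brightest probe set, at 0.057, with which *Tfrc* had -1.93.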

*Runx1* followed a similar pattern of expression and was, in fact, one of the few hematopoietic transcription factors differentially expressed between the two ETV2::GFP^+^FLK1^+^ populations, along with *Gata1* and *Gata2* (Figure 2C). This pattern of *Runx1* expression was linked to the activity of the proximal P2 promoter that generates the *Runx1b* isoform transcript, since the *Runx1c* isoform transcript (regulated by the distal P1 promoter) was absent in both populations (Figure 2B). 

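Fig. 2C, which the paper cites for *Runx1*, *Gata1* and *Gata2*, shows RT-qPCR, a different assay from the arrays. Its legend takes the genes from those that differed on the exon array. On the exon arrays the mean log2 signal of *Runx1* was 7.28 ± 1.87 (SD, n = 3) at E7.5 and 4.40 ± 0.37 (SD, n = 3) at E8.5, a log2 fold change of -2.89 (standard error 0.90, adjusted p = 0.50 from limma). The large SD of *Runx1* at E7.5 came from 1 array, which was also the lowest E7.5 array for *Gata2*, at 7.93 against 9.86 and 11.27. E7.5 replicates 1 and 3 lay at 8.34 and 8.39 and replicate 2 at 5.12, still above the 3 E8.5 arrays, which lay between 4.01 and 4.74. All 4 *Runx1* probe sets had a lower mean at E8.5, with log2 fold changes from -4.14 to -0.56, and where they lie in the gene relative to its promoters was not established here. *Gata1*, a regulator of erythroid and megakaryocytic genes, had a mean log2 signal of 7.12 ± 0.84 (SD, n = 3) at E7.5 and 5.26 ± 0.25 (SD, n = 3) at E8.5 (log2 fold change -1.86, standard error 0.44, adjusted p = 0.36 from limma). For *Gata2*, needed for the emergence of blood stem cells, the means were 9.69 ± 1.68 (SD, n = 3) and 6.51 ± 0.62 (SD, n = 3) (log2 fold change -3.18, standard error 0.84, adjusted p = 0.42 from limma). All 3 probe sets of each had a lower mean at E8.5. For *Runx1*, *Gata1* and *Gata2* alike, every E7.5 array lay above every E8.5 array. An exact permutation test of 3 arrays against 3 gives p = 0.1 for such a gene, the smallest p that it allows.
None of 40 measured hematopoietic transcription factors passed the test, over all genes or adjusted over the list alone. An unadjusted p under 0.05 was reached by 7, of which 4 had lower means at E8.5 (*Runx1*, *Gata1*, *Gata2* and *Ikzf2*, the last at -0.81) and 3 had higher means (*Elf1* at 1.98, *Hhex* at 1.08 and *Gata3* at 0.43). Without E7.5 replicate 2, the log2 fold change of *Runx1* was -3.97 (adjusted p = 0.079 from limma). With each gene represented by its brightest probe set, the log2 fold change of *Gata1* was -1.02, the log2 fold change of *Gata2* was -0.76, *Gata3* had -0.027, *Elf1* 0.43 and *Hhex* 0.48. With the mean over its probe sets *Gata1* had -1.13 and *Gata2* -1.99, and without E8.5 replicate 3 *Elf1* had 1.30.

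**Figure D3:**
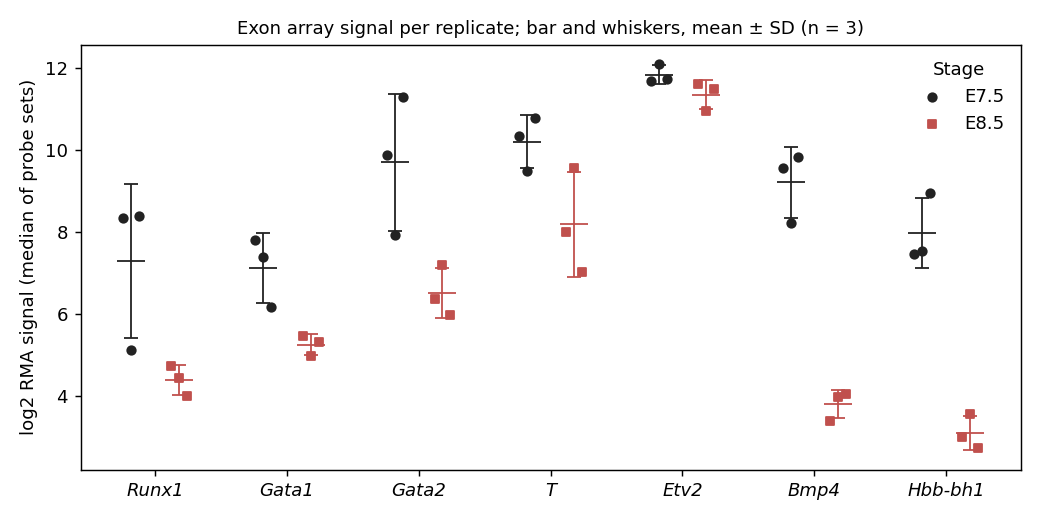
Log2 RMA signal of 7 genes on each E7.5 array (black circles) and each E8.5 array (red squares), with the mean and SD of the 3 arrays of a stage as a bar and whiskers. E7.5 replicate 2 lies below the other E7.5 arrays for *Runx1*, at 5.12, and only *T* has overlapping stages.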

*Runx1b* is the *Runx1* isoform that is specifically expressed in HE at the onset of EHT (Sroczynska et al., 2009). 

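*Tal1*, which encodes SCL, had a mean log2 signal of 7.65 ± 0.52 (SD, n = 3) at E7.5 and 7.50 ± 0.53 (SD, n = 3) at E8.5, a log2 fold change of -0.15 with a 95% confidence interval from -1.06 to 0.76 (adjusted p = 0.95 from limma). *Fli1*, an ETS factor of endothelial and blood cells, had a mean of 8.23 ± 1.18 (SD, n = 3) at E7.5 and 8.79 ± 0.62 (SD, n = 3) at E8.5, a log2 fold change of 0.56 with an interval from -0.996 to 2.12 (adjusted p = 0.86 from limma). Both differences were smaller than the spread between replicates, and neither interval excludes a 2-fold difference. For the repressors *Gfi1* and *Gfi1b*, which act downstream of RUNX1 in the endothelial-to-hematopoietic transition, the intervals of the measured difference were narrower and lay within 2-fold, but RMA compresses the differences of dim probe sets, so that they do not bound a change of the transcripts. *Gfi1* had a log2 fold change of -0.041, with an interval from -0.46 to 0.38, and *Gfi1b* one of -0.25, with an interval from -0.70 to 0.19. Over the 40 hematopoietic transcription factors, 34 differed by less than 2-fold in mean signal and 20 had an interval of the measured difference wholly within 2-fold in both directions. The median log2 fold change over them was 0.016 and the mean -0.15, which differ in sign. The sign of the *Tal1* difference turned, to 0.13 without E7.5 replicate 2 and to 0.040 without E8.5 replicate 3, and that of *Gfi1* turned, to 0.0062 with each array's median subtracted, 0.0097 with quantile normalization again, 0.0055 without E7.5 replicate 2 and 0.014 without E7.5 replicate 3, and that of *Gfi1b*, to 0.063, with the brightest probe set. Without E8.5 replicate 2 *Tal1* had -0.45 and *Gfi1b* -0.15, and without E7.5 replicate 1 *Gfi1* had -0.14. The mean signal of *Tal1* was 11.11 at E7.5 and 11.06 at E8.5 with the brightest probe set, and 8.21 and 8.19 with the mean over probe sets. For *Fli1* the difference was 0.041 without E7.5 replicate 1, 0.26 without E8.5 replicate 3 and 0.88 without E8.5 replicate 1, and it was largest without E7.5 replicate 2 (adjusted p = 0.70 from limma).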

The transcription factors *Scl* and *Fli1*, which are part of a recursive triad along with *Gata2* (Pimanda et al., 2007b) known to control hematopoietic development, were expressed at similar levels in the two populations (Figure 2D). Gene set enrichment analysis (GSEA) revealed high enrichment for hematopoietic progenitors as well as SMAD1/5, BMP4, and Runx1-Runx1t1 pathways within genes that were expressed at higher levels in E7.5 cells, as compared to E8.5(EP) cells (Figure 2E). These results suggest that the BMP4-SMAD1/5 pathway and *Runx1* activation in E7.5 ETV2::GFP^+^FLK1^+^ cells could be implicated in the underlying mechanisms of the high hemogenic potential of this population at E7.5. 

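*Bmp4*, the ligand that specifies ventral mesoderm and blood, was lower at E8.5. Its mean log2 signal was 9.20 ± 0.87 (SD, n = 3) at E7.5 and 3.81 ± 0.35 (SD, n = 3) at E8.5, a log2 fold change of -5.39 (standard error 0.46, adjusted p = 0.035 from limma), and both of its probe sets had a lower mean at E8.5. Whether the E8.5 signal lay above background is unknown, so that the size of the difference is not bounded. Of 32 measured components of the BMP pathway, *Bmp4* was the only one that passed the test, and none was higher. An unadjusted p under 0.05 was also reached by the ligands *Bmp7* at -2.84 and *Bmp2* at -0.80, with lower means at E8.5, and by the receptor gene *Bmpr1b* at 0.50 and the signal transducer *Smad5* at 1.16, with higher means. *Smad1*, another transducer of BMP signals, had a log2 fold change of 0.11 (standard error 0.41, adjusted p = 0.96 from limma). The median of the list was 0.052 and its mean -0.24, which differ in sign, and camera placed it towards E7.5 with an adjusted p of 0.79.
Of 30 target genes of SMAD1/5 signaling, none passed the test, and the median log2 fold change was 0.085 (adjusted p = 0.39 from camera). *Gata2* and *Runx1* were the members with lower means and an unadjusted p under 0.05, and the T-box gene *Tbx3* at 1.55, the Notch effector *Hey1* at 2.22, the WNT ligand *Wnt5a* at 0.78 and *Gata3* were those with higher means. Of 47 genes of hematopoietic progenitors, none passed the test, 19 had a positive and 28 a negative log2 fold change, and the median was -0.048 (adjusted p = 0.39 from camera). These lists were drawn up from general knowledge, and the gene sets behind Fig. 2E were not used here. The call for *Bmp4* was lost without any 1 array other than E7.5 replicate 2, with adjusted p-values from limma of 0.079 to 0.12. With each gene represented by its brightest probe set, the log2 fold changes were -0.00030 for *Bmp7*, -0.10 for *Bmp2*, 0.39 for *Smad5*, 0.79 for *Smad1*, 0.36 for *Tbx3* and 0.75 for *Hey1*. Without 1 array *Smad1* ranged from -0.18 (E7.5 replicate 1) to 0.52 (E7.5 replicate 3), and with the mean over its probe sets *Bmp2* had -0.42.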

Altogether, these data suggest a pre-eminent role for RUNX1 in the temporal control of the hemogenic ability of ETV2^+^ progenitor cells during early embryonic development.

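Of 23 measured genes that RUNX1 is known to activate during blood emergence, none passed the test, over all genes or adjusted over the list alone. Of these, 16 had a negative and 7 a positive log2 fold change, with a median of -0.23 (adjusted p = 0.057 from camera). An unadjusted p under 0.05 was reached by 3, all with lower means at E8.5, which were *Runx1* itself, the actin regulator *Coro1a* at -1.12 and the prostaglandin synthase gene *Ptgds2* at -0.64. *Itga2b* had a log2 fold change of -0.52 (standard error 0.22, adjusted p = 0.66 from limma), in cells that were sorted for the absence of its product CD41. *Myb*, a regulator of definitive blood progenitors, had -1.64 (standard error 1.22, adjusted p = 0.78 from limma), and -0.15 without E7.5 replicate 1. With each gene represented by its brightest probe set, the signs of *Itga2b* and *Coro1a* turned, to 0.69 and 0.35, and *Myb* had -0.88. Without E7.5 replicate 1 *Coro1a* had -0.70, with the mean over its probe sets *Itga2b* had -0.12, and 8 of the 17 probe sets of *Itga2b* had a lower mean at E8.5. The list passed, with an adjusted p of 0.040 from camera, without E7.5 replicate 3. With an estimated correlation it did not (adjusted p = 0.31 from camera), nor did any other list. Its estimated correlation was -0.041, below the preset 0.01, so that correlation between its genes does not account for this. This list was no part of the paper's analysis, which reports a different set, of Runx1-Runx1t1, as enriched among genes higher at E7.5. From its own data altogether the paper proposes a leading role for RUNX1 in the timing of the hemogenic ability of ETV2+ progenitors.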

### Heterogeneity within E7.5-E8.5 ETV2::GFP^+^ Progenitors

Given that FLK1 and ETV2 are also expressed in hemangioblast prior to HE emergence (Wareing et al., 2012a), the ETV2::GFP^+^FLK1^+^CD41^−^ sorted cells are likely to be heterogeneous in nature. In order to assess their degree of heterogeneity, we performed single-cell gene expression analysis on a total of 262 ETV2::GFP^+^FLK1^+^CD41^−^ single cells from E7.5, E8.5 (EP), and E8.5 (YS) ETV2::GFP^+^ embryos using a nanofluidic platform. A total of 96 genes were analyzed, including housekeeping genes, cell-cycle genes, and transcription factors involved in mesoderm, endothelial, and hematopoietic development. Unsupervised hierarchical clustering and PCA analysis showed that the E8.5 (EP) and E8.5 (YS) populations cluster closely together and are distinct from the E7.5 cells (Figures 3A and 3B). Heatmap and violin plots revealed a high and overall unimodal expression of cell-cycle genes *Mki67*, *Cdk4*, *Mcm6*, *Ccnd3*, and *Pcna*, suggesting that the higher hematopoietic potential of the E7.5 ETV2^+^FLK1^+^ cells was not due to increased proliferation. As expected, *Flk1* (*Kdr*) expression was also high in all populations, while *Bmp4* was downregulated in E8.5, a finding consistent with the global expression data. Similarly, while *Runx1b* was expressed at high levels in most E7.5 single cells (72 out of 80), only 24 out of the 103 E8.5 (EP) and 20 out of the 79 E8.5 (YS) single cells expressed this transcription factor (Figure 3C; Figure S3). Heterogeneity in the expression of hematopoietic genes such as *Ikzf2* and *Itga2b* was also observed in the E8.5 (EP) population, while E7.5 displayed an overall high expression pattern for a number of hematopoietic transcription factors. In contrast, the majority of the E8.5 cells analyzed had low or undetectable expression levels of hematopoietic genes such as *Myb* or *Spi1* (Figure 3C). Unsupervised hierarchical clustering for all genes showed that some E7.5 single cells clustered closer to the E8.5 (EP) cells rather than to the E7.5 population (Figure 3A). This E7.5 subset that clustered with the E8.5 population expressed *Runx1* (13 out of 17 cells), the majority of which (11 out of 13 Runx1^+^ cells) were *Gata1*^*−*^ and could represent the migrating RUNX1^+^GATA1^−^ cell population previously described (Tanaka et al., 2014). Interestingly, a small subset of cells in each population was negative for *Etv2* (Figure S3). The E7.5 *Etv2*^*−*^ cells expressed hematopoietic genes and could represent cells that progressed further toward hematopoiesis; the *Etv2*^*−*^ E8.5 (EP) and E8.5 (YS) cells did not express hematopoietic genes. A subset of *Etv2*^*−*^ cells, including E8.5 (EP) and E8.5 (YS) cells, expressed a strong endothelial signature and could represent cells further committed to the endothelial lineage. A third subset of *Etv2*^*−*^ cells only detected in E8.5 (EP) had low or undetectable expression of either endothelial or hematopoietic genes. These cells, only found in the EP, could represent progenitors differentiating toward cardiac fate, in line with a previous report demonstrating the necessity for *Etv2* silencing for cardiac differentiation (Schupp et al., 2014) (Figure S3). Altogether, these single-cell analyses not only confirmed data from the microarray analysis on the bulk population but also revealed the heterogeneity within ETV2::GFP^+^FLK1^+^CD41^−^ populations at different developmental stages.

**Figure 3:**
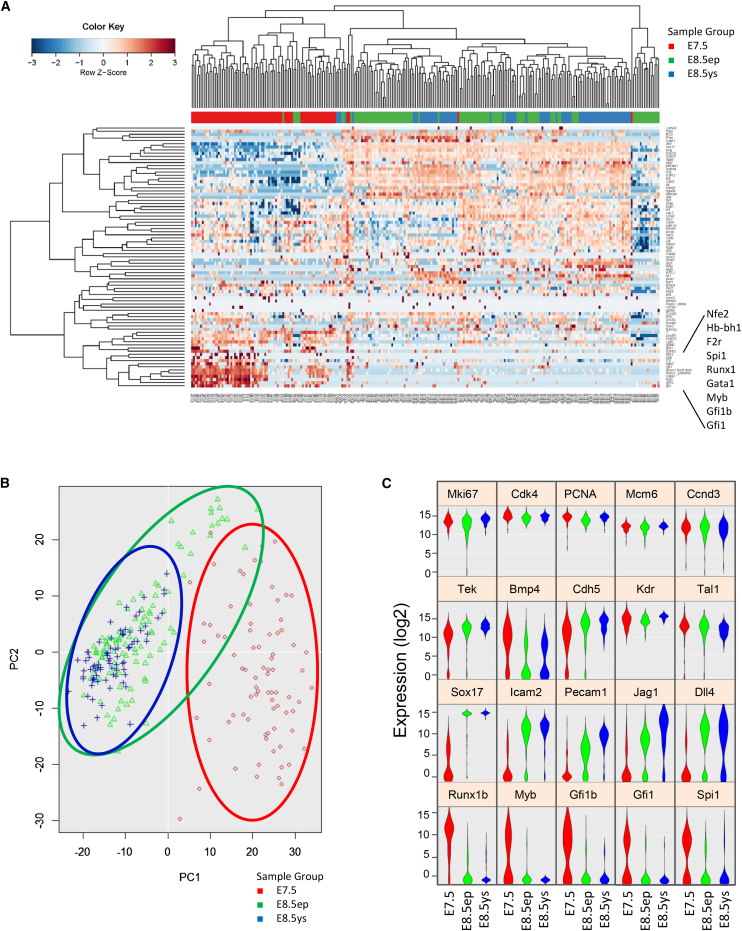
Single-Cell Gene Expression Analysis Reveals Heterogeneity in ETV2::GFP-Expressing FLK1 Cells (A) The Fluidigm platform was used for single-cell gene expression analysis as described in the Supplemental Experimental Procedures. Unsupervised hierarchical clustering heatmap for depicted genes. (B) PCA for the cells analyzed shows the degree of segregation among the three populations. (C) Frequency of distribution of the expression level for each gene shown as Violin plots. The width of the violin plot represents the frequency of cells at that expression level. See also Figure S3.

### RUNX1 and ETV2 Are Co-expressed in E7.5 but Not in E8.5 Embryos

The global expression profiling and single-cell data analysis revealed a distinct pattern of *Runx1* mRNA expression between E7.5 and E8.5 ETV2::GFP^+^ cells. To further explore their expression pattern, we crossed *Etv2::gfp* (Wareing et al., 2012a) and *Runx1b::rfp* (Sroczynska et al., 2009) transgenic mice to concurrently assess the expression of both genes in situ. At E7.5, both RUNX1b::RFP and ETV2::GFP were found co-expressed in FLK1^+^ cells in the blood islands in the YS (Figures 4A and 4C; Movie S5). ETV2::GFP also marked cells migrating from the primitive streak toward the extra-embryonic mesoderm (Figure 4A). At E8.5, ETV2::GFP was no longer detected in the YS blood islands, whereas RUNX1b::RFP was expressed in FLK1^−^ cells, likely representing primitive blood cells (Figure S4A). The allantois was the only extra-embryonic tissue that retained high expression of ETV2::GFP but lacked expression of RUNX1b::RFP at E8.5 (Figure S4B). In the E8.5 (EP), ETV2::GFP had a broad pattern of expression, as it was found expressed along the dorsal aorta, the sprouting inter-somitic vessels, the cephalic mesenchyme, and the endocardium. ETV2::GFP^+^FLK1^+^ cells exhibited no or minimal expression of RUNX1b::RFP (Figures 4B and 4C; Movie S6). At E9.5, ETV2::GFP expression was downregulated but still widely expressed, while RUNX1b::RFP expression was observed within the P-Sp region. By E10.5, embryos no longer expressed ETV2::GFP, while RUNX1b::RFP was expressed in circulating blood cells (Figure 4C).

**Figure 4:**
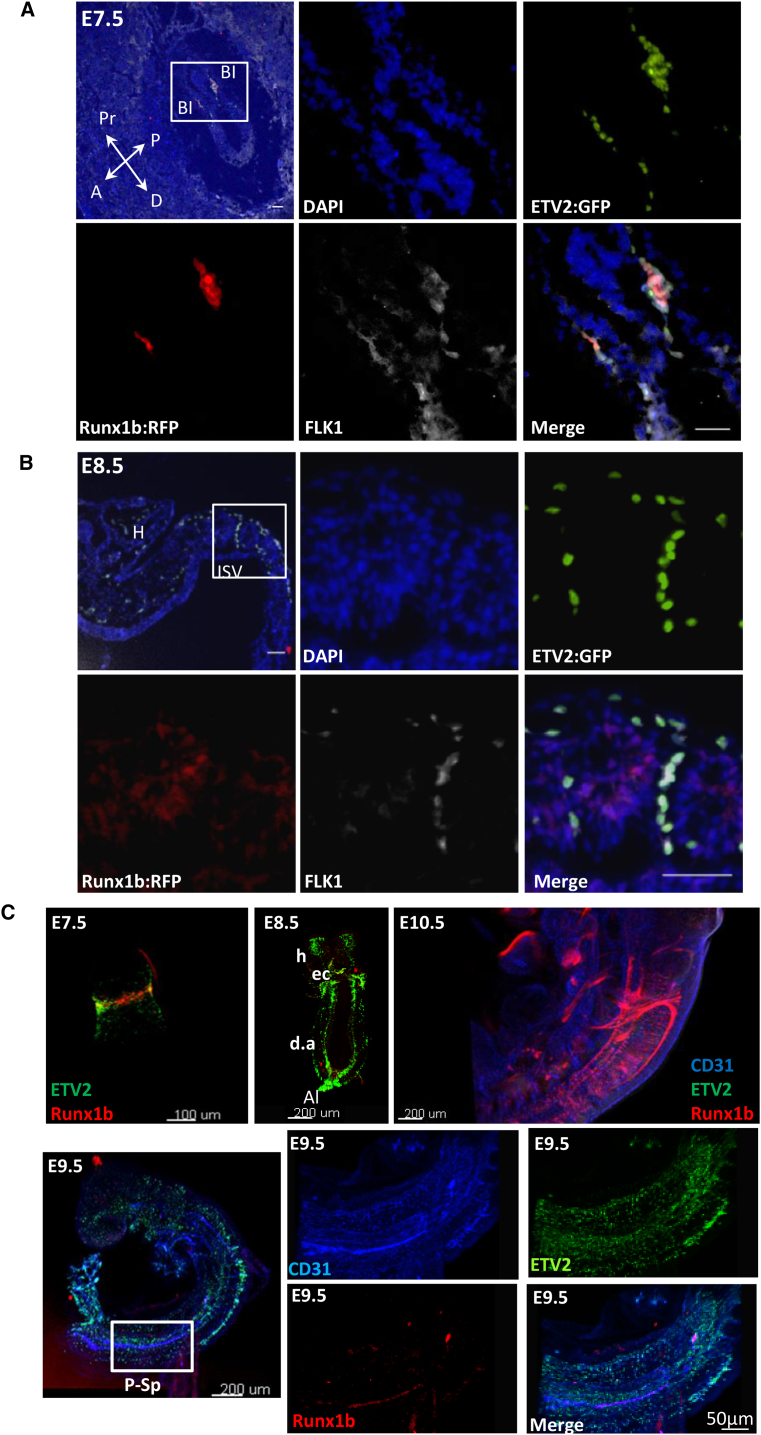
Expression Pattern of RUNX1b and ETV2 in Developing Embryos (A and B) Transversal section of *Etv2::gfp Runx1b::rfp* E7.5 (A) and E8.5 (B) embryos stained for ETV2::GFP (green), Runx1b::RFP (red), and FLK1 (white). Scale bars, 50 μm. (C) Whole-mount imaging for ETV2::GFP RUNX1b::RFP and CD31 for E7.5-E10.5 developmental stages. Pr: Proximal; D: Distal; A: Anterior; P: Posterior; BI: blood island; H: head; ISV: intersomitic vessel; da: dorsal aorta; ec: endocardium; and P-Sp: para-aortic splanchnopleura region. See also Figure S4 and Movies S5 and S6.

In the gastrulating embryo, Indian hedgehog is secreted from visceral endoderm and stimulates the expression of BMP4 from the extraembryonic mesoderm. BMP4, in turn, feeds back to mesodermal cells (in an autocrine or paracrine manner) to induce the hematopoietic and endothelial programs (Baron, 2001, Dyer et al., 2001). It was previously shown that BMP4 positively regulates the expression of *Runx1b* via the SMAD1/5 pathway (Pimanda et al., 2007a). Therefore, we hypothesized that ETV2::GFP^+^FLK1^+^ cells in the YS that expressed high levels of RUNX1b also expressed BMP4 and activated SMAD1/5. Indeed, at E7.5, BMP4 was detected at high levels in GFP^+^ cells in the blood islands and in the allantois (Figure 5A). Accordingly, part of the ETV2::GFP^+^ cells in the blood islands also showed staining for phosphorylated SMAD1/5 (Figure 5B). In contrast, E8.5 ETV2::GFP^+^ cells did not express detectable levels of either BMP4 or pSMAD1/5 (Figures 5C and 5D). Altogether, staining in E7.5-E8.5 embryos revealed a contrasting pattern of RUNX1 expression in ETV2^+^ cells. ETV2-expressing cells at E7.5 showed high expression of BMP4 and active SMAD1/5 that could underlie the mechanism of RUNX1b expression. In contrast, ETV2^+^ cells in the E8.5 (EP) did not express BMP4 or active Smad1/5 and lacked detectable expression of RUNX1b.

**Figure 5:**
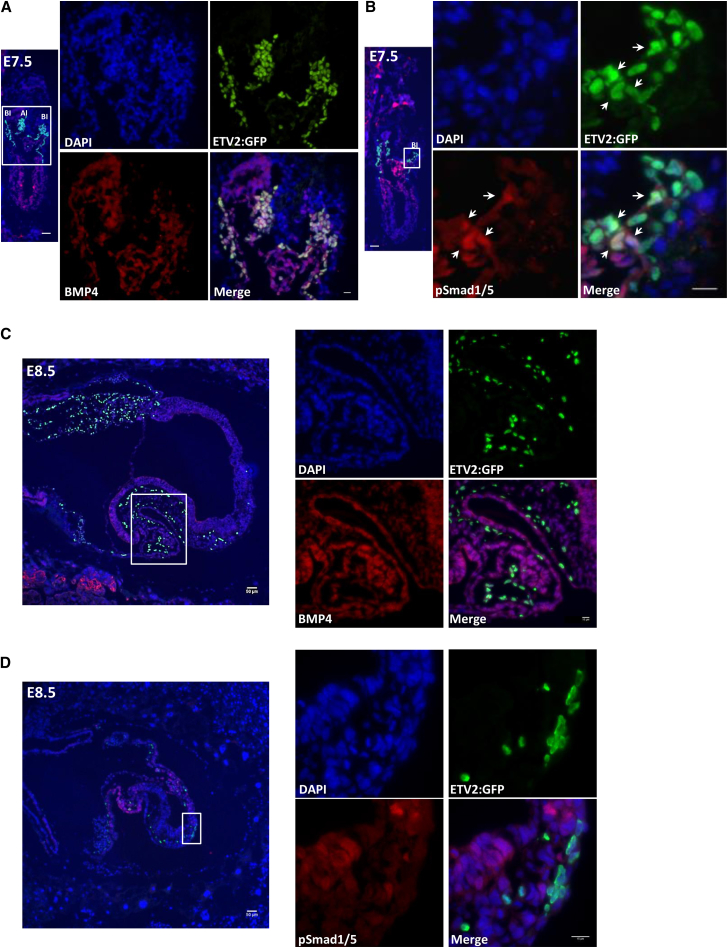
BMP4-pSMAD1/5 Activity in E7.5 Underlies the High Hematopoietic Potential of the ETV2::GFP Cells (A) E7.5 ETV2::GFP embryos were stained for GFP (green) and BMP4 (red). BI: blood island; Al: allantois. (B) Serial section of the same E7.5 embryo used in (A) was used for staining with GFP and pSMAD1/5. (C) E8.5 ETV2::GFP embryos were stained for GFP (green) and BMP4 (red). (D) E8.5 ETV2::GFP embryo stained for pSMAD1/5 (red). Scale bars, 50 μm for whole-embryo images and 15 μm for magnified images.

### *Runx1b* Ectopic Expression Restores the Hemogenic Potential of E8.5 ETV2::GFP^+^FLK1^+^ Cells

Given that higher expression of *Runx1* in ETV2::GFP^+^FLK1^+^CD41^−^ cells correlated with higher hemogenic potential at E7.5 when compared to the E8.5 stage, we hypothesized that the expression of *Runx1b* might potentially restore the ability of E8.5 endothelial progenitor cells to produce hematopoietic cells. Therefore, we sorted E8.5 (EP) ETV2::GFP^+^FLK1^+^CD41^−^ cells, transduced them with *Runx1b* or control empty lentivirus, and tested their hemogenic potential (Figure 6A; Figures S5A and S5B). Live imaging revealed that, while both control and *Runx1*-treated cultures generated adherent endothelial cores, only *Runx1*-treated cells generated floating hematopoietic cells (Figure 6B; Movie S7). Interestingly, *Runx1*-treated cells gave rise to a 10-fold higher number of hematopoietic colonies compared to the control-treated cells (Figures 6C and 6D). Taken together, these data reveal that *Runx1* expression alone is sufficient to confer hematopoietic potential to ETV2^+^FLK1^+^ endothelial progenitors.

**Figure 6:**
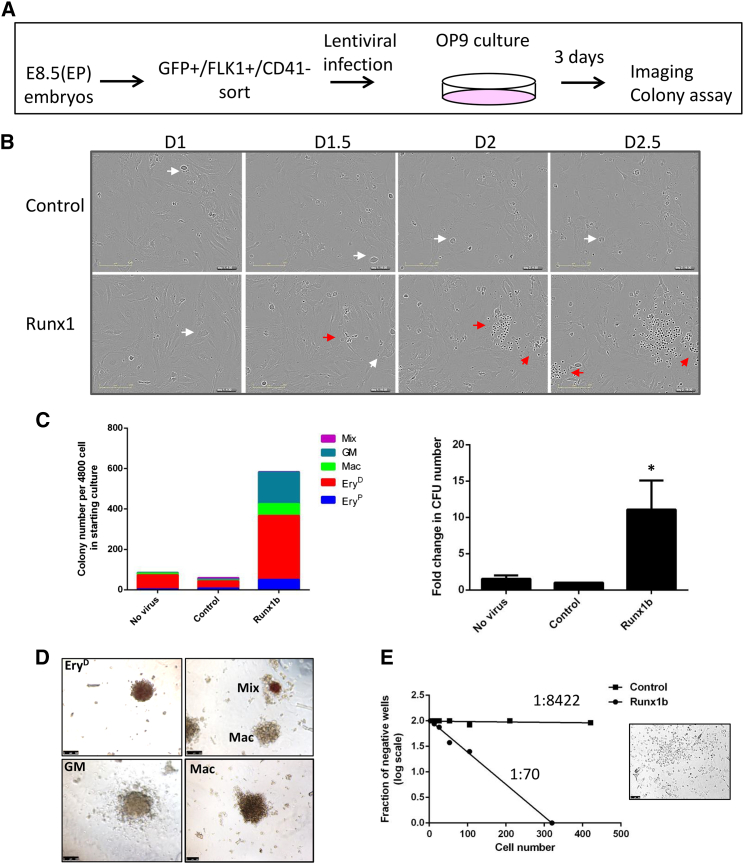
RUNX1b Ectopic Expression in E8.5 ETV2::GFP^+^FLK1^+^ Cells Enhances Their Hematopoietic Potential (A) Schematic representation of the experimental design. (B) Time-lapse imaging during the three-day OP9 culture of cells transduced with control or Runx1 lentivirus. White arrows indicate endothelial clusters; red arrows indicate hematopoietic cells. (C) Clonogenic assay for hematopoietic progenitors of control and Runx1b transduced cells after three days of culture on OP9 stroma layer. Left graph shows the number of hematopoietic colonies formed for each type of hematopoietic CFU. Right graph shows the overall change in CFU number per treatment. Error bars represent 1 SD from three independent experiments. ^∗^p < 0.05. Mix, GEMM/GEM; GM: granulocyte-macrophage; Mac: macrophages; Ery^P^: primitive erythrocytes; and Ery^D^: definitive erythrocytes. (D) Examples of hematopoietic colonies at day eight of replating in semisolid clonogenic assay. Scale bars represent 500 μm. (E) Left: limiting dilution assay (LDA) of hemogenic potential of FLK1^+^GFP^+^CD41^−^-sorted cells derived from E8.5 ETV2::GFP embryos and infected with either control or Runx1 lentivirus before plating on OP9 stoma. Right: example of hematopoietic cells emerging in OP9 cultures indicative of hemogenic endothelial potential in LDA. Data shown are representative of two independent experiments. See also Figure S5 and Movie S7.

### *Runx1b* Increases the Frequency of E8.5 ETV2::GFP^+^FLK1^+^ Cells with HE Potential

The effect of *Runx1* expression on E8.5 ETV2::GFP^+^FLK1^+^CD41^−^ cells could be attributed either to an increase in the proliferation rate of the few HE cells present in this population or an increase in the number of cells that displayed HE potential. To address this, we performed western blot analysis on control and *Runx1*-treated E8.5 ETV2::GFP^+^FLK1^+^CD41^−^ cultures for proliferating cell nuclear antigen (PCNA), but no change in PCNA protein levels was detected (Figure S5B). Cell-cycle analysis also showed no substantial change in the percentage of cells in S phase (Figure S5C). These results suggest that RUNX1 is not mediating its effect through a change in proliferation. To determine the effect of *Runx1b* on the frequency of ETV2^+^FLK1^+^ cells that acquire HE potential, we performed a limiting dilution assay (LDA) on control and *Runx1*-treated cells. *Runx1*-transduced ETV2::GFP^+^FLK1^+^CD41^−^ cultures had a far greater frequency of cells giving rise to hematopoietic cells as compared to control (Figure 6E). In conclusion, the low frequency of hematopoietic cells generated by the control-transduced cells indicates that the HE potential of these cells is rare (1 in 8422). Once E8.5 ETV2^+^FLK1^+^ cells ectopically express *Runx1*, they show a dramatic increase in their capacity to give rise to hematopoietic colonies (1 in 70), an effect that is independent of the proliferative state of these cells. Altogether, these data suggest that the ability of ETV2::GFP^+^FLK1^+^CD41^−^ endothelium progenitors in the developing embryo to give rise to hematopoietic cells is mainly dependent on *Runx1* expression.

### BMI1 Inhibition De-represses *Runx1* Expression and Confers Hemogenic Potential to E8.5 ETV2::GFP Endothelial Progenitors

The single-cell gene expression analysis and ETV2::GFP embryo staining revealed that *Bmi1* was highly expressed in E8.5 intra-embryonic ETV2::GFP cells but was absent or expressed at low levels in the E7.5 ETV2::GFP population (Figure 7A; Figures S6A and S6B). BMI1 is a RING finger protein and an integral component of the Polycomb Repressive Complex 1 (PRC1) that mediates epigenetic silencing of targeted genes (Buchwald et al., 2006, Schwartz and Pirrotta, 2008). A previous study showed that *Runx1* was downregulated by BMI1 in K562 cells (Shen et al., 2014). Thus, we hypothesized that PRC1 represses *Runx1* transcription in E8.5 ETV2::GFP^+^ cells, thereby suppressing the hematopoietic transcriptional program and the HE potential of these progenitors. To test this, we first used PRT4165, a pharmacological inhibitor of the BMI1/RING1-mediated E3 ubiquitin ligase activity of PRC1 (Alchanati et al., 2009). PRT4165-mediated BMI1 inhibition was confirmed by a decrease in H2A^K119^ ubiquitination, a target of PRC1, in FLK1^+^ cells derived from day 3 embryoid body cultures (Figure 7B). To assess BMI1 inhibition on endothelial progenitors, E8.5 ETV2::GFP^+^FLK1^+^CD41^−^ cells were sorted and cultured on an OP9 stroma layer with PRT4165 or DMSO and tested for the expression of hematopoietic genes (Figure 7C). Interestingly, *Runx1* expression was upregulated upon BMI1 inhibition along with other hematopoietic genes, including *Itga2b* and *Spi1* (Figure 7D). Similarly, Bmi1 silencing, using small interfering RNA (siRNA), also resulted in an increase in the expression of hematopoietic genes (Figure S6C). BMP4, an upstream regulator of *Runx1* showed no significant change upon BMI1 inhibition and silencing. To determine the effect of BMI1 inhibition on their HE potential, PRT4165- or DMSO-treated cells were further cultured in a cocktail of cytokines to promote hematopoiesis. Fluorescence-activated cell sorting (FACS) analysis and May*-*Grünwald-Giemsa staining showed a strong increase in CD45^+^ and CD11b^+^ hematopoietic cells upon BMI1 inhibition (Figures 7E–7G). Altogether, these results indicate that PRC1 inhibition de-represses *Runx1* expression and, consequently, activates the hematopoietic program in E8.5 ETV2::GFP^+^ endothelial progenitors conferring them HE potential.

**Figure 7:**
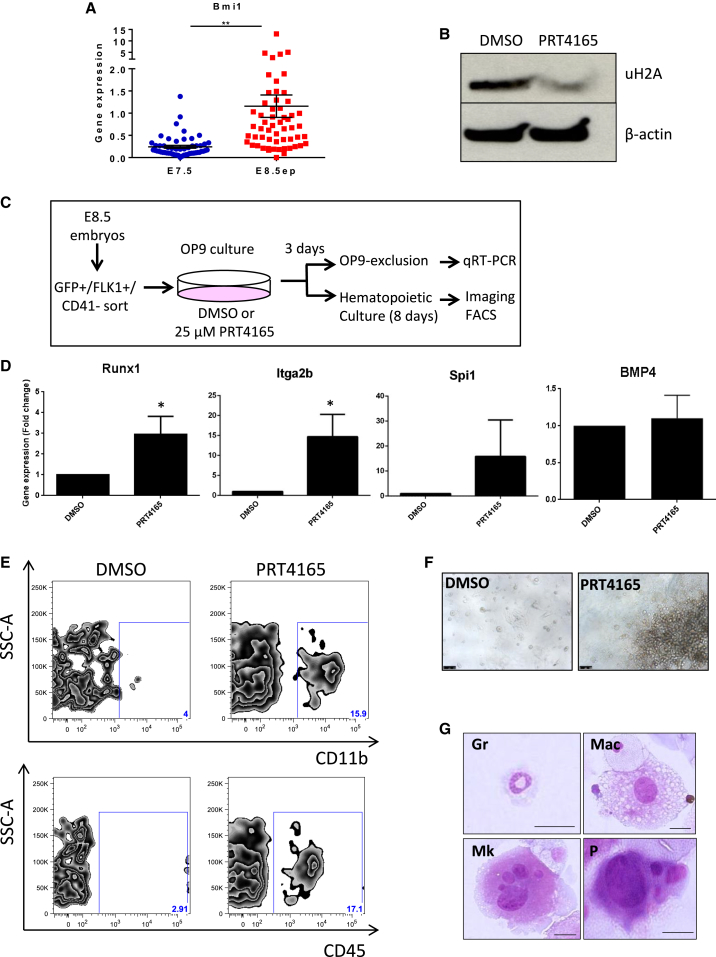
Inhibition of BMI1 De-represses *Runx1* Expression and Confers Hemogenic Potential to E8.5 ETV2::GFP Endothelial Progenitors (A) Single-cell gene expression analysis for *Bmi1* in E7.5 and E8.5 (EP) ETV2::GFP^+^FLK1^+^CD41^−^ progenitors. Error bars represent 1 SEM for at least 54 single cells. ^∗∗^p ≤ 0.001. (B) Western blot analysis for ubiquitinylated H2AK119, a downstream target of the PRC1 complex. FLK1^+^ sorted cells from day-3 embryoid body cultures were treated with 25 μM PRT4165 inhibitor or DMSO for 3 days prior to protein isolation. (C) Schematic representation of the experimental design. (D) RT-qPCR for E8.5 ETV2::GFP^+^FLK1^+^CD41^−^ cells cultured in HE conditions and treated with DMSO or 25 μM PRT4165 for 3 days prior to RNA extraction. Error bars represent 1 SEM for at least five experiments (expect for BMP4, n = 4). ^∗^p < 0.05. (E) FACS analysis of day-8 hematopoietic culture for the expression of hematopoietic markers. (F) Emergence of hematopoietic colonies after 8 days in hematopoietic culture conditions. Scale bars, 500 μm. (G) Representative May-Giemsa staining from PRT4165-treated cells after 8 days in hematopoietic culture conditions. Gr: granulocytes; Mac: macrophages; Mk: megakaryocyte; P: progenitor, and scale bars, 20 μm. See also Figure S6.

We also assessed the expression of BMI1 in the YS and AGM at E8.5 and E10.5, respectively (Figure S7). BMI1 was expressed in CD31^+^ cells and at moderate levels in CD41^+^ cells (Figures S7A and S7B). Given that there are no markers to distinguish HE from endothelial progenitors, it is not clear whether BMI1 expression is restricted to endothelial progenitors. Similarly to BMI1, BMP4 was also detected in both CD31^+^ and CD41^+^ E8.5, but its expression was reduced in ETV2:GFP^+^ progenitors (Figures S7C and S7D). In the E10.5 AGM, BMI1 was detected in both the CD31^+^cKIT^−^ endothelial layer and in CD31^−^cKIT^+^ emerging hematopoietic clusters (Figure S7E). This suggests that, by E10.5, other mechanisms beyond the BMI1-polycomb complex are involved in repressing the hematopoietic program in endothelial cells, as previously shown (Lizama et al., 2015). Overall, these data suggest that the BMI1-mediated mechanism of *Runx1* suppression is restricted to the E8.5 intra-embryonic ETV2::GFP^+^ progenitor population.

## Discussion

A large body of work has emerged recently regarding the role of ETV2 at the onset of blood and endothelium specification (Oh et al., 2015). The expression of ETV2 is restricted to a narrow window of embryonic development between E7.0 and E9.5 (Koyano-Nakagawa et al., 2012, Wareing et al., 2012a). In the absence of ETV2, mesodermal progenitors differentiate to the cardiomyocyte fate concomitantly with a complete defect in hematopoiesis and vasculogenesis (Liu et al., 2013, Palencia-Desai et al., 2011). It is now clear that the expression of ETV2 in FLK1^+^ is essential for the progression to hematopoiesis and endothelium (Wareing et al., 2012a). However, the molecular mechanisms that confer hemogenic competence to ETV2-expressing FLK1^+^ progenitors are poorly understood.

Here, we investigated the hemogenic potential of ETV2^+^FLK1^+^ progenitor populations at the early stages of embryogenesis, using a well-characterized ETV2::GFP reporter mouse (Wareing et al., 2012a). We found that both the E7.5 extra-embryonic and E8.5 intra-embryonic ETV2::GFP^+^ cells share similar expression of HE markers while lacking expression of CD41. However, when cultured under conditions that promote HE maintenance and growth, the E8.5 population appeared to maintain an endothelial identity, while the E7.5 population downregulated the expression of endothelial markers in CD41^+^ emerging cells. Accordingly, E8.5 cells gave rise to very few hematopoietic colonies in clonogenic assays, compared to the E7.5 population. Global gene expression analysis identified *Runx1* as one of the few hematopoietic transcription factors highly differentially expressed between the two ETV2::GFP^+^FLK1^+^CD41^−^ populations, a finding confirmed by in situ immunofluorescence and single-cell expression analysis. To examine the functional role of *Runx1* in ETV2::GFP^+^FLK1^+^CD41^−^ cells, we ectopically expressed *Runx1* in the population isolated from E8.5 embryos. Interestingly, *Runx1* expression dramatically increased the hemogenic potential of these cells, demonstrating that the expression of *Runx1* on its own is sufficient to confer hemogenic competence to ETV2^+^ progenitors. To investigate the relationship between the E7.5 and E8.5 ETV2^+^ populations, we performed time-lapse microscopy. Live-imaging analysis showed the migration of ETV2^+^ cells from the extra-embryonic site to the intra-embryonic site, suggesting that at least a subset of the E8.5 ETV2^+^ cells arise from E7.5 extra-embryonic progenitors. Our data, however, did not determine whether the ETV2-migrating cells previously expressed or not RUNX1. Whether *Runx1* is transiently expressed at an earlier stage of development contributing later to endothelium and hematopoiesis has been previously investigated. Tanaka et al. published a study showing the migration of RUNX1^+^GATA1^−^ cells from extra- to intra-embryonic endothelium (Tanaka et al., 2014). Further work also suggested the early and transient expression of RUNX1 in progenitors contributing to late hematopoiesis (Samokhvalov et al., 2007, Tanaka et al., 2012a). However, the conclusions of these studies remain disputed; therefore, further work will be required to fully address this issue.

Our study suggests that *Runx1* expression is repressed in endothelial progenitors at the early stages of embryonic development via a BMI1-dependent mechanism to limit hematopoietic potential to a subset of progenitors. Our results demonstrate that ectopic expression of *Runx1* alone is sufficient to confer hemogenic competence to E8.5 FLK1^+^ETV2^+^ endothelial progenitors. These findings reveal that the entire molecular framework required for blood specification is present in these endothelial progenitors, with the notable exception of RUNX1. A chromatin immunoprecipitation (ChIP)-sequencing study has shown the importance of RUNX1 in orchestrating the formation of hematopoietic-specific transcription binding pattern at the onset of hematopoiesis (Lichtinger et al., 2012). This study showed that *Runx1* induction in *Runx1*^*−/−*^ HE results in a rapid shift in the binding of SCL and FLI1 on hematopoietic genes, an increase in histone acetylation, and the formation of new transcription factor complexes. It is possible that, in E8.5 endothelial progenitors, these RUNX1-mediated changes do not occur due to a lack of *Runx1* expression, hence resulting in the maintenance of the endothelial program.

An earlier study focused on the mechanisms by which hematopoiesis is restricted to the HE domain during embryonic development; HOXA3 expression in the intra-embryonic vasculature was shown to restrain hematopoietic differentiation of endothelial progenitors by downregulating *Runx1* expression (Iacovino et al., 2011). Our work proposes an additional mechanism of hemogenic competence restriction. We show that BMI1, a subunit of the PRC1 complex, is highly expressed in E8.5 ETV2::GFP^+^FLK1^+^CD41^−^ but not detectable in E7.5 ETV2::GFP^+^FLK1^+^CD41^−^ cells. BMI1 inhibition in the E8.5 population resulted in not only an increase in *Runx1* expression along with other hematopoietic genes but also an increased HE potential. The role of BMI1 in suppressing HE potential was shown here, using an ex vivo experimental approach. Future in vivo studies will need to be performed to fully confirm the role of BMI1 in this mechanism. While the role of BMI1 at later stages of hematopoiesis is well-established (Ding et al., 2012), its role in early endothelial progenitors was not previously addressed. Our data indicate that the BMI1 mechanism of *Runx1* repression is present only in a narrow window of development when ETV2^+^ progenitors are present at the E8.5 stage. The role of BMI1 in ETV2^+^ endothelial progenitors is clearly distinct from its role in committed hematopoietic cells. E8.5 ETV2^+^ cells are endothelial progenitors, E8.5 CD41^+^ YS cells are mostly committed primitive erythroid cells, including primitive and definitive progenitors (Ferkowicz et al., 2003), and E10.5 cluster cells are mostly HSCs and pre-HSCs (Boisset et al., 2015, Rybtsov et al., 2011, Taoudi et al., 2008). The recruitment of BMI1 to specific DNA regions for silencing is cell context dependent and is unlikely to be identical in endothelium, primitive erythroid cells and embryonic pre-HSCs/HSCs. In support of this cell-context dependency within cell populations of the hematopoietic system, an additional role for BMI1 was recently described in erythroid cells where BMI1 is implicated in the regulation of ribosome biogenesis (Gao et al., 2015), clearly different from its role in adult HSCs, where BMI1 is implicated in the silencing the *p16Ink4a p19Arf* locus (Park et al., 2003).

Our data identify an additional role for BMI1 in maintaining an endothelial fate in E8.5 *Etv2*-expressing progenitors. This finding suggests that, in E8.5 ETV2^+^ progenitors, the hematopoietic program is silenced via a PRC1-mediated repression mechanism. The ectopic re-expression of *Runx1* or its de-repression via BMI1 inhibition or silencing results in the acquisition of hemogenic fate, suggesting that the hematopoietic program needs to be repressed for further progression of the endothelial fate during embryonic development. It remains to be determined whether BMI1 has a direct or indirect effect on *Runx1*. A previous study has shown that SUZ12, a component of the PRC2, directly binds *Runx1* as well as *Bmp4* gene loci (Lee et al., 2006). Given the synergistic action of PRC1 and PRC2, it is likely that the BMI1-containing PRC1 complex mediates the repression of *Runx1.* Our results show that *Bmp4* downregulation is independent of BMI1-mediated action, but it remains to be determined whether PCR2 alone is implicated in this process. This molecular mechanism of differential specification to blood and endothelium is consistent with the proposed evolutionary development of the circulatory and blood system. While blood cells are found in all multicellular organisms of the animal kingdom, the presence of endothelial cells is restricted to the vascular system of the vertebrate phyla (Muñoz-Chápuli et al., 2005). A prevalent hypothesis for the evolutionary origin of endothelium proposes that the early endothelium of vertebrates might have arisen from circulatory amoebocytes or hemal blood cells through the repression of the blood program and the acquisition of epithelial-type morphology (Muñoz-Chápuli et al., 2005, Pascual-Anaya et al., 2013). Our findings lend support to this hypothesis and suggest that this evolutionary mechanism might still be preserved in early ETV2^+^ endothelial progenitors.

Our study suggests that, during embryonic development, blood and endothelium cell fates are differentially established through the active repression of RUNX1 in common progenitors to allow endothelial fate to proceed. This mechanism of alternative repression of cell fates during early mesoderm specification is reminiscent of the repression of the cardiomyocyte fate by SCL in prospective HE (Van Handel et al., 2012). Altogether, our results raise questions about the plasticity of early mesoderm progenitors and the window of opportunity for differential cell fates that might help us devise more efficient protocols for the derivation of repopulating blood progenitors in vitro.

## Experimental Procedures

### Mice

Timed matings were set up between *Etv2::gfp* (Wareing et al., 2012a) males and ICR females or between *Etv2::gfp* and *Runx1b::rfp* mice as described in Sroczynska et al. (2009) study, except that the hCD4 reporter was replaced with red fluorescent protein [RFP] heterozygote mice. The morning of the vaginal plug was considered as E0.5. All animal work was performed according to the United Kingdom Animal Scientific Procedures Act 1896.

### Embryo Cell Culture

Sorted populations were seeded on irradiated OP9 stroma cells in Iscove’s modified Dulbecco’s medium (IMDM) containing 10% fetal bovine serum (FBS), 4 mM L-glutamine, 50 U/ml penicillin/streptomycin (Pen/Strep), 0.6% transferrin, 2% leukemia inhibitory factor (LIF), 48.75 μg/ml monothiolglycerol, 25 μg/ml ascorbic acid, 2% LIF, 1% kit ligand (KL) supernatant, 10 ng/ml oncostatin M, 1 ng/ml basic fibroblast growth factor (bFGF), and 1 μg/ml osteopontin. Where indicated, cells were cultured in semisolid clonogenic assay (Wareing et al., 2012a). BMI1/RING1A inhibitor PRT4165 (Tocris) was used at 25 μM.

### Lentiviral Transduction

PCR-amplified *Runx1b* and *Tomato* cDNAs separated by a 2A sequence (de Felipe et al., 1999) were cloned into a lentiviral vector containing the human EF1 promoter (Gilham et al., 2010). VSVg-pseudotyped lentiviral particles were produced and titered as previously described (Dull et al., 1998).

### Flow Cytometry

Single-cell suspensions were stained with FLK1-Biotin, CD41-APC, TIE2-PE, or cKIT-APCeF780 followed by Streptavidin-PECy7 (eBioscience). Cells were sorted using Aria II, Aria III, or Influx and analyzed with an LSRII cytometer (BD Biosciences).

### Statistical Analyses

Data were analyzed using a Student’s t test. Significant differences are ^∗^p < 0.05 and ^∗∗^p ≤ 0.001.

Additional information is available in the Supplemental Experimental Procedures.

## Author Contributions

A.E. designed and performed experiments, analyzed the data, and wrote the manuscript. S.W. and R.P. performed experiments; E.M. and M.Z.H.F. performed bioinformatics analysis, J.B.G. and B.P. assisted with microscopy; V.K. and G.L. designed and supervised the project, analyzed the data, and wrote the manuscript.

## Accession Numbers

The accession number for the microarray data reported in this study is GEO: GSE64377.

## Supplemental Information

Document S1. Supplemental Experimental Procedures and Figures S1–S7

Movie S1. Example 1, Live imaging of E7.5 *Etv2::gfp* embryo, Related to Figure S2

Movie S2. Example 2, Live imaging of E7.5 *Etv2::gfp* embryo, Related to Figure S2

Movie S3. Example 3, Live imaging of E7.5 *Etv2::gfp* embryo, Related to Figure S2

Movie S4. Example 4, Live imaging of E7.5 *Etv2::gfp* embryo, Related to Figure S2

Movie S5. 3D Reconstruction of z Stacks of E7.5 *Etv2::gfp Runx1b::rfp* Embryos Stained for CD31, in Magenta; ETV2::GFP, in Green; and RUNX1b::RFP, in Red, Related to Figure 4

Movie S6. 3D Reconstruction of z Stacks of E8.5 *Etv2::gfp Runx1b::rfp* Embryos Stained for ETV2::GFP, in Green, and RUNX1b::RFP, in Red, Related to Figure 4

Movie S7. Time-Lapse Imaging of E8.5 FLK1^+^GFP^+^CD41^−^ Sorted Cells on OP9 Monolayer Cultures Transduced with Control and Runx1 Lentivirus, Related to Figure 6

Document S2. Article plus Supplemental Information

# Supplementary material for: The Hemogenic Competence of Endothelial Progenitors Is Restricted by Runx1 Silencing during Embryonic Development
**Source:** Cell Rep. 2016 May 26;15(10):2185–99. doi: 10.1016/j.celrep.2016.05.001
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1–S7

Cell Reports, Volume 15

Supplemental Information

**The Hemogenic Competence of Endothelial
Progenitors Is Restricted by *Runx1* Silencing
during Embryonic Development**

Alexia Eliades, Sarah Wareing, Elli Marinopoulou, Muhammad Z.H. Fadlullah, Rahima Patel, Joanna B. Grabarek, Berenika Plusa, Georges Lacaud, and Valerie Kouskoff

Supplemental Data

The hemogenic competence of endothelial progenitors is restricted by *Runx1* silencing during embryonic development

Alexia Eliades¹, Sarah Wareing¹, Elli Marinopoulou², Muhammad Z. H. Fadlullah¹, Rahima Patel², Joanna Grabarek³, Berenika Plusa³, Georges Lacaud^{2*}, Valerie Kouskoff^{1*}

Author Information

A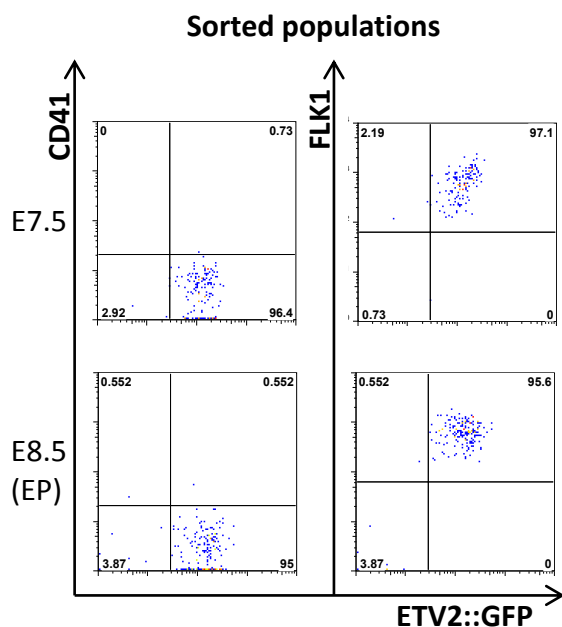**B**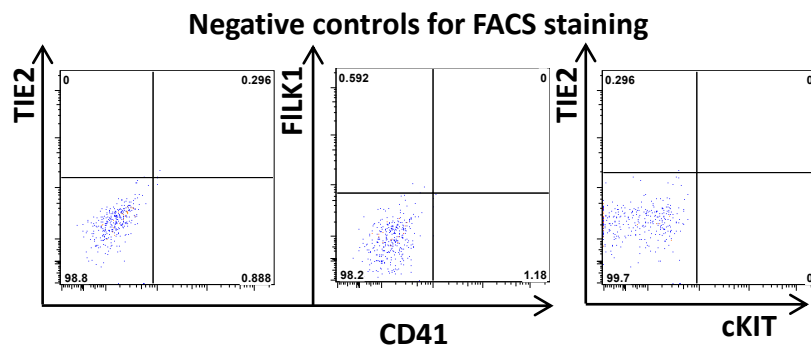

Figure S1. Immunophenotypic profile of ETV2:GFP+ embryo-derived cells. Related to Figure 1. **A.** FACS analysis of the sorted ETV2::GFP⁺FLK1⁺CD41⁻ cells before plating on OP9 stroma culture. **B.** Negative (non-stained) control related to Figure 1C.

A

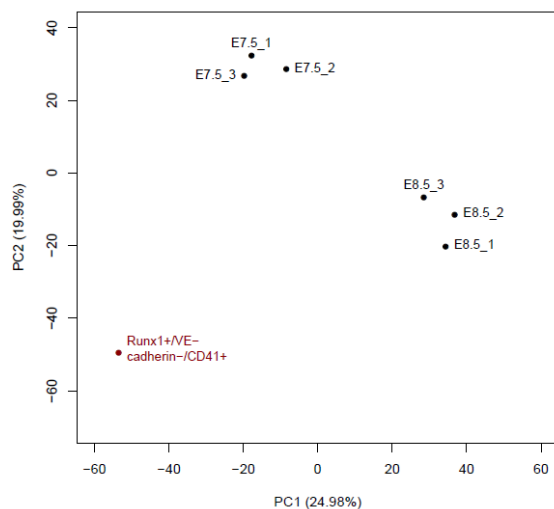

B

Hierarchical clustering based on 15786 genes

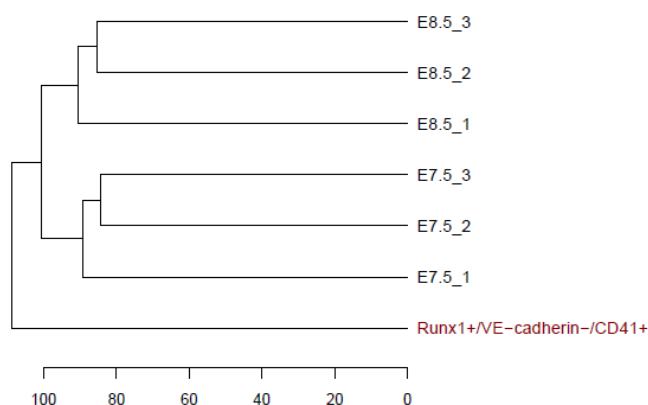

C

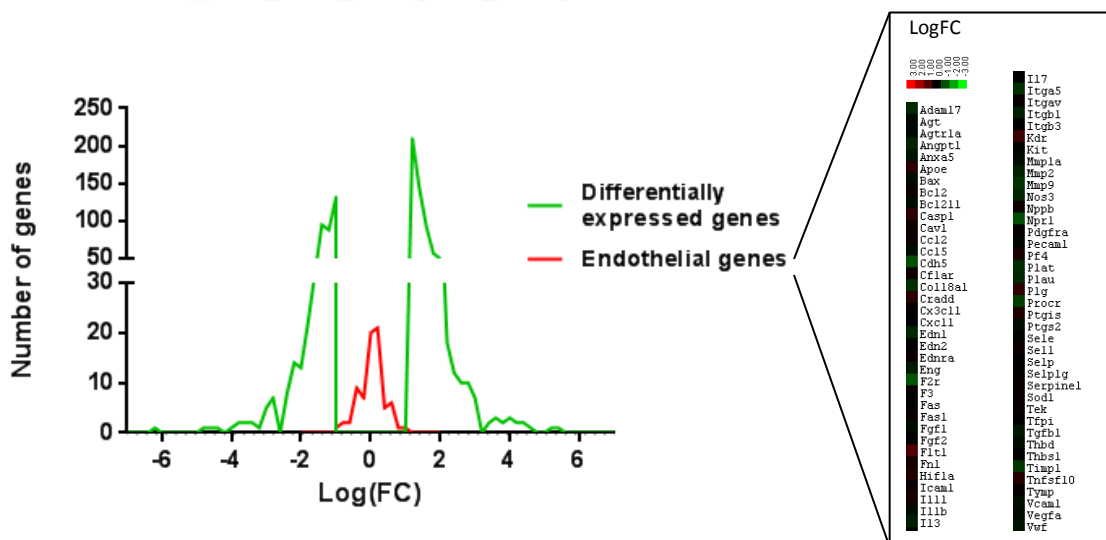

Figure S2. ETV2::GFP⁺ transcriptome analysis at E7.5 and E8.5 developmental stage. Related to Figure 2. **A.** Principal Component Analysis (PCA) plot for the samples analyzed in the Affymetrix array (Figure 2) and sample Runx1⁺VECad⁺CD41⁺ from Tanaka Y et al., 2012 (GSM721028). **B.** Hierarchical clustering based on 15786 genes expressed both in our Affymetrix array and GSM721028. **C.** Left: Histogram plot depicting the distribution of the fold-change in gene expression in logarithmic scale (logFC) for endothelial genes and differentially expressed genes. Right: Heatmap for the LogFC value for endothelial genes

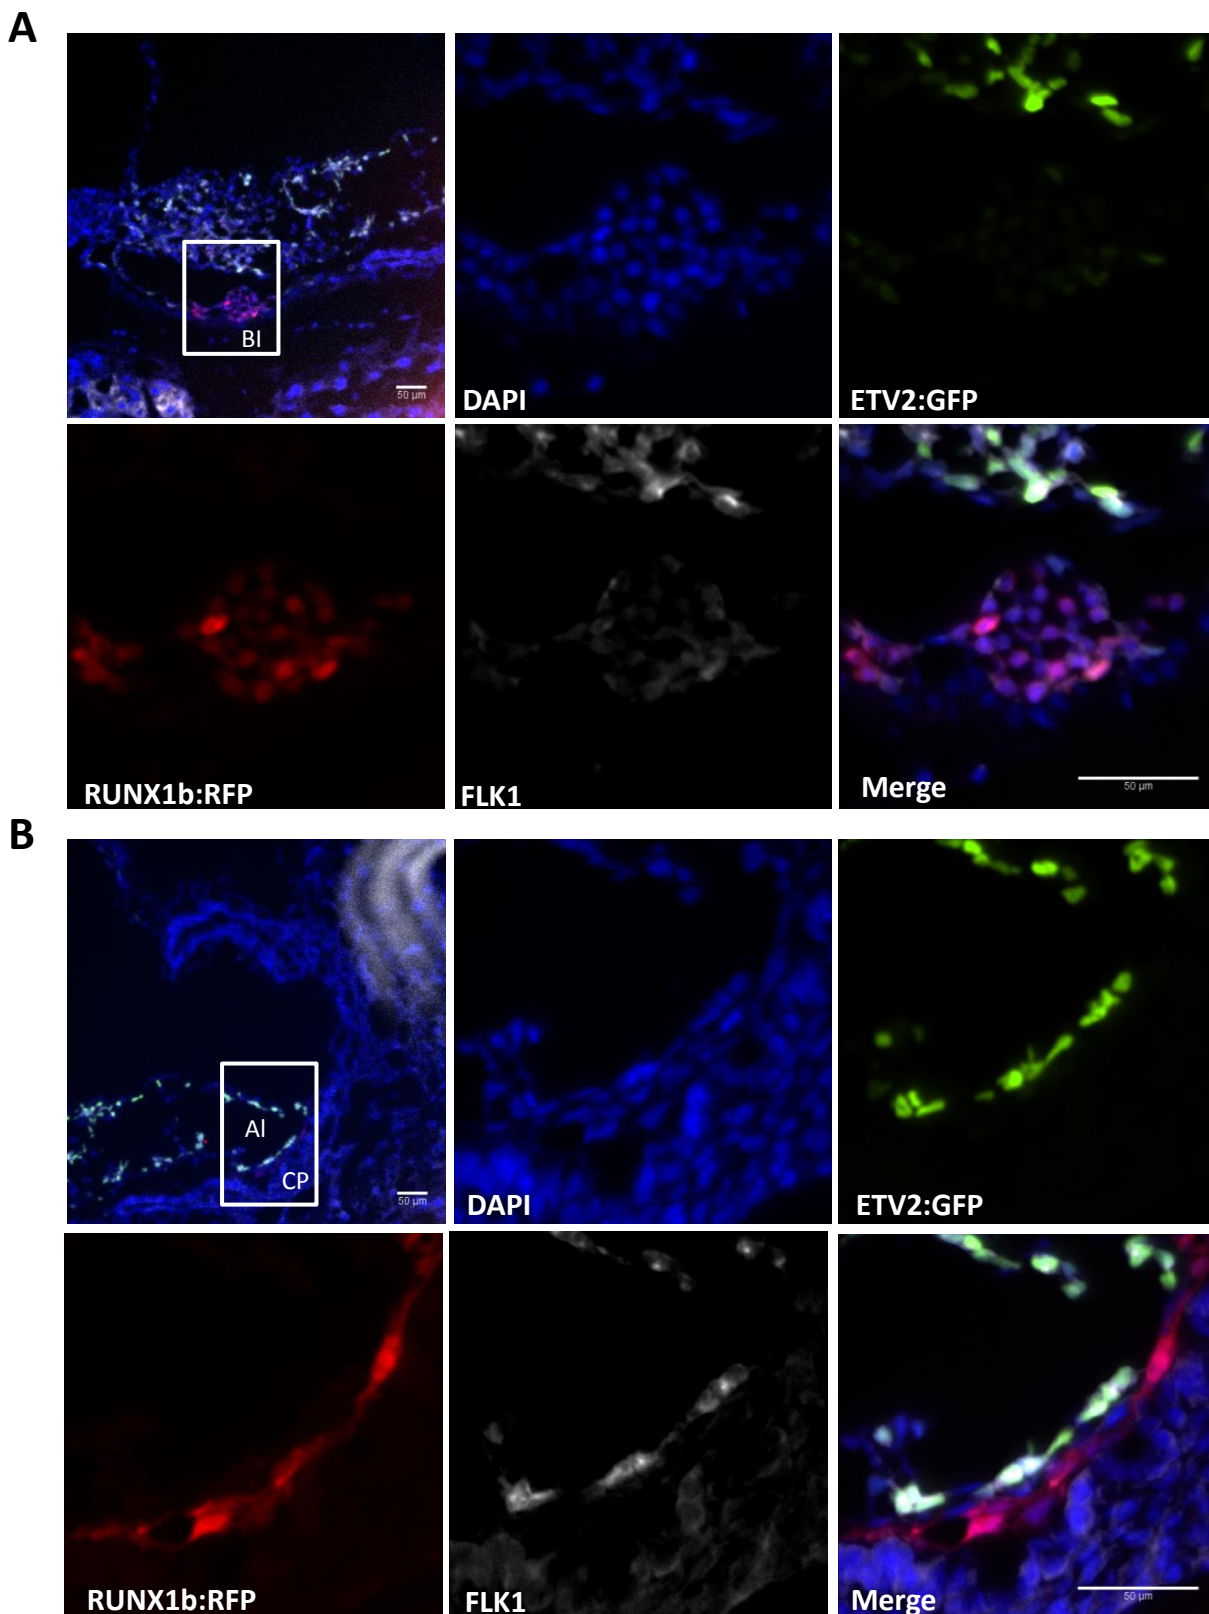

Figure S4. Expression of RUNX1b and ETV2 in extra-embryonic tissues at E8.5. Related to Figure 4. Transversal section of *Etv2::gfp Runx1b::rfp* E8.5 embryos stained for ETV2::GFP (green), RUNX1b::RFP (red) and FLK1 (white) (A-B). BI= blood island, AL= Allantois, CP=Chorionic Plate. Scale bar=50 μ m.

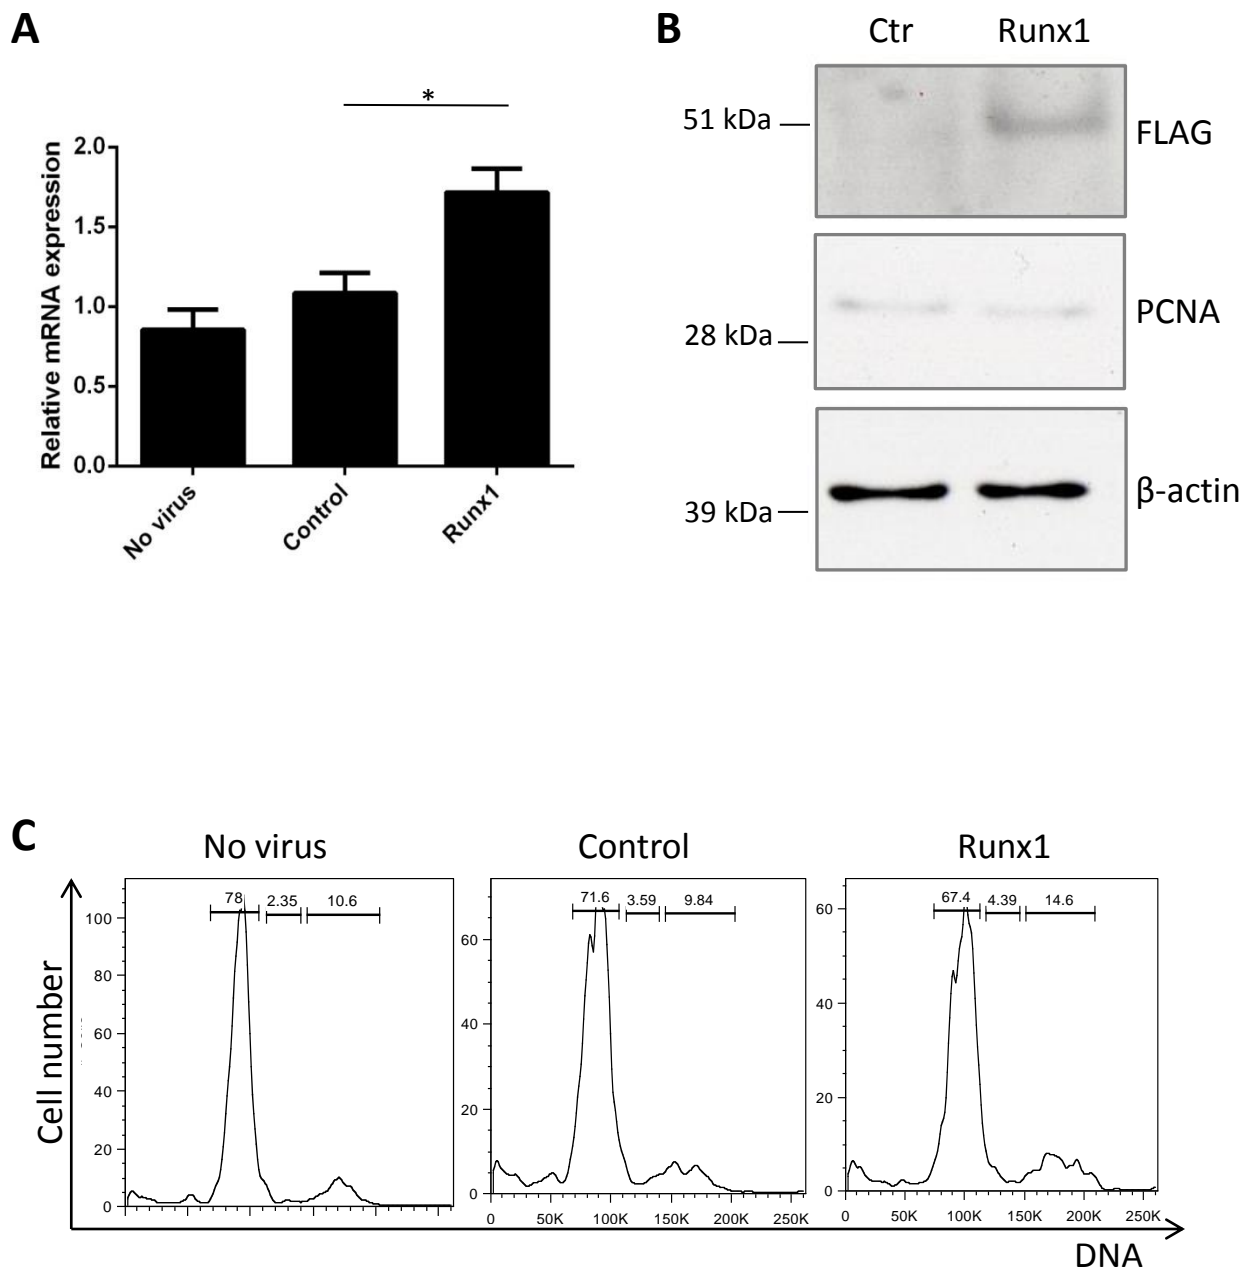

Figure S5. Lentiviral overexpression of *Runx1* in E8.5 ETV2::GFP cells. Related to Figure 6. **A.** Validation of *Runx1* ectopic expression by qRT-PCR. Error bars represent the standard deviation of triplicate values, * $p < 0.05$. **B.** Western blot analysis validates RUNX1b protein expression upon lentiviral transduction. FLAG antibody was used to detect ectopic FLAG-tagged RUNX1b and anti-PCNA antibody was used as a cell proliferation marker. **C.** Cell cycle analysis on fixed cells three day after lentiviral transduction using FxCycle Violet DNA stain.

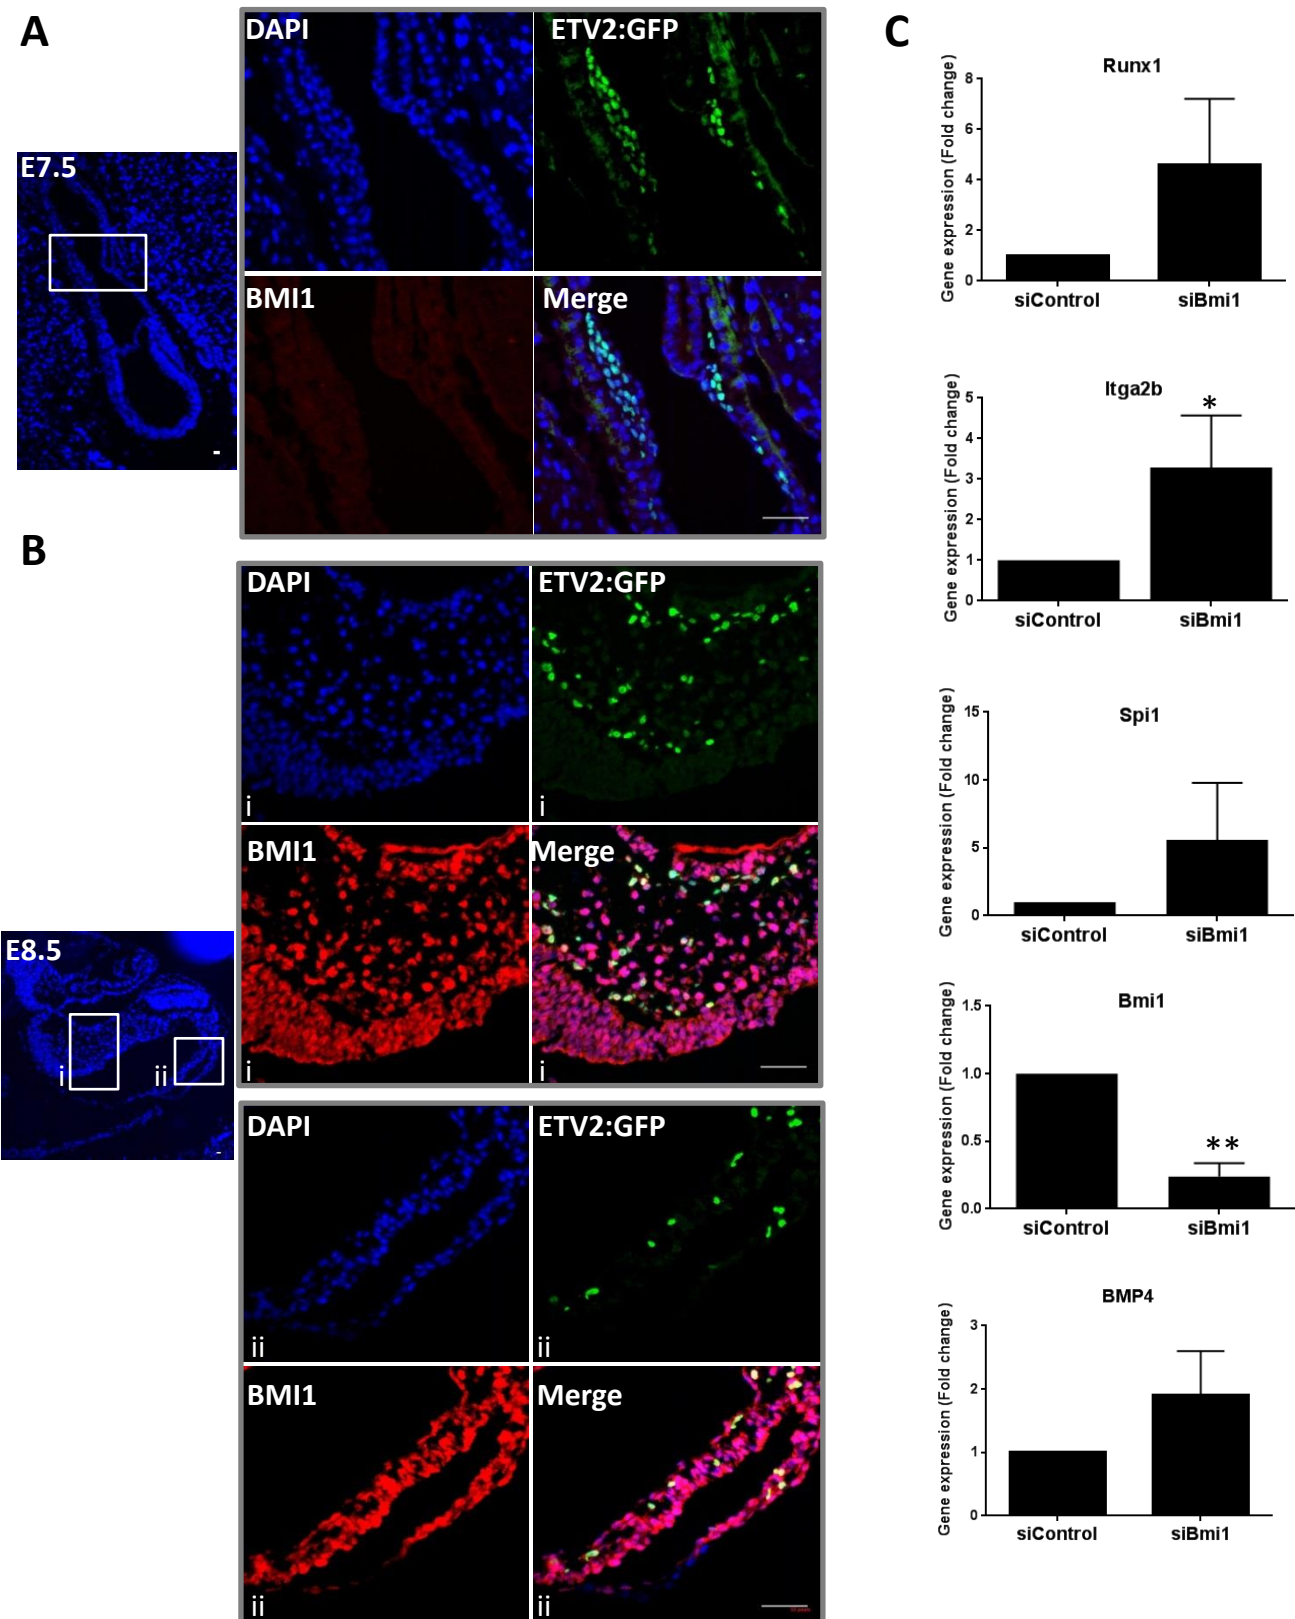

Figure S6. BMI1 expression in ETV2:GFP embryos. Related to figure 7. **A.** Transversal section of *Etv2::gfp* E7.5 and E8.5 embryos (**B**) stained for ETV2::GFP (green) and BMI1 (red). Scale bars=50 μ m for whole embryo image and 15 μ m for magnified images. *Bmi1* staining and imaging were performed under the same conditions for all sections. **C.** Quantitative RT-PCR for E8.5 ETV2::GFP+FLK1+CD41⁻ cells cultured in HE conditions and treated with siControl or siBmi1 for 3 days prior to RNA extraction. Error bars represent 1 SEM for at least three experiments, * p <0.05, ** p <0.001.

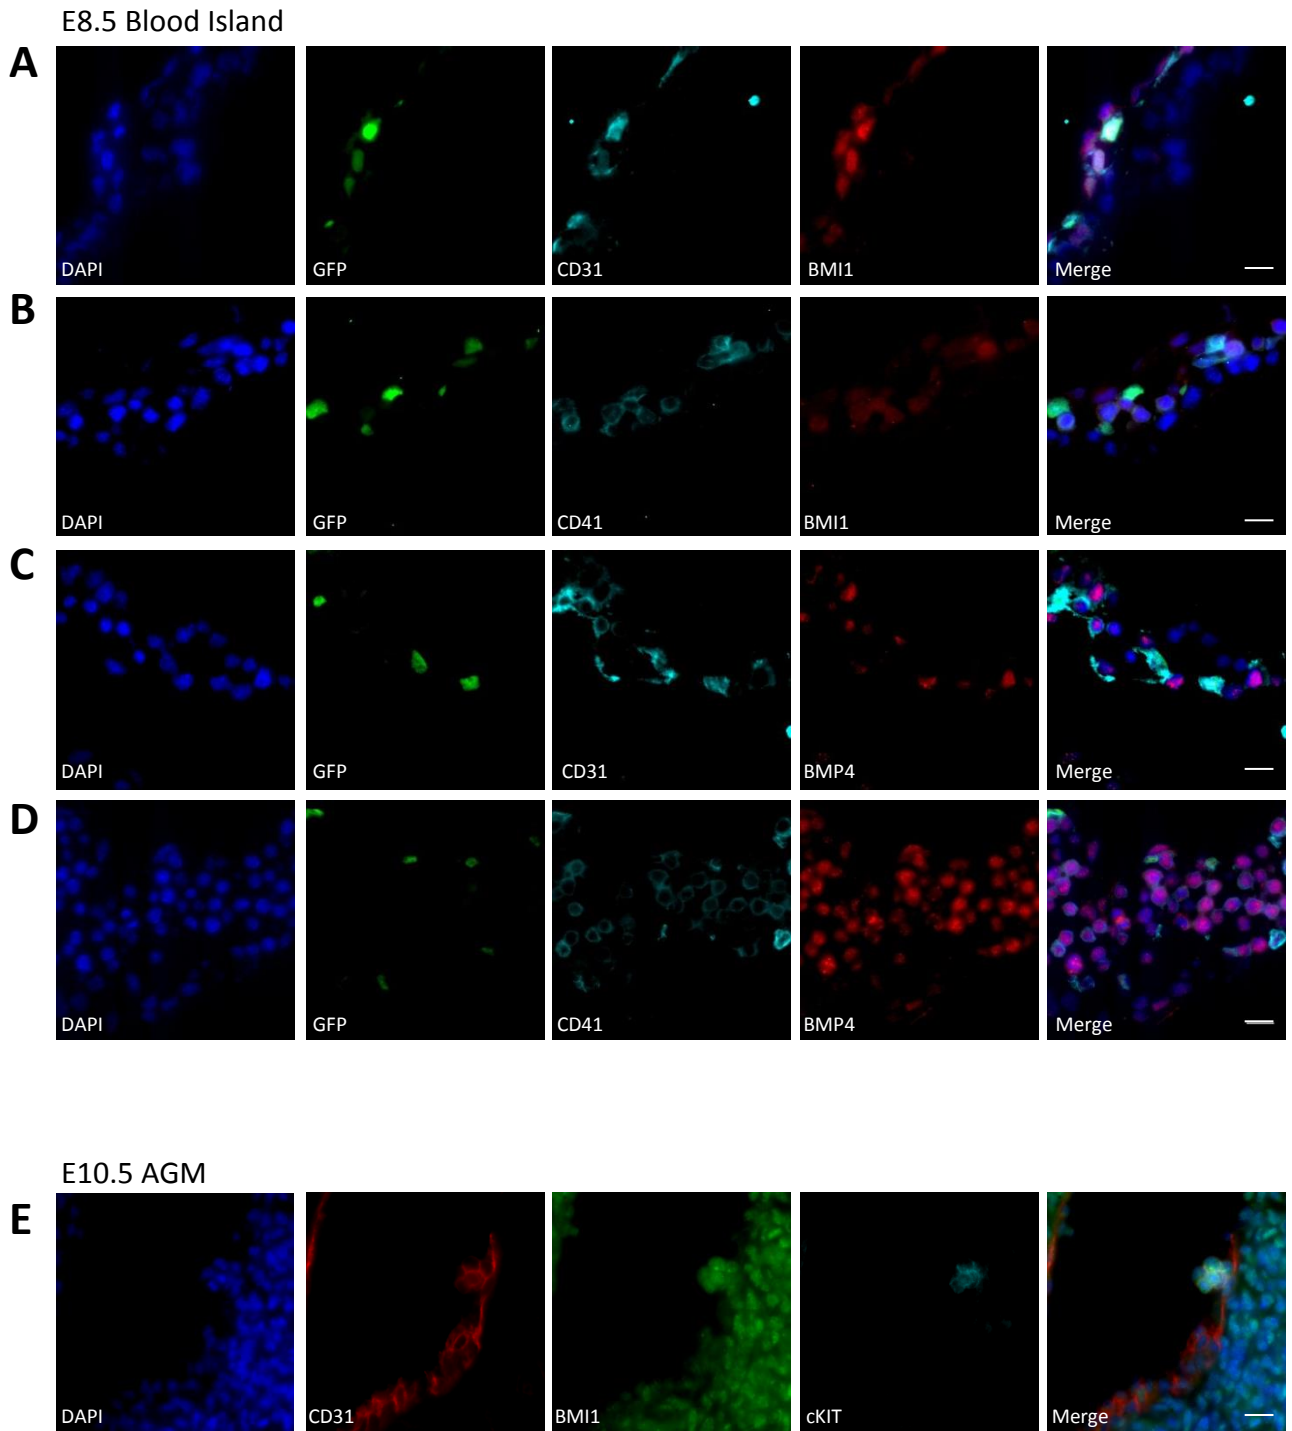

Figure S7. A-D. Transversal section of E8.5 *Etv2::gfp* embryos. Images are focused on blood islands. Sections were stained for DAPI (blue), *ETV2::GFP* (green), CD41 (cyan), CD31 (cyan), BMI1 (red) and BMP4 (red). **E.** Transversal section of E10.5 wild type embryos. Images are focused on the AGM region. Section is stained for DAPI (blue), CD31 (red), BMI1 (green) and cKIT (cyan). Scale bar=15µm.

Supplemental movies 1-4. Four examples of live imaging of E7.5 *Etv2::gfp* embryo (Neural plate stage). Relative to Figure S1. 3D reconstruction of z-stacks of transmitted and GFP images. Related to Figure S2.

Supplemental movie 5. 3D reconstruction of z-stacks of E7.5 *Etv2::gfp Runx1b::rfp* embryos stained for CD31 (magenta), ETV2::GFP (green) and RUNX1b::RFP (red). Related to Figure 4.

Supplemental movie 6. 3D reconstruction of z-stacks of E8.5 *Etv2::gfp Runx1b::rfp* embryos stained for ETV2::GFP (green) and RUNX1b::RFP (red). Related to Figure 4.

Supplemental movie 7. Time-lapse imaging of E8.5 FLK1⁺GFP⁺CD41⁻ sorted cells on OP9 monolayer cultures transduced with Control and Runx1 lentivirus. Related to Figure 6.

Supplemental Experimental Procedures

Immunofluorescence staining

Immunofluorescence staining was performed on cryo-sections using rat-anti mouse-FLK1 (BD Pharmingen), chicken anti-GFP (Novus Biological), rabbit anti-RFP(MBL), rabbit anti-Smad1/5 and rabbit anti Bmi1 (Cell Signalling) followed by secondary staining with anti-rabbit AlexaFluor555, anti-rabbit AlexaFluor647, anti-rat AlexaFluor647 (Invitrogen) anti-chickenAlexaFluor488 (Jackson Immuno research) and mounted with ProLong Gold antifade reagent with DAPI (Molecular probes). Images were taken with a Low-light ZeisAxiovert 200M system and an AndoriXon DU888+ camera.

Gene expression analysis

Total RNA was extracted using the RNAeasy micro kit and transcribed with Superscript RT kit (Invitrogen) and random hexamer oligos. Real-time PCR was performed using the TaqMan assay (Applied Biosystems) and universal probe library (Roche) and run on an ABI 7900 system (Applied Biosystems).

Microarray analysis

Total RNA was extracted from triplicate biological samples and RNA amplification was performed using the SuperAmp kit preparation kit (Miltényi). Gene expression analysis was performed using the Affymetrix GeneChip Mouse exon 1.0 ST Array. Gene expression data were processed using RMA ([Irizarry et al., 2003](#)) and differential expression was calculated using LIMMA ([Smyth, 2004](#)) ([Wettenhall and Smyth, 2004](#)). The GEO accession number for the study is GSE64377 (<http://www.ncbi.nlm.nih.gov/geo/>). Clustering of the Affymetrix samples described in figure 2 and sample GSM721028 from data set GSE29112 was performed after cross-platform normalization. Briefly, a set of genes (n=15786) with probesets represented on the two platforms were identified. For each gene, a gene-level summary was calculated by taking median of the expression of the corresponding probesets. Then cross-platform normalisation method Distance Weighted Discrimination (DWD) as implemented in the R package CONOR ([Rudy and Valafar, 2011](#)) (Empirical comparison of cross-platform normalization) was applied to all 6 samples from our Affymetrix experiment and the sample in GSE29112 (GSM721028). Then PCA and hierarchical clustering approaches were used to cluster these samples. The list of endothelial genes plotted in Figure S3 is taken from the Endothelial Cell Biology RT² Profiler PCR Array (Qiagen).

Single-cell gene expression analysis

Single-cell gene expression analysis was performed using 96.96 Array (Fluidigm) on the BioMark HD platform. cDNA synthesis and specific gene target amplification was performed using the CellsDirect One-Step qRT-PCR kit (Invitrogen) as previously described ([Moignard et al., 2013](#)). The 0.2x assay mix contained a mix of primers from Sigma and probes from the universal probe library (Roche). Raw Ct data were collected from the Fluidigm Data Collection software. Amplification curves were filtered using a threshold of 0.65. Samples not expressing any of the housekeeping genes were excluded from the analysis. Expression values over the cut-off value were set to 26. Hierarchical clustering, PCA plot and violin plots were performed in R either using the Singular analysis toolset 3.0 (Fluidigm) or custom scripts. List of primers used in the specific target amplification is shown below.

Western blot

Proteins were extracted from the cells with radio-immune precipitation assay buffer (RIPA) supplemented with proteinase inhibitors (Roche). Protein concentration was measured with the Bradford assay. Protein lysates were subjected to SDS-PAGE followed by transfer to PVDF membranes. Specific proteins were detected with rabbit anti-FLAG (Sigma), mouse anti-PCNA (BD Biosciences), mouse anti- β actin and rabbit anti-Ubiquitin H2A(Lys119) (Cell Signaling).

Whole mount imaging

For whole mount imaging embryos were processed according to ([Yokomizo et al., 2012](#)) using rat anti-mouse CD31 (BD Biosciences), rabbit anti-GFP (MBL), anti-rabbit AlexaFluor488 and anti rat Alexa Fluor647 (Invitrogen). Images were taken using a Leica two photon confocal microscope.

Time-lapse live imaging

E7.5 ETV2::GFP embryos were dissected in DMEM medium containing 5%FCS and 25mM HEPES. Embryos were subsequently cultured in 50% rat serum, 10% FCS, 40% DMEM without phenol red supplemented with 2mM L-Glutamine, 0.1mM 2-ME and 1mM sodium pyruvate. Time-lapse movie acquisition was performed using a Nikon Eclipse Ti confocal microscope equipped with a 20X lense as previously described ([Yamanaka et al., 2007](#)). Analysis of cell tracking was performed with IMARIS software (BITTPLANE).

Silencing of Bmi gene by siRNA transfection

Cells sorted from E8.5 embryos were seeded on fibronectin coated plates and transfected with either Silencer select negative control siRNA2 (4390846, Ambion Life technologies) or a combination of 2 siRNAs targeting *Bmi1* (silencer select pre-designed siRNAs, siRNAID:s63005: sense: 5'-GAGCAGAUUGGAUCGAAAtt-3', antisense: 5'-UUUCCGAUCCAAUCUGCUtg-3', siRNAID:s63006: sense: 5'-CGCUAAUGGACAUUGCCUAtt-3', antisense: 5'-UAGGCAAUGUCCAUAAGCGtg-3'). Transfection was performed using the Lipofectamine RNAiMax reagent (Life technologies) according to the manufacturer's instructions. 16 hours following transfection the medium was changed and OP9-GFP stroma cells were seeded in the culture to provide support. Two days later the OP9-GFP cells were excluded by FACS sort and the siRNA-treated embryo derived cells were processed for gene expression analysis..

Supplemental References

- Rudy, J., and Valafar, F. (2011). Empirical comparison of cross-platform normalization methods for gene expression data. *BMC bioinformatics* 12, 467.
- Yamanaka, Y., Tamplin, O.J., Beckers, A., Gossler, A., and Rossant, J. (2007). Live imaging and genetic analysis of mouse notochord formation reveals regional morphogenetic mechanisms. *Developmental cell* 13, 884-896.
- Yokomizo, T., Yamada-Inagawa, T., Yzaguirre, A.D., Chen, M.J., Speck, N.A., and Dzierzak, E. (2012). Whole-mount three-dimensional imaging of internally localized immunostained cells within mouse embryos. *Nature protocols* 7, 421-431.

Single Cell gene expression primer list

Primer pairs and Roche universal probes used in single cell-qRT-PCR.

* Primer pairs used for the pre-amplification step but not used in qRT-PCR.

Gene	Sequence FP	Sequence RP	Universal probe
Acta2	atggctctgggctctgtaag	ccattccaaccattactcc	9
Actb	tgacaggatgcagaaggaga	cgctcaggaggagcaatg	106
Al467606	gcgaaatccaagattgaagc	aacagtgcaggaacgtctccact	56
Alk1	ctcaagagtcgcaatgtgct	gtgtgtccgatatccaggt	76
Bcl2	agtacctaaccggcatctg	ggggccatatagtccacaaa	75
Bmi1	caaaaccagaccactcctgaa	tctctctctctcatctcttttga	95
Bmp4	gatcttaccggctccagctct	tgggatgtctccagatgttc	63
Cbfb	tatgggttcctggagtttg	aaggcctgtgtgtaaatgc	3
Ccnd3	ggaagatgtctgcatactgg	ggtagcgatccaggtagttca	88
Cd34	atgaaccgctgcagttgg	ccgtgtaataagggtcttcacc	2
Cd79a	gatgccagggggtctagaag	gttcaccgctcaggagtggtg	91
Cdh5	tcatcaaacccacgaagtc	ggctctgtggcctcaatgtaga	42
Cdk4	tcagtgtgtccagagatgg	ggaaggcagagattcgctta	50
Dll4	agggtccactctcggttacac	gggagagcaaatggctgata	106
*Ebf1	ccaactcacctatgccatt	ggggaggctgtgatgagg	42
Egfl7	catggaggcagcagaggt	tggaacagccagcgctct	102
Eng	gattccaccagactaaacgtatc	gggtccagtcaggattatctgc	19
Ephb2	gatcctcatgaaagtggacaag	agctctggacgctctgttg	72
Erg	agctacgcaagaattacaactagg	ttggactgaggggtgaggt	64
Ets1	ctgacctcaacaaggacaagc	agaaactgccacagctggat	18
Etv2	cattgactcgctactccaaact	tggaaactcgcgctattg	79
F2r	gtcttcccgcgtccctat	gggttcaccgtagcatctgt	20
Fli1	agaccatgggcaagaacact	gccccaggatctgataagg	20
Foxf1	agcatctccacgcactcc	tgtgagtataccaggaggatg	46
Gapdh	agcttgtcatcaacgggaag	ttgatgttagtgggtctcg	9
Gata1	ccctgaactcgtcataccact	gaacactgggttgaacctg	83
Gata2	gcttcacccctaagcagaga	tggcaccacagttgacaca	15
Gata3	ttatcaagcccaagcgaag	tgggtgtgtctgacagttc	108
Gfi1	atgtgaggcaagaccttc	acagtcaagctgcgttct	1
Gfi1b	agcacagagctctccctgga	atgagggtggagaacacc	80
GFP	gaagcgcgatcacatggt	ccatgccgagagtgatcc	67
Gpr56	attgtgctactcctctgctc	ggacagcaggtcatgtgg	69
Hbb	tggatcctgagaactcaagc	attggccactccaatcacc	29
Hes1	acaccggacaaaccaaagac	cgctctctctcatgatagg	99
Hhex	actacagcacgccctactc	ccttctctttgtgcagagg	69
Hoxb3	ctggggctcgatgtgaata	ctgtccaagcggtgac	96
Hoxb4	ctggatgcgcaagttcac	gtgaaactcctctccaactcc	62
Hprt1	tcctctcagaccgctttt	cctgggtcatcatcgtaatc	95
Icam1	cccacgctactctgctc	gatggatacctgagcatcacc	81
Icam2	ttgctggagcctgtctctc	ctcaaaggccttctcaccag	26
Ier2	aagtagcgctcccgaag	gcactctctctgctatcc	75
Ikzf1	gacatgtcccaagttcagga	gcctcgatcactctggagtt	99
Ikzf2	cacaactatctccagaatgcagc	caatctccataggcggtaca	75
Itga2b	tgtctgtgacctgctagt	gtcgattccgttgagaag	97
Itga3	tcaacatggagaacaagacca	ccaaccacagctcaatctca	25
Itgam	caatagccagcctcagtc	gagccagggggagaagtg	76
Itgav	ggagggcaagttctcaaatg	ctttggcataatctcgattgc	42
Itgb3	tgaccggaaggaaatttgcta	acagcgggtgtgtgtctg	21
Jag1	tggccgaggtcctacactt	gcctttcaattatgctatcagg	22
Jag2	cgtaattcccttcagttcg	cctcatctggagtggtgtca	95
Kdm1a	ctcctggcccctcaattc	tgtgtgtctcagcaaaagaa	76
Kdr	aaagcgggacgaggagag	cagggtgcacagtaattcagg	12
Kit	acaaattcacctcaagtgct	ggtagctgtttcaggcaca	46
Lama3	cacacctgggacgtggat	gaagcagcaccaggtagtcc	12

Single Cell gene expression primer list (continued)

Lgr5	agcagactacgcctttggaa	tccaggaggatggattctatta	19
Lmo2	cgaaggaagagcctggac	cggccccctatgttctgct	83
Lyl1	gcaggaccctcagcatct	ccacctctgggggtggt	41
Mcm6	ctccacctcaggaaaatgga	ttgacaagctgcttctctt	101
Mecom	cgcttgaaagcttgaaagaaa	tgcatgttctcaattgctg	80
Mesp1	acccatcgcttctgtacgc	agcatgtcgtgctgaaga	89
Mki67	gctgtctcaagacaatcatca	ggcggtatccaggagact	80
Mpo	gatggaatggggagaagctc	gcaggtagtcccggtatgtg	79
Myb	ctgtcaaaagcctacccttctc	tgagggtgaagtaggtgcat	11
Myf9	gataaggaggacctgcacga	ggaacatggtgaagttgatgg	60
Myf1	atagccttgccaggtgtc	gctgtctgtccaagttcg	40
Nanog	caggtttcagaagcagaagtacc	ggttttgaaccagggtcttaacc	67
Nfe2	acactaccgcagcctcat	cacaaaggattcctgcaacc	91
*Nkx2-5	gacgtagcctggtgtctcg	gtgtggaatccgtcgaaggt	53
Notch1	ctggaccccatggacatc	aggatgactgcacacattgc	80
Notch2	tgctgtttgacaactttgagt	gtggtctgcacagtattgtcat	6
Notch4	ggacgtgcttgcacacttc	cctcacagagcctcccttc	34
PCNA	ctagccatggcggtgaac	gaataactagtctaagggtgtgcat	41
Pecam1	gctggtgctctatgcaagc	atggatgctgtgatgggtga	64
*PF4	catctcctctgggatccatct	ccattcttcagggtggctat	9
Plau	gccttggtggtgaaaaactc	cacgcatacacctccgttc	5
Pou5f1	ctccatgcatcacaactga	ttcttctgtctacctccctgc	100
Rrocr	agcgcaaggagaaagctgt	gggttcagagccctcctc	26
PTPRC	tcagaaaatgcaacagtgaaca	ccaactgacatcttccaggtatga	100
Rpl19	ctcgttgccggaataaca	tcacccaggtcaccttctca	103
Runx1 (exon8)	cgggttctaccagttctcca	tctccaccacgtcgtct	75
Runx1 (Runt domain)	ctccgtgctaccactact	atgacggtgaccagagtgctc	77
Runx1_distal	gaagtgtgaagccagcacagt	ggcgggggtattcataattt	40
Runx1_proximal	aagatccagagccctgtc	tcacaacaagccgattgagt	17
Runx2	gcccaggcgtatttcagat	cacctgctggtcctctcta	34
Runx3	ttcaacgaccttcgattcgt	ttggtgaacaagggtattgt	103
Snai1	ctgtgtctgcacgacctgt	caggagaatggctctcacc	71
Sox17	cacaacgcagagctaagcaa	cgcttctctccaagggtc	97
Sox18	cgcagtactgagcaagatgc	cggtagttagttggatggt	12
Sox2	ggcagagaagagagttgtgc	tcttcttctccagcccta	34
Sox7	cagcaagatgctgggaaag	tgcatcatccacatagggtct	97
Spi1	ggagaagctgatggctgg	caggcgaatcttttctgc	94
T	cagccacactactggtctca	gagcctgggtgatggta	100
Tal1	gctgcctcactaggcagt	cttcaccgggtgtgtgtg	60
Tcf7L1	ctgagcagccgtacctct	aggggccatttcatctgtag	22
Tek	tgcccagatatggtgtcct	cagtgtggtgtcagtagtgtct	89
Tert	tgaaagtagaggattgccactg	cctcagacggtgctctgc	66
Ubc	gtctgctgtgtgaggactgc	cctccagggtgatggtcta	77
Unc5c	aggcagtgaggagacaat	aatgtaacaggggggtgtgaa	52
*Vwf	gagaatgcagaccaccttt	ggggacactctttgactc	98
Was	caccaccagcacaatca	tcctagagatagtgaccacctg	91

# Supplementary material for: The Hemogenic Competence of Endothelial Progenitors Is Restricted by Runx1 Silencing during Embryonic Development
**Source:** Cell Rep. 2016 May 26;15(10):2185–99. doi: 10.1016/j.celrep.2016.05.001
**Supplement:** Document S2. Article plus Supplemental Information

The Hemogenic Competence of Endothelial Progenitors Is Restricted by *Runx1* Silencing during Embryonic Development

Graphical Abstract

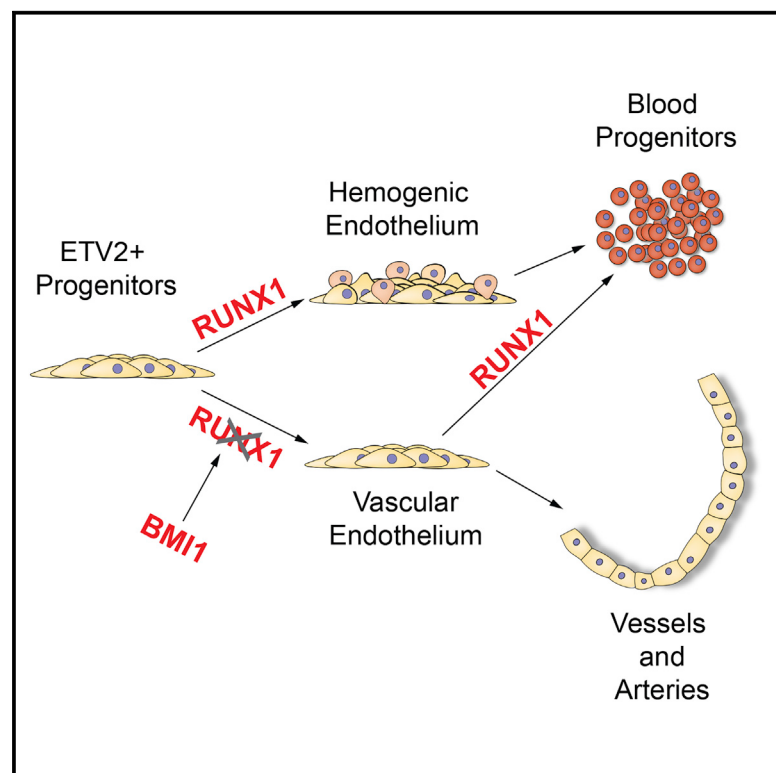

Authors

Alexia Eliades, Sarah Wareing, Elli Marinopoulou, ..., Berenika Plusa, Georges Lacaud, Valerie Kouskoff

In Brief

Hematopoiesis originates from specialized HE at specific stages of embryonic development. Eliades et al. demonstrate that RUNX1 repression is critical for suppressing hemogenic competency in endothelial progenitors at the E8.5 developmental stage and that this is achieved through the silencing of *Runx1* transcription by a BMI1-mediated mechanism.

Highlights

- ETV2⁺ progenitors from E8.5 embryos have very low hemogenic potential
- E8.5 ETV2⁺ progenitors specifically lack *Runx1* expression
- Ectopic expression of *Runx1* confers hemogenic potential to E8.5 ETV2⁺ progenitors
- *Runx1* silencing in ETV2⁺ endothelial progenitors is mediated by BMI1

Accession Numbers

GSE64377

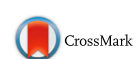

The Hemogenic Competence of Endothelial Progenitors Is Restricted by *Runx1* Silencing during Embryonic Development

Alexia Eliades,¹ Sarah Wareing,¹ Elli Marinopoulou,² Muhammad Z.H. Fadlullah,¹ Rahima Patel,² Joanna B. Grabarek,³ Berenika Plusa,³ Georges Lacaud,^{2,*} and Valerie Kouskoff^{1,*}

<http://dx.doi.org/10.1016/j.celrep.2016.05.001>

SUMMARY

It is now well-established that hematopoietic stem cells (HSCs) and progenitor cells originate from a specialized subset of endothelium, termed hemogenic endothelium (HE), via an endothelial-to-hematopoietic transition. However, the molecular mechanisms determining which endothelial progenitors possess this hemogenic potential are currently unknown. Here, we investigated the changes in hemogenic potential in endothelial progenitors at the early stages of embryonic development. Using an ETV2::GFP reporter mouse to isolate emerging endothelial progenitors, we observed a dramatic decrease in hemogenic potential between embryonic day (E) 7.5 and E8.5. At the molecular level, *Runx1* is expressed at much lower levels in E8.5 intra-embryonic progenitors, while *Bmi1* expression is increased. Remarkably, the ectopic expression of *Runx1* in these progenitors fully restores their hemogenic potential, as does the suppression of *BMI1* function. Altogether, our data demonstrate that hemogenic competency in recently specified endothelial progenitors is restrained through the active silencing of *Runx1* expression.

INTRODUCTION

Hematopoiesis emerges early in the vertebrate embryo and occurs in three major distinct waves (Costa et al., 2012). The two first waves take place in the extra-embryonic yolk sac (YS) between embryonic day (E) 7.0 and E9.0 and give rise to primitive erythrocytes, macrophages, and megakaryocytes (Palis et al., 1999). The E7.5 primitive wave is rapidly followed by a definitive wave that begins at E8.25 with the generation of erythro-myeloid progenitors in the YS (Frame et al., 2015; McGrath et al., 2015; Palis et al., 1999). The first site of intra-embryonic hematopoiesis is the

E9.5 para-aortic splanchnopleura (P-Sp), which further develops into the aorta-gonad-mesonephros (AGM) region. The AGM is the site where the first hematopoietic stem cells (HSCs) with long-term reconstituting and multi-lineage capacity emerge by E10.5 (Medvinsky et al., 1993; Müller et al., 1994). Fully functional HSCs are also detected a day later in the fetal liver (FL), placenta, and YS (Gekas et al., 2005; Medvinsky and Dzierzak, 1996).

It has long been proposed that blood and endothelial lineages originate from a common mesoderm progenitor. Early studies pointed to the close proximity of blood and endothelial cells in the blood island of the YS (Sabin, 1920). More recently, studies have demonstrated the existence of a common progenitor termed “hemangioblast” emerging from the primitive streak and expressing the T-box transcription factor Brachyury (*T*) and the fetal liver kinase receptor (*Flk1*) (Huber et al., 2004). Cell-fate tracing studies have established the endothelial origin of hematopoietic cells from a transient cell population termed “hemogenic endothelium” (HE) (Boisset et al., 2010; Jaffredo et al., 1998; Zovein et al., 2008). Additionally, using an in vitro system recapitulating YS hematopoiesis, it was shown that the hemangioblast also gave rise to hematopoietic progenitors via an HE intermediate (Lancrin et al., 2009). This HE cell population is characterized by the expression of FLK1, the endothelial tyrosine kinase receptor TIE2 (TEK), c-KIT, and VE-cadherin. Initially HE cells are flat, forming adherent tight endothelial cores, but as they undergo endothelial-to-hematopoietic transition (EHT), they acquire a round shape characteristic of circulating blood cells (Lancrin et al., 2009). We recently showed that *Etv2*, a member of the ETS (E26 transformation-specific) family of transcription factors, marks a subset of mesoderm FLK1⁺ cells as well as the next stage of blood specification, the HE. Additionally using a knockout approach, our study revealed the essential role of *Etv2* for the generation of HE (Wareing et al., 2012a). We and others also demonstrated the importance of this ETS factor during mesoderm specification, using a conditional deletion approach (Kataoka et al., 2011; Wareing et al., 2012b). ETV2 expression is required in FLK1⁺ cells for the initiation of the hematopoietic program via the activation of the key downstream target *Scf*, which, in turn, is critical for the development of HE

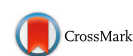

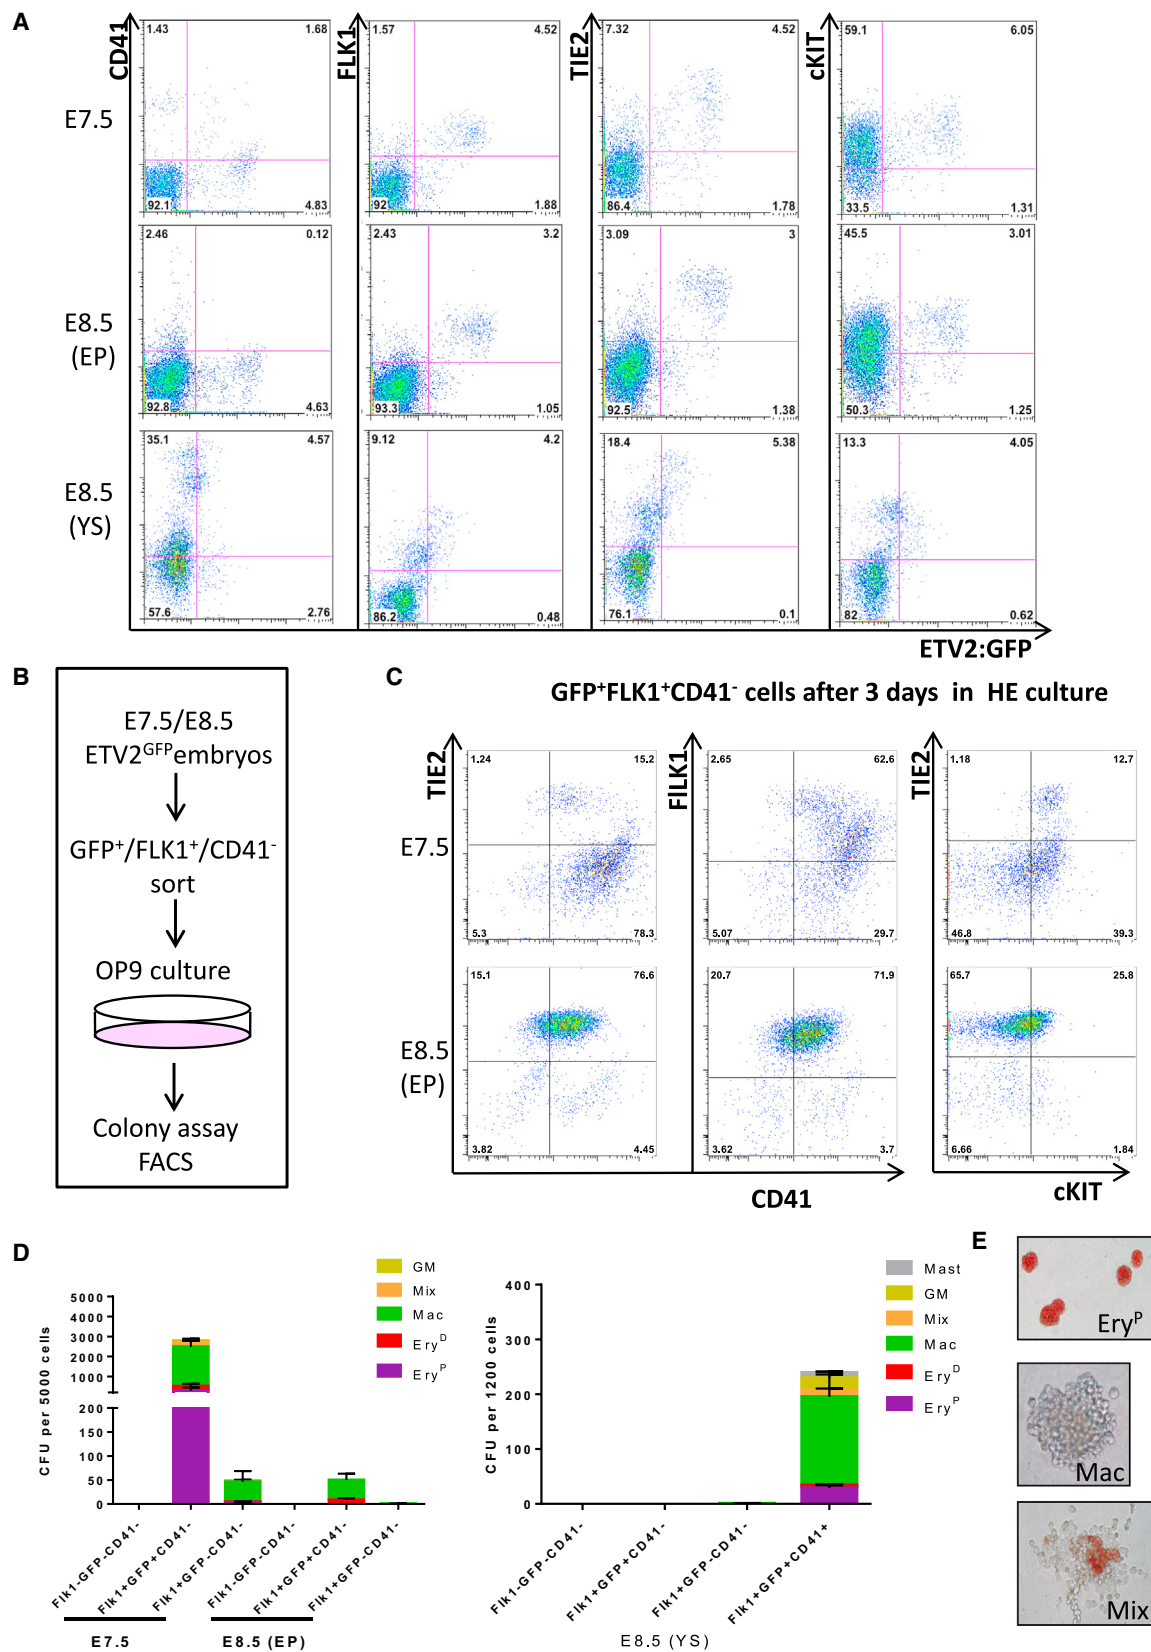

(legend on next page)

(Lancrin et al., 2009; Wareing et al., 2012b). Furthermore, ETV2 deficiency in the mouse embryos resulted in a complete absence of all blood progenitors and vascular network (Lee et al., 2008; Sumanas et al., 2008; Wareing et al., 2012b). The transcription factor *Runx1* was also shown to be critical during hematopoietic specification. Although the HE emerges independently of *Runx1*, this factor is crucial for the subsequent formation of hematopoietic progenitors (Chen et al., 2009; Lancrin et al., 2009). Moreover, single-cell data generated from *Runx1* +23 enhancer-GFP reporter mice revealed activation of the hematopoietic program early in GFP⁺ cells, with a concomitant loss of the endothelial program (Swiers et al., 2013).

The characterization of mesoderm-derived cells at the onset of hematopoiesis allows the identification of the molecular mechanisms that control cell-fate choice toward hemogenic competence in endothelial cells. We and others have demonstrated that ETV2 expression marks FLK1⁺ cells, giving rise to all endothelial and hematopoietic derivatives (Kataoka et al., 2011; Wareing et al., 2012a). To date, it is still not understood how some endothelial progenitors are endowed with hemogenic competency while others are not. It remains to be demonstrated whether specification toward endothelial or hematopoietic fate is already pre-determined in specific subsets of ETV2⁺FLK1⁺ mesoderm or whether one program is dominant over the other, hence representing a default fate that needs to be suppressed. While the hemogenic potential of ETV2⁺FLK1⁺ cells has been shown at E7.5, it is not known whether ETV2⁺FLK1⁺ cells at later stages of development harbor the same characteristics. In this study, we sought to compare the hemogenic potential of ETV2⁺FLK1⁺ cells isolated from E7.5 and E8.5 embryos, using an ETV2::GFP reporter mouse (Wareing et al., 2012a). We observed that E8.5 ETV2::GFP⁺FLK1⁺CD41[−] cells had minimal hemogenic potential compared to their E7.5 counterpart. Microarray and single-cell gene expression analysis suggested that this differential hemogenic potential might be due to a lack of *Runx1* expression. Remarkably, the ectopic expression of *Runx1* was able to redirect E8.5 ETV2::GFP⁺FLK1⁺ endothelial progenitors toward a hematopoietic fate. These data not only highlight the plasticity of ETV2⁺FLK1⁺ progenitors in developing embryos but also suggest that hematopoiesis is a fate that is actively suppressed by the silencing of *Runx1* to allow endothelial specification.

RESULTS

ETV2 Expression Marks Similar Immuno-phenotypic Populations with Distinct Hematopoietic Potential

We previously generated an ETV2::GFP transgenic mouse line in which GFP marks *Etv2*-expressing cells; using this mouse

model, we showed that, at E7.5, GFP expression marked the YS wave of HE (Wareing et al., 2012a). A large fraction of ETV2::GFP⁺ cells in E7.5 embryos co-expressed c-KIT, TIE2, and FLK1, all marking the HE subset. Interestingly, ETV2::GFP⁺ cells from the embryo proper (EP) at E8.5 also co-expressed these markers, suggesting that this previously uncharacterized ETV2⁺ population could share similar hemogenic potential as the earlier E7.5 ETV2::GFP⁺ population (Figure 1A). ETV2::GFP⁺ cells within the YS of E8.5 embryos also co-expressed c-KIT, TIE2, and FLK1 but had much lower levels of GFP⁺ expression, suggesting a progressive downregulation of *Etv2* (Figure 1A). To compare the hemogenic potential of E7.5 and E8.5 (EP) ETV2::GFP⁺ cell populations, E7.5 and E8.5 embryos were harvested and cells were sorted based on their FLK1⁺GFP⁺CD41[−] immuno-phenotype, followed by plating on OP9 stroma under conditions that support HE growth and maturation (Figure 1B; Figure S1A). After 3 days in culture, E7.5 cells upregulated CD41, indicative of hematopoietic emergence; the majority of the cultured cells also lost TIE2 expression and either maintained low levels or lost FLK1 expression. In contrast, while E8.5 cells also upregulated CD41 expression, they maintained high expression of the endothelial markers TIE2 and FLK1 (Figure 1C; Figure S1B). Only a small fraction of CD41⁺ cells lost expression of both endothelial markers at the E8.5 stage. This revealed that the majority of CD41⁺ cells derived from E8.5 ETV2::GFP⁺FLK1⁺ cells maintained an endothelial identity that might prevent further differentiation toward hematopoiesis. To explore the hematopoietic potential of these populations, cells were further replated in semisolid clonogenic assays. In line with the flow cytometry data, the E7.5 ETV2::GFP⁺FLK1⁺CD41[−] population was able to generate hematopoietic progenitors at much higher levels when compared to its E8.5 (EP) and E8.5 (YS) counterparts (Figures 1D and 1E). These data show that the E8.5 HE does not reside within the E8.5 (YS) ETV2::GFP⁺ population but raise the possibility that the YS E8.5 HE could be derived from the E7.5 ETV2::GFP⁺ progenitors that displayed hemogenic potential. Finally, although E7.5 and E8.5 (EP) ETV2::GFP⁺FLK1⁺CD41[−] populations both express FLK1, TIE2, and cKIT, markers also expressed in HE, they differ significantly in terms of their hemogenic potential.

The origin of the E8.5 ETV2::GFP⁺FLK1⁺ population still remains unclear. Previous work has shown that RUNX1⁺GATA1[−] cells from E7.5 extra-embryonic tissue are able to migrate to the EP in a circulation-independent manner (Tanaka et al., 2014). This suggests that E7.5 extra-embryonic ETV2⁺ cells might similarly migrate to the embryo, giving rise to an intra-embryonic population. To address this issue, we performed time-lapse imaging of E7.5 *Etv2::gfp* embryos. In Figure 2A

Figure 1. ETV2::GFP-Expressing FLK1 Cells Have Different Hematopoietic Potentials at Different Developmental Stages

- (A) FACS analysis for the expression of endothelial and hematopoietic markers at the E7.5 and E8.5 developmental stages. EP: embryo proper; YS: yolk sac.
 (B) Schematic representation of the experimental design.
 (C) FACS analysis of the sorted GFP⁺FLK1⁺CD41[−] cells after three days in HE culture conditions.
 (D) Clonogenic assay for hematopoietic progenitors of FLK1[−]GFP[−]CD41[−], FLK1⁺GFP⁺CD41[−], FLK1⁺GFP[−]CD41[−], and FLK1⁺GFP⁺CD41⁺ populations after three days in culture. Error bars represent 1 SEM from three independent experiments. CFU, colony-forming units; GM, granulocyte-macrophage.
 (E) Representative images of hematopoietic colonies from semisolid clonogenic assays. Ery^P, primitive erythrocytes; Ery^D, definitive erythrocytes; Mac, macrophages; Mix, granulocyte-erythroid-monocyte-macrophage (GEMM)/granulocyte-erythroid-macrophage (GEM).
 See also Figure S1.

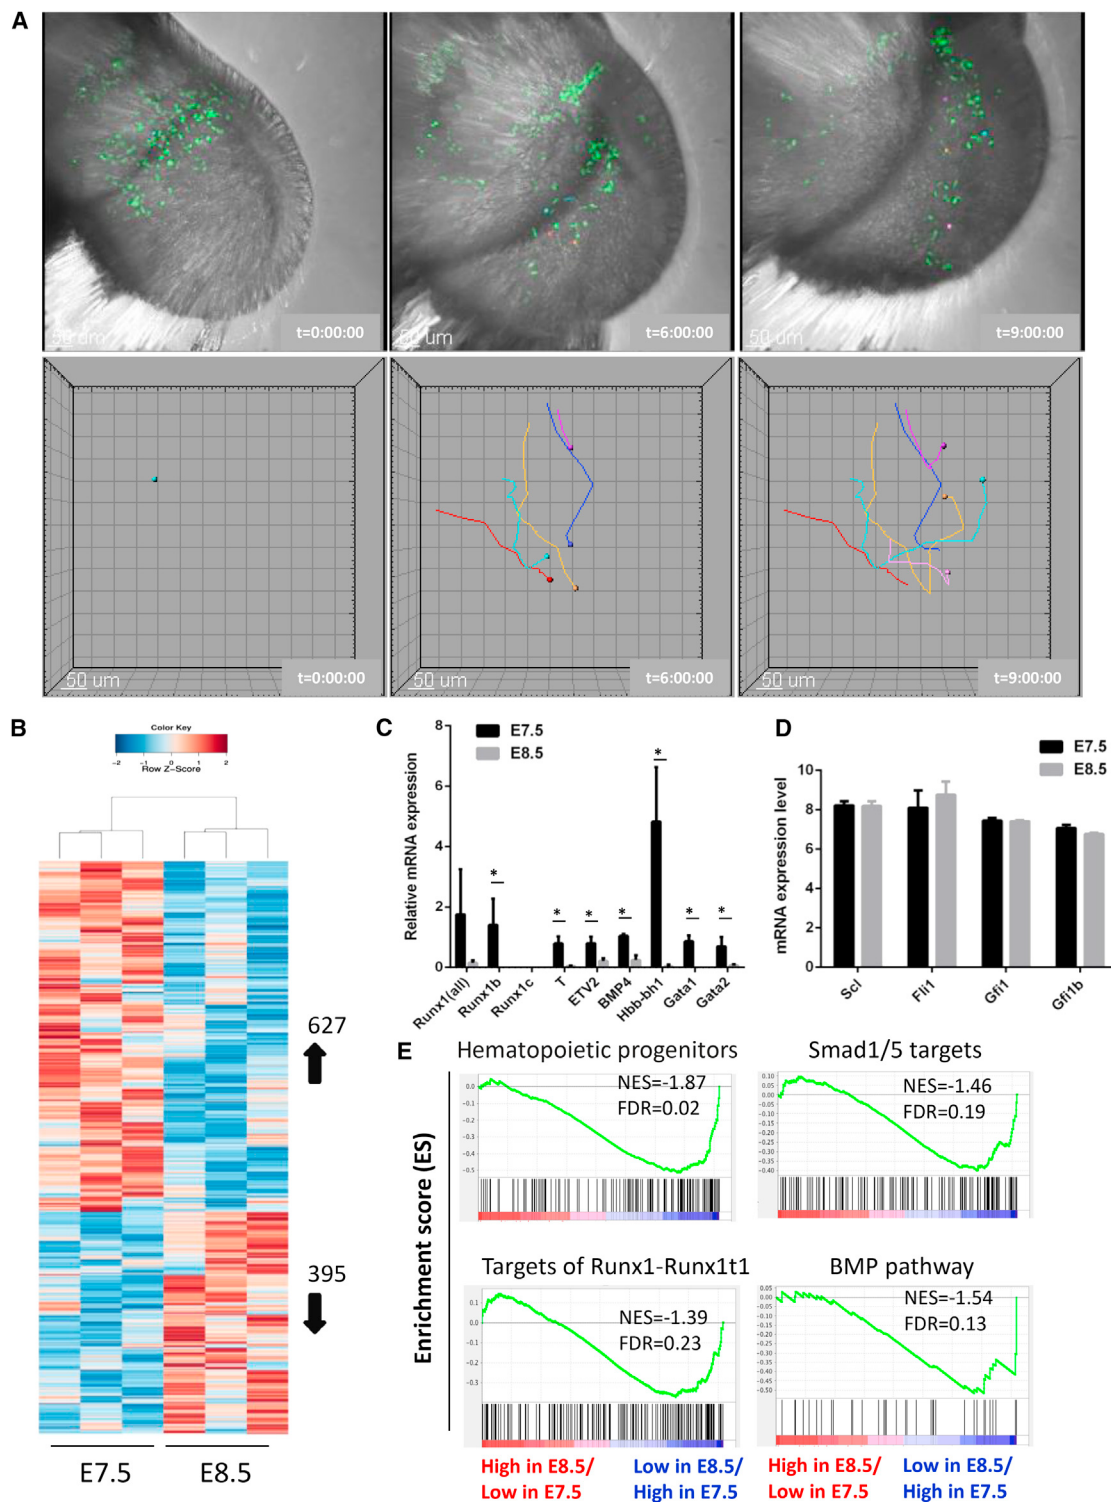

Figure 2. Live Imaging and Microarray Analysis Reveal Migratory Pattern and Differential Gene Expression of ETV2::GFP⁺ Cells at Different Developmental Stages

(A) Still images from [Movie S1](#) displaying the migratory path of some representative ETV2::GFP⁺ cells during the ex vivo culture of E7.5 embryos. Top: transmitted and GFP images of Z sections were stacked together to create a 3D reconstruction of the embryo. Bottom: tracking of ETV2::GFP⁺ cells through time. Color spots depict examples of some of the migrating ETV2::GFP⁺ cells. Scale bars, 50 μ m, and time (t) is given in hr:min:sec.

(B) Hierarchical clustering and heatmap for depicted genes in the GFP⁺FLK1⁺CD41⁻ cell population sorted from E7.5 and E8.5 (EP) ETV2::GFP embryos.

(legend continued on next page)

and Movies S1, S2, S3, and S4, representative examples of migrating ETV2::GFP⁺ cells are traced over time during the course of ex vivo embryonic development. These data revealed extra-embryonic ETV2⁺ cells at the boundary between extra- and intra-embryonic regions migrating to the intra-embryonic region as the embryo progresses toward the E8.5 stage. These findings demonstrate that E7.5 extra-embryonic ETV2⁺ cells are contributing to the pool of E8.5 intra-embryonic ETV2⁺ cells.

E7.5 and E8.5 ETV2⁺FLK1⁺ Cells Show Differential Level of *Runx1* Expression

In order to define the underlying molecular mechanisms that contribute to the differential hemogenic potential, we performed a comparative global gene expression profiling of the E7.5 and E8.5 (EP) ETV2::GFP⁺FLK1⁺CD41[−] populations. Principal-component analysis (PCA) confirmed close association among biological replicates but also clear differences between the two populations (Figure S2A). In addition, the gene expression profile of the ETV2⁺ progenitors was clearly separate from the Runx1⁺VECad[−]CD41⁺ primitive hematopoietic population, which represents a committed hematopoietic population (Tanaka et al., 2012b) (Figures S2A and S2B). Greater than 2-fold expression differences were observed in a total of 1,022 genes, of which 627 were expressed at higher levels and 395 showed lower levels in the E7.5, as compared to the E8.5 (EP) population (Figure 2B). Despite these differences in gene expression, both populations had similar expression of endothelial genes, indicating their shared endothelial identity (Figure S2C). Brachyury (T), an early mesoderm marker, and *Etv2* were expressed at lower levels in the E8.5 (EP) population (Figure 2C). In line with the direct relationship between these two populations, this might reflect the progressive downregulation of a hemangioblast mesoderm identity, as the ETV2⁺ cells further differentiate from their mesodermal origin and migrate from the extra-embryonic region toward the intra-embryonic region. Similarly indicative of a progressive transition, *Hbb-bh1*, a marker of primitive erythropoiesis taking place in the YS, was also expressed at lower levels in the E8.5 (EP) population. *Runx1* followed a similar pattern of expression and was, in fact, one of the few hematopoietic transcription factors differentially expressed between the two ETV2::GFP⁺FLK1⁺ populations, along with *Gata1* and *Gata2* (Figure 2C). This pattern of *Runx1* expression was linked to the activity of the proximal P2 promoter that generates the *Runx1b* isoform transcript, since the *Runx1c* isoform transcript (regulated by the distal P1 promoter) was absent in both populations (Figure 2B). *Runx1b* is the *Runx1* isoform that is specifically expressed in HE at the onset of EHT (Sroczynska et al., 2009). The transcription factors *Scl* and *Fli1*, which are part of a recursive triad along with *Gata2* (Pimanda et al., 2007b) known to control hematopoietic development, were expressed at similar levels in the two populations (Figure 2D). Gene set enrichment

analysis (GSEA) revealed high enrichment for hematopoietic progenitors as well as SMAD1/5, BMP4, and Runx1-Runx1t1 pathways within genes that were expressed at higher levels in E7.5 cells, as compared to E8.5(EP) cells (Figure 2E). These results suggest that the BMP4-SMAD1/5 pathway and *Runx1* activation in E7.5 ETV2::GFP⁺FLK1⁺ cells could be implicated in the underlying mechanisms of the high hemogenic potential of this population at E7.5. Altogether, these data suggest a pre-eminent role for RUNX1 in the temporal control of the hemogenic ability of ETV2⁺ progenitor cells during early embryonic development.

Heterogeneity within E7.5-E8.5 ETV2::GFP⁺ Progenitors

Given that FLK1 and ETV2 are also expressed in hemangioblast prior to HE emergence (Wareing et al., 2012a), the ETV2::GFP⁺FLK1⁺CD41[−] sorted cells are likely to be heterogeneous in nature. In order to assess their degree of heterogeneity, we performed single-cell gene expression analysis on a total of 262 ETV2::GFP⁺FLK1⁺CD41[−] single cells from E7.5, E8.5 (EP), and E8.5 (YS) ETV2::GFP⁺ embryos using a nanofluidic platform. A total of 96 genes were analyzed, including housekeeping genes, cell-cycle genes, and transcription factors involved in mesoderm, endothelial, and hematopoietic development. Unsupervised hierarchical clustering and PCA analysis showed that the E8.5 (EP) and E8.5 (YS) populations cluster closely together and are distinct from the E7.5 cells (Figures 3A and 3B). Heatmap and violin plots revealed a high and overall unimodal expression of cell-cycle genes *Mki67*, *Cdk4*, *Mcm6*, *Ccnd3*, and *Pcna*, suggesting that the higher hematopoietic potential of the E7.5 ETV2⁺FLK1⁺ cells was not due to increased proliferation. As expected, *Flk1* (*Kdr*) expression was also high in all populations, while *Bmp4* was downregulated in E8.5, a finding consistent with the global expression data. Similarly, while *Runx1b* was expressed at high levels in most E7.5 single cells (72 out of 80), only 24 out of the 103 E8.5 (EP) and 20 out of the 79 E8.5 (YS) single cells expressed this transcription factor (Figure 3C; Figure S3). Heterogeneity in the expression of hematopoietic genes such as *Ikzf2* and *Itga2b* was also observed in the E8.5 (EP) population, while E7.5 displayed an overall high expression pattern for a number of hematopoietic transcription factors. In contrast, the majority of the E8.5 cells analyzed had low or undetectable expression levels of hematopoietic genes such as *Myb* or *Spi1* (Figure 3C). Unsupervised hierarchical clustering for all genes showed that some E7.5 single cells clustered closer to the E8.5 (EP) cells rather than to the E7.5 population (Figure 3A). This E7.5 subset that clustered with the E8.5 population expressed *Runx1* (13 out of 17 cells), the majority of which (11 out of 13 Runx1⁺ cells) were *Gata1*[−] and could represent the migrating RUNX1⁺GATA1[−] cell population previously described (Tanaka et al., 2014). Interestingly, a small subset of cells in each population was negative for *Etv2* (Figure S3). The E7.5 *Etv2*[−] cells expressed hematopoietic genes and could represent cells

(C) RT-qPCR for some of the differentially expressed genes found in the exon array. Three primer sets are used for detection of *Runx1* isoforms: *Runx1b*, *Runx1c*, and *Runx1b+c* (*Runx1all*). Data are means of triplicate experiments $\pm$ SD; two-tailed Student's *t* test. *p < 0.05.

(D) Exon array gene expression for hematopoietic transcription factors. Error bars indicate SD.

(E) GSEA analysis depicting significantly enriched molecular processes in the gene set correlated with low gene expression in E8.5 compared to an E7.5 GFP⁺FLK1⁺CD41[−] population. NES: normalized enrichment score; FDR: false discovery rate.

See also Figure S2 and Movies S1, S2, S3, and S4.

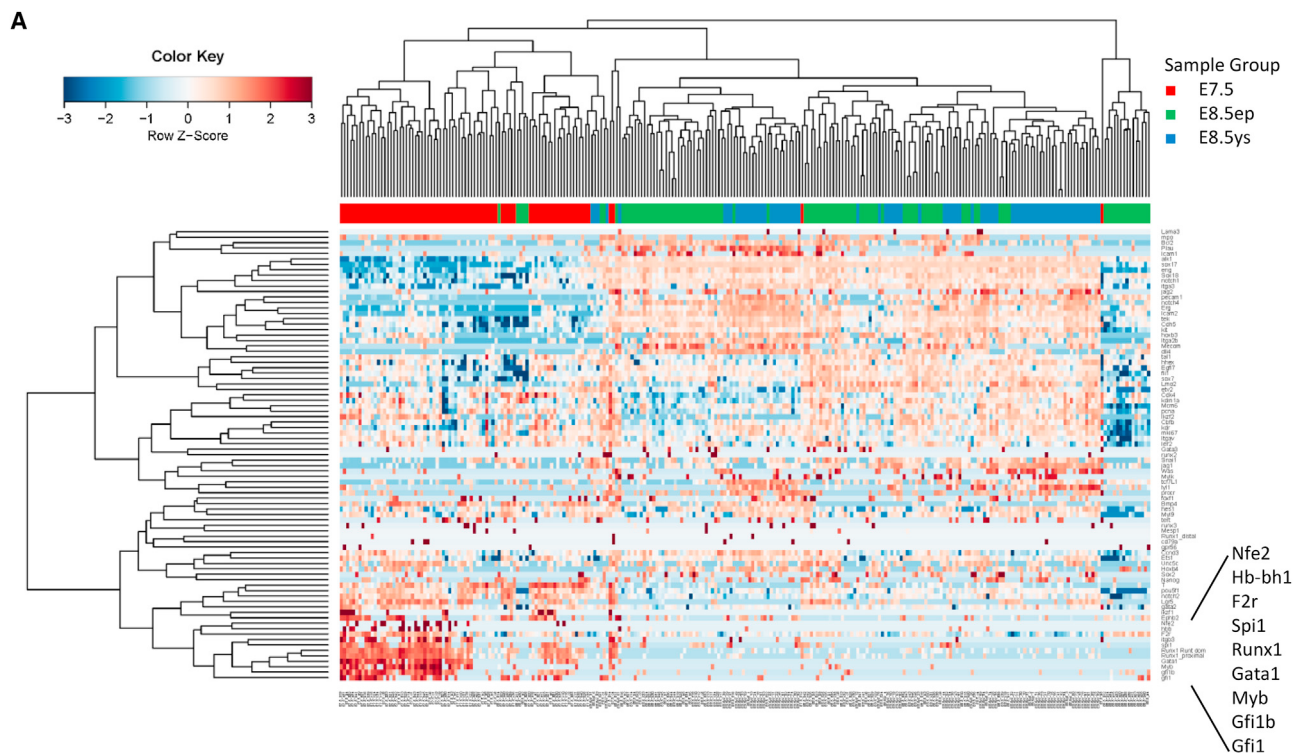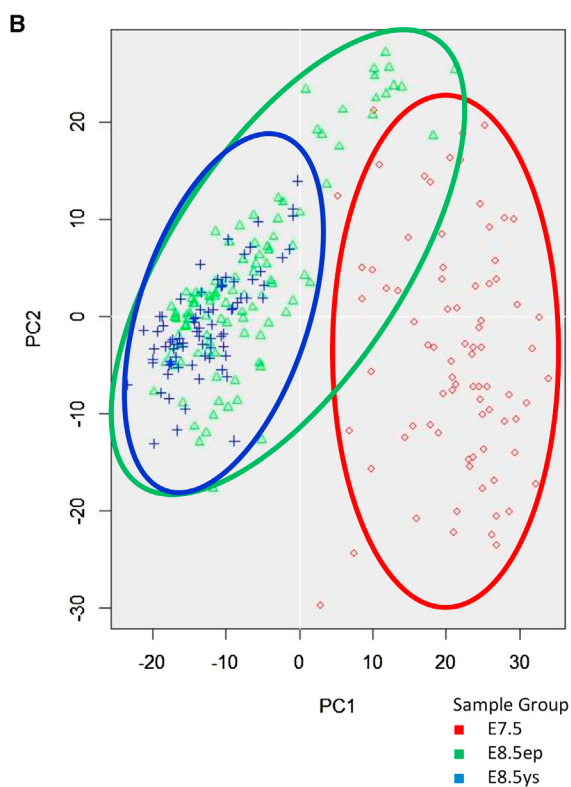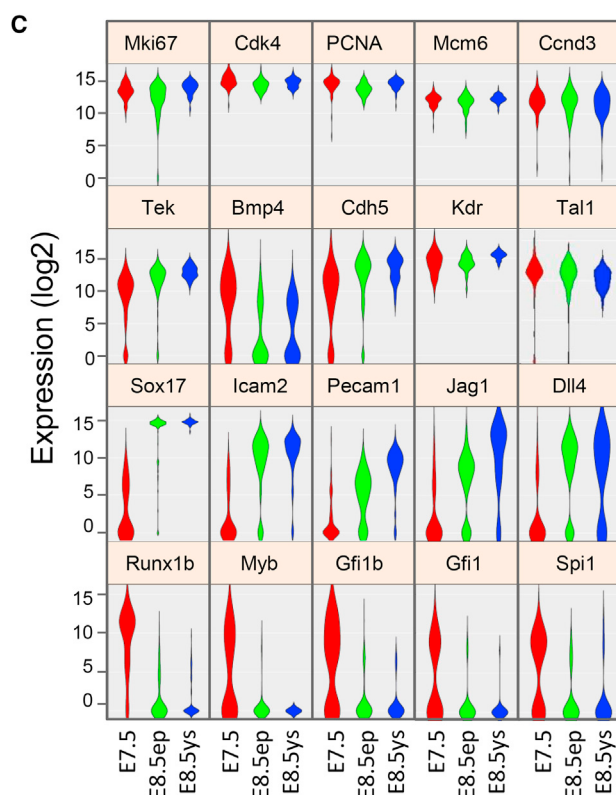

(legend on next page)

that progressed further toward hematopoiesis; the *Etv2*[−] E8.5 (EP) and E8.5 (YS) cells did not express hematopoietic genes. A subset of *Etv2*[−] cells, including E8.5 (EP) and E8.5 (YS) cells, expressed a strong endothelial signature and could represent cells further committed to the endothelial lineage. A third subset of *Etv2*[−] cells only detected in E8.5 (EP) had low or undetectable expression of either endothelial or hematopoietic genes. These cells, only found in the EP, could represent progenitors differentiating toward cardiac fate, in line with a previous report demonstrating the necessity for *Etv2* silencing for cardiac differentiation (Schupp et al., 2014) (Figure S3). Altogether, these single-cell analyses not only confirmed data from the microarray analysis on the bulk population but also revealed the heterogeneity within ETV2::GFP⁺FLK1⁺CD41[−] populations at different developmental stages.

RUNX1 and ETV2 Are Co-expressed in E7.5 but Not in E8.5 Embryos

The global expression profiling and single-cell data analysis revealed a distinct pattern of *Runx1* mRNA expression between E7.5 and E8.5 ETV2::GFP⁺ cells. To further explore their expression pattern, we crossed *Etv2::gfp* (Wareing et al., 2012a) and *Runx1b::rfp* (Sroczyńska et al., 2009) transgenic mice to concurrently assess the expression of both genes in situ. At E7.5, both RUNX1b::RFP and ETV2::GFP were found co-expressed in FLK1⁺ cells in the blood islands in the YS (Figures 4A and 4C; Movie S5). ETV2::GFP also marked cells migrating from the primitive streak toward the extra-embryonic mesoderm (Figure 4A). At E8.5, ETV2::GFP was no longer detected in the YS blood islands, whereas RUNX1b::RFP was expressed in FLK1[−] cells, likely representing primitive blood cells (Figure S4A). The allantois was the only extra-embryonic tissue that retained high expression of ETV2::GFP but lacked expression of RUNX1b::RFP at E8.5 (Figure S4B). In the E8.5 (EP), ETV2::GFP had a broad pattern of expression, as it was found expressed along the dorsal aorta, the sprouting inter-somitic vessels, the cephalic mesenchyme, and the endocardium. ETV2::GFP⁺FLK1⁺ cells exhibited no or minimal expression of RUNX1b::RFP (Figures 4B and 4C; Movie S6). At E9.5, ETV2::GFP expression was downregulated but still widely expressed, while RUNX1b::RFP expression was observed within the P-Sp region. By E10.5, embryos no longer expressed ETV2::GFP, while RUNX1b::RFP was expressed in circulating blood cells (Figure 4C).

In the gastrulating embryo, Indian hedgehog is secreted from visceral endoderm and stimulates the expression of BMP4 from the extraembryonic mesoderm. BMP4, in turn, feeds back to mesodermal cells (in an autocrine or paracrine manner) to induce the hematopoietic and endothelial programs (Baron, 2001; Dyer et al., 2001). It was previously shown that BMP4 positively regulates the expression of *Runx1b* via the SMAD1/5

pathway (Pimanda et al., 2007a). Therefore, we hypothesized that ETV2::GFP⁺FLK1⁺ cells in the YS that expressed high levels of RUNX1b also expressed BMP4 and activated SMAD1/5. Indeed, at E7.5, BMP4 was detected at high levels in GFP⁺ cells in the blood islands and in the allantois (Figure 5A). Accordingly, part of the ETV2::GFP⁺ cells in the blood islands also showed staining for phosphorylated SMAD1/5 (Figure 5B). In contrast, E8.5 ETV2::GFP⁺ cells did not express detectable levels of either BMP4 or pSMAD1/5 (Figures 5C and 5D). Altogether, staining in E7.5–E8.5 embryos revealed a contrasting pattern of RUNX1 expression in ETV2⁺ cells. ETV2-expressing cells at E7.5 showed high expression of BMP4 and active SMAD1/5 that could underlie the mechanism of RUNX1b expression. In contrast, ETV2⁺ cells in the E8.5 (EP) did not express BMP4 or active Smad1/5 and lacked detectable expression of RUNX1b.

Runx1b Ectopic Expression Restores the Hemogenic Potential of E8.5 ETV2::GFP⁺FLK1⁺ Cells

Given that higher expression of *Runx1* in ETV2::GFP⁺FLK1⁺CD41[−] cells correlated with higher hemogenic potential at E7.5 when compared to the E8.5 stage, we hypothesized that the expression of *Runx1b* might potentially restore the ability of E8.5 endothelial progenitor cells to produce hematopoietic cells. Therefore, we sorted E8.5 (EP) ETV2::GFP⁺FLK1⁺CD41[−] cells, transduced them with *Runx1b* or control empty lentivirus, and tested their hemogenic potential (Figure 6A; Figures S5A and S5B). Live imaging revealed that, while both control and *Runx1b*-treated cultures generated adherent endothelial cores, only *Runx1b*-treated cells generated floating hematopoietic cells (Figure 6B; Movie S7). Interestingly, *Runx1b*-treated cells gave rise to a 10-fold higher number of hematopoietic colonies compared to the control-treated cells (Figures 6C and 6D). Taken together, these data reveal that *Runx1* expression alone is sufficient to confer hematopoietic potential to ETV2⁺FLK1⁺ endothelial progenitors.

Runx1b Increases the Frequency of E8.5 ETV2::GFP⁺FLK1⁺ Cells with HE Potential

The effect of *Runx1* expression on E8.5 ETV2::GFP⁺FLK1⁺CD41[−] cells could be attributed either to an increase in the proliferation rate of the few HE cells present in this population or an increase in the number of cells that displayed HE potential. To address this, we performed western blot analysis on control and *Runx1b*-treated E8.5 ETV2::GFP⁺FLK1⁺CD41[−] cultures for proliferating cell nuclear antigen (PCNA), but no change in PCNA protein levels was detected (Figure S5B). Cell-cycle analysis also showed no substantial change in the percentage of cells in S phase (Figure S5C). These results suggest that RUNX1 is not mediating its effect through a change in proliferation. To determine the effect of *Runx1b* on the frequency of

Figure 3. Single-Cell Gene Expression Analysis Reveals Heterogeneity in ETV2::GFP-Expressing FLK1 Cells

(A) The Fluidigm platform was used for single-cell gene expression analysis as described in the Supplemental Experimental Procedures. Unsupervised hierarchical clustering heatmap for depicted genes.
(B) PCA for the cells analyzed shows the degree of segregation among the three populations.
(C) Frequency of distribution of the expression level for each gene shown as Violin plots. The width of the violin plot represents the frequency of cells at that expression level.
See also Figure S3.

ETV2⁺FLK1⁺ cells that acquire HE potential, we performed a limiting dilution assay (LDA) on control and *Runx1*-treated cells. *Runx1*-transduced ETV2::GFP⁺FLK1⁺CD41[−] cultures had a far greater frequency of cells giving rise to hematopoietic cells as compared to control (Figure 6E). In conclusion, the low frequency of hematopoietic cells generated by the control-transduced cells indicates that the HE potential of these cells is rare (1 in 8422). Once E8.5 ETV2⁺FLK1⁺ cells ectopically express *Runx1*, they show a dramatic increase in their capacity to give rise to hematopoietic colonies (1 in 70), an effect that is independent of the proliferative state of these cells. Altogether, these data suggest that the ability of ETV2::GFP⁺FLK1⁺CD41[−] endothelium progenitors in the developing embryo to give rise to hematopoietic cells is mainly dependent on *Runx1* expression.

BMI1 Inhibition De-represses *Runx1* Expression and Confers Hemogenic Potential to E8.5 ETV2::GFP Endothelial Progenitors

How the deposited data were processed for this re-analysis (not part of the article)

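The data were 6 Affymetrix GeneChip Mouse Exon 1.0 ST arrays, 3 of ETV2::GFP+FLK1+CD41- cells sorted at E7.5 and 3 of such cells sorted at E8.5, with RNA of 50 cells amplified for each array. The paper calls them triplicate biological samples, and nothing in the sources used here says whether the replicates came from separate litters, so that p-values measure the spread between these samples. The authors deposited log2 values of exon probe sets made with RMA, which the submitters' processing notes tie to Affymetrix Power Tools, with versions not given in the sources used here. The rule by which 90788 probe sets of the array were kept in the deposited table is also not given in the sources used here. RMA compresses the differences of dim probe sets, and its equal distributions across arrays would hide a change in total RNA per cell. Amplification from 50 cells can lose or distort transcripts at random in each sample, which adds to the spread between replicates.
Probe sets were named through the annotation of the array. Of 90788 probe sets, 77599 had 1 gene symbol, 641 had several and were left out, and 12548 had none listed. Of the 16502 gene symbols, 13869 were current RefSeq symbols of GRCm38.p6, 2595 matched through a synonym and 38 matched neither. No position of a probe set was used, so promoter isoforms of *Runx1* were not analysed here. Each gene took the median over its probe sets, the rule that the paper gives for its clustering across platforms, with a median of 3 probe sets per gene. No level of one gene was set against that of another.
Gene-level values were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, E8.5 minus E7.5, no filter on dim genes), with Benjamini-Hochberg adjustment over all 16502 genes and a threshold of 0.05. Counts of genes over 2-fold used the difference of the group means without a test. Gene lists were tested with camera at an inter-gene correlation of 0.01, adjusted over 33 lists, and again with the correlation estimated and with fry. Fry is listed among the alternatives but asks whether the genes of a list move on balance one way and compares them with no other genes. With the correlation estimated, the lowest adjusted p of any list was 0.28 from camera. The p also rose for lists whose estimated correlation lay below 0.01, such as the RUNX1-activated list (-0.041, p from 0.016 to 0.056 from camera). Failing in that setting is therefore not by itself a sign of correlated genes. The lists, the samples, the comparisons with their tests and all alternatives but 1 were fixed before the data were examined, as was the rule for named genes: genes the paper names for these populations, up to 12 per direction with the largest change among those past the threshold without overlap of the groups, and up to 4 per direction and list with the smallest p. From the genes this rule gives, those named in the text were chosen after their values were seen. Of 35 genes the paper names, 3 had no probe set with a single symbol (Spi1, Pcna and Hoxa3). The list of genes named in the paper was chosen by the study on these samples and is not independent evidence of its direction.
The test was run first on simulated data with the spread of these arrays. It recovered 5 of 50 genes changed by 1 log2 unit, 44 of 50 changed by 2, 49 of 50 changed by 4 and 50 of 50 changed by 6, and called 11 of the unchanged genes among 16502. The simulated noise was normal and independent between genes. More genes passed in the simulation than the 18 of the real arrays, which eases the Benjamini-Hochberg threshold. These shares therefore do not give the power in the real data. No detection p-values accompany the values, so neither depth nor signal over background is known. The alternatives covered the normalization, filters on dim genes, the value per gene, the variance model, the replicate number as a block, the methods' t-test, the thresholds, the set test and leaving out each array. A further alternative, genes with at least 3 probe sets, was chosen after seeing the data, and the tests of explanations were written later, some of them after the result was seen. The seventh sample of Fig. S2A, the single-cell data and the RT-qPCR data were not analysed here, and the gene sets of Fig. 2E were not used here.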

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

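The test of other cell types in the sort was chosen only after the result was seen.
Outside the genes the paper names, 16 genes had an adjusted p under 0.05 from limma, 6 higher and 10 lower at E8.5, and so gave a signal among genes the paper does not discuss. The basement membrane and extracellular matrix list, which the paper does not discuss, shifted towards E8.5 (adjusted p = 0.0027 from camera, 0.28 with an estimated correlation, 0.055 with the probe set of highest mean), with 29 of 39 members positive, none past the test over all genes and 3 higher when adjusted over the list alone. Its camera p was 0.00016 in the real grouping and at least 0.031 in the other 9 splits of the arrays into 3 and 3, which are too few for a share under 0.05. The imprinted genes list, likewise not discussed in the paper, shifted towards E8.5 (adjusted p = 0.047 from camera, 0.34 with an estimated correlation), with 19 of 23 members positive, and *Phlda2* passed the test in the opposite direction. Its camera p was 0.0057, and 2 of 10 splits, the real one included, gave one as small, the smaller being 0.0048 for a split that mixed the stages. Without E7.5 replicate 1, E7.5 replicate 3, E8.5 replicate 2 or E8.5 replicate 3 that list did not pass, at adjusted p-values of 0.068, 0.22, 0.16 and 0.14, nor with the probe set of highest mean, at 0.60.
Many genes differed by more than 2-fold but few passed the test, 1240 against 18. With no difference between the stages, the variances fitted by limma predict 532.9 genes over 2-fold, which is 43.0% of the number observed and argues against array-to-array noise as the whole cause, although splits that mix the stages gave 897 to 973 such genes. The share over 2-fold among genes with 1 probe set was 0.69 times that among genes with 6 or more, which argues against a shortage of probe sets. The real grouping gave more genes over 2-fold (1240 against at most 973) and more with an adjusted p under 0.05 (18 against at most 0) than the others, so that 1 of 10 splits was as large in each case, and 10 splits are too few for a share under 0.05. A difference in developmental stage stays open beside a part played by noise, and it cannot be told apart from a difference of site in the embryo. The paper calls the E7.5 cells extra-embryonic and the E8.5 cells intra-embryonic.
The endothelial identity list lay higher at E8.5, with a median log2 fold change of 0.31 (adjusted p = 8.1e-07 from camera), and the call was lost with an estimated correlation (adjusted p = 0.31 with an estimated correlation). Its median lay at percentile 100 of 10000 random lists matched on signal and number of probe sets, whose 99th percentile was 0.10, which argues against the signal level of its genes. After cyclic loess 91.9% of the median was kept. RMA had already equalized the distributions of the arrays, so that this step could move little and does not decide a change of scale. The camera p was 2.5e-08 in the real grouping and 2.2e-05 in the nearest of the other splits, with 1 of 10 as small, and 10 splits are too few for a share under 0.05, while the 3 splits that placed E7.5 replicate 2 with 2 E8.5 arrays gave 2.2e-05 to 0.00048 and the other 6 gave 0.044 to 0.92. Fewer cells of other types in the E8.5 sort, cells that the gate for ETV2::GFP and FLK1 and against CD41 is meant to leave out at both stages, stay open: 199 markers of 9 other cell types had a median of 0.020, and 2 of the 9 lists had a median above 0.1, neural at 0.18 and cardiac at 0.10, which met the bound first set for excluding this explanation, but the bootstrap interval of the cardiac list included 0 (-0.05 to 0.31) and its median was 0.0058 without genes of the endothelial lists, so the bound was tightened after these values were seen and the explanation was left open. Maturation of the endothelium between the stages and a difference of site in the embryo are untested and cannot be told apart here.
*Runx1* lay at 5.12 in E7.5 replicate 2 against 8.34 and 8.39 in the other E7.5 arrays. That array had 288 probe sets more than 3 log2 units below both other E7.5 arrays, 0.48 times the larger of the others' numbers (604 and 383), which argues against poorer amplification of its RNA as a whole. All 4 *Runx1* probe sets were lowest in it among the E7.5 arrays, 3 of them by 1.86 to 4.12 log2 units and 1 by 0.15. *Gata2* was also lowest in that array among the E7.5 arrays, at 7.93 against 9.86 and 11.27, and the array lay nearest to E8.5 on the first component (-28.72 against -42.77 and -39.96) and correlated with the E8.5 arrays at 0.866 to 0.880, against 0.854 to 0.870 for the other E7.5 arrays. Fewer hematopoietic cells in that sort stay open, although the gate against CD41 is meant to leave out cells already committed to blood. The hematopoietic progenitors list lay at percentile 88.3 of matched lists in that array (90.8 without *Runx1*), which met the bound set for excluding this. But 20 members were lower and 27 higher around a median near 0 (0.068, bootstrap interval -0.090 to 0.25), which decides nothing. Measured from the mean of the other E7.5 arrays, *Runx1*, *Gata2* and *Myb* were the lowest, at -3.24, -2.63 and -2.21. For *Myb* this came from replicate 1 standing high, so *Myb* was not low in replicate 2. Its probe sets lay at 4.46 and 4.53 in replicate 2, 4.48 and 4.46 in replicate 3 and 9.85 and 8.04 in replicate 1. Loss of the *Runx1* transcript during amplification of 50 cells, and embryos of a later stage in that sort, were not tested.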

How the results depend on the processing

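Results were recomputed under 31 alternatives, 6 of which leave out an array, and the cause of a change was not tested unless stated. Of the 304 recomputed values of the 18 genes that passed, 130 passed. All 304 kept the direction, which says little. The filters, the variance models and the t-test reuse the same mean difference. Leaving out an array could not turn the sign of these 18 genes, since their stages did not overlap. Their sizes were not kept: with the probe set of highest mean, *Pls3* moved from -3.06 to -0.16, *8430406I07Rik* from -3.45 to -0.49, *E2f6* from -3.19 to -0.66, *Tlk2* from -2.38 to -0.67, *Phlda2* from -2.19 to -1.43, *Fam173b* from 3.95 to 0.45, *Grap* from 4.23 to 1.17, *0610040B09Rik* from 3.50 to 2.24 and *Cck* from 6.91 to 3.37, none of them then passing, and with the mean over probe sets *8430406I07Rik* had -1.90 and *Tlk2* -1.43. Of 1368 values for 80 named genes that did not pass, 50 turned sign and 2 passed (*Icam2*, 1.95 with cyclic loess, and *Lyve1*, 5.42 with the probe set of highest mean). The count of 18 genes was 0 with genes of above-median mean signal, a filter that removed some of the 18, such as *Hbb-bh1*, before the test. It was 9 with the probe set of highest mean (4 of them among the 18), 11 with the mean over probe sets (9 among the 18), 70 probe sets with every probe set tested alone, 41 at an adjusted p under 0.1 and 0 at 0.01. At an unadjusted p under 0.05 from limma there were 1289 genes, against 825.1 expected by chance. The methods' t-test, which the paper gives for its data in general while it names LIMMA for the arrays, gave 1217 genes at its threshold and 0 after Benjamini-Hochberg. Without 1 array the count was 0 to 12: 0 without E7.5 replicate 1, E7.5 replicate 3, E8.5 replicate 1 or E8.5 replicate 2, 2 without E7.5 replicate 2 and 12 without E8.5 replicate 3 (6 among the 18). With the replicate number as a block it was 0. The deviations of samples with the same number correlated at 0.0074, -0.0082 and -0.0012, and those with different numbers at -0.029 to 0.032. No sample correlated best with its own number, so these values gave no sign of pairing by number. Values so near 0 cannot tell whether samples of the same number shared a litter or a day.
The 1240 genes over 2-fold became 780 with genes of above-median mean signal and 808 with genes above the median signal on at least 3 arrays, where fewer genes were tested, 11724 probe sets with every probe set tested alone, 664 with an unadjusted limma p under 0.05 as well, 18 with an adjusted one, and 385 and 0 with the methods' t-test before and after Benjamini-Hochberg, and 1415 to 1548 without 1 array. The first component carried 23.9% of the variance with each gene scaled, 26.5% with genes of above-median mean signal, 36.3% with the 500 most variable genes and 31.9% to 32.8% without 1 array, and kept the stages apart. The endothelial identity list passed in every setting that compared it with other genes except with an estimated correlation (adjusted p = 0.31 from camera), with which no list passed. Its adjusted p with fry was 0.066, but fry tests whether the genes of a list move on balance one way and compares them with no other genes. The RUNX1-activated hematopoietic genes list ranged from 0.040 to 0.16 without 1 array, passing without E7.5 replicate 3. Of the lists other than those of the paper's statements, 3 passed, which were basement membrane and extracellular matrix, imprinted genes and the genes named in the paper, the last chosen by the study on these samples. The number was 0 with an estimated correlation and with fry, 1 with genes of at least 3 probe sets, 5 with camera on ranks and with quantile normalization again, 6 with array weights, with each array's median subtracted and with every probe set tested alone, 7 with the mean over probe sets, and 2 to 7 without 1 array (7 without E8.5 replicate 1). Lists that had not passed and did so under an alternative were cell cycle (0.045 with array weights, 0.036 with camera on ranks, 0.048 with each array's median subtracted, 2.2e-05 with every probe set tested alone, 0.015 with the mean over a gene's probe sets, 0.0087 with the probe set of highest mean, 0.0049 without E8.5 replicate 1), endocardial (0.045 with array weights, 0.048 with each array's median subtracted, 0.025 with the mean over a gene's probe sets, 0.028 with the probe set of highest mean, 0.032 with quantile normalization again, 0.029 without E7.5 replicate 3, 0.010 without E8.5 replicate 1), neural and neural crest (0.047 with array weights, 0.047 with camera on ranks, 0.048 with each array's median subtracted, 0.032 with quantile normalization again, 0.028 without E8.5 replicate 1), HOX genes (7.8e-05 with every probe set tested alone, 0.015 with the mean over a gene's probe sets, 0.028 with the probe set of highest mean, 0.040 without E8.5 replicate 1), primitive erythroid (0.023 with the mean over a gene's probe sets, 0.020 without E7.5 replicate 3), arterial and Notch (0.015 with genes of above-median mean signal), extra-embryonic mesoderm and allantois (0.00029 with every probe set tested alone) and venous and lymphatic (1.8e-05 with every probe set tested alone). Probe sets of 1 gene are not independent, so p-values with every probe set tested alone are too small.
Lists and genes whose direction turned had not passed the test, and values in brackets are adjusted p-values from camera or fry for lists and log2 fold changes for genes. With every probe set tested alone, the direction turned for BMP pathway components (0.918), hematopoietic progenitors (0.793), epiblast and pluripotency (0.945), immediate early and stress (0.39), macrophage and myeloid (0.502) and retinoid signalling (0.899). With genes of above-median mean signal, the direction turned for BMP pathway components (0.947), hematopoietic transcription factors (0.947), extra-embryonic ectoderm and trophoblast (0.947), immediate early and stress (0.947) and primitive streak and nascent mesoderm (0.985). With the probe set of highest mean, the direction turned for BMP pathway components (0.895), hematopoietic transcription factors (0.825), extra-embryonic mesoderm and allantois (0.671), housekeeping (0.671), immediate early and stress (0.692), sex-linked check (0.825) and visceral endoderm (0.825) and for *Cdk4* (0.0071), *Coro1a* (0.35), *Gata3* (-0.027), *Gfi1b* (0.063), *Hoxa7* (-0.11), *Hoxb2* (0.099), *Ihh* (0.045), *Itga2b* (0.69), *Itgam* (0.29), *Kdr* (0.078), *Pecam1* (0.76), *Ring1* (0.11), *Runx1t1* (0.31) and *S1pr1* (-0.065). With genes above the median signal on at least 3 arrays, the direction turned for hematopoietic transcription factors (0.789), extra-embryonic ectoderm and trophoblast (0.812) and immediate early and stress (0.934). With camera on ranks, the direction turned for hematopoietic transcription factors (0.995) and sex-linked check (0.995). With genes of at least 3 probe sets, chosen after seeing the data, the direction turned for epiblast and pluripotency (0.777), macrophage and myeloid (0.802) and megakaryocytic (0.777). With fry, the direction turned for extra-embryonic ectoderm and trophoblast (0.989), extra-embryonic mesoderm and allantois (0.989) and paraxial and head mesoderm (0.989). With cyclic loess, the direction turned for housekeeping (0.923) and for *Cdk4* (0.060). With the mean over a gene's probe sets, the direction turned for housekeeping (0.938), immediate early and stress (0.756) and macrophage and myeloid (0.864) and for *Ccnd3* (0.088), *Cdk4* (0.075), *Itgam* (0.053), *Mcm6* (-0.0086), *Pecam1* (0.10), *Ptprc* (0.018) and *Tek* (-0.084). With each array's median subtracted, the sign turned for *Cdk4* (0.045), *Gfi1* (0.0062) and *Ptprc* (0.046). With quantile normalization again, the sign turned for *Cdk4* (0.066), *Gfi1* (0.0097) and *Ptprc* (0.0091). With a trended robust variance, the direction turned for paraxial and head mesoderm (0.965). With the replicate number as a block, the direction turned for paraxial and head mesoderm (0.935) and sex-linked check (0.956). Without 1 array, the direction turned at least once for hematopoietic transcription factors (0.79 to 0.952), cardiac (0.253 to 0.952), extra-embryonic ectoderm and trophoblast (0.672 to 0.967), flow-responsive (0.145 to 0.994), housekeeping (0.586 to 0.955), immediate early and stress (0.854 to 0.973), macrophage and myeloid (0.89 to 0.988), megakaryocytic (0.482 to 0.998), paraxial and head mesoderm (0.776 to 0.978), polycomb PRC1 and PRC2 (0.835 to 0.994), retinoid signalling (0.451 to 0.81), sex-linked check (0.616 to 0.994), VEGF and angiogenic sprouting (0.462 to 0.994) and visceral endoderm (0.661 to 0.968). Likewise the sign turned for *Ccnd3* (-0.75 to 0.21), *Cdk4* (-0.15 to 0.19), *Gfi1* (-0.14 to 0.014), *Mcm6* (-0.45 to 0.32), *Ptprc* (-0.092 to 0.11), *Smad1* (-0.18 to 0.52), *Suz12* (-0.26 to 0.10), *Tal1* (-0.45 to 0.13) and *Tek* (-0.56 to 1.11).
Named genes have no value with every probe set tested alone, lists have none under the methods' t-test or adjusted over the list alone, and the promoter isoforms of *Runx1* were not run, since no table used here places the probe sets. Signal over background is unknown, so changes of dim genes are not bounded. The probe set of highest mean need not stand for its gene. That of *Ihh* had means of 12.39 and 12.44 at E7.5 and E8.5, against 5.05 to 7.71 for its other probe sets. A value near 0 in that setting is therefore not evidence that a gene did not change.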

Differences from the paper's values

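The mean log2 signal of *Tal1* (SCL) at E8.5 was 7.50 ± 0.53 (SD, n = 3), and the paper's value is about 8.2 in Fig. 2D, read by eye. For the alternatives set before the data were examined, a level was taken as differing where it lay further from the paper's than both 1.5-fold and the SD of the replicates. The mean over a gene's probe sets, at 8.19, did not differ by this rule, nor did the levels without E8.5 replicate 3 (7.69) and without E8.5 replicate 1 (7.60), the last only because the SD of the 2 arrays left was 0.70. The levels differed with each array's median subtracted (7.52), cyclic loess (7.59), quantile normalization again (7.53), the probe set of highest mean (11.06), without E8.5 replicate 2 (7.20) or without any E7.5 array (7.50).
The paper counts 1022 genes over 2-fold, 627 higher and 395 lower at E7.5, and its text states no p threshold. Here 1240, 791 and 449 were counted, which are within 1.5 times of the paper's. With the mean over probe sets the counts were 997, 640 and 357, the nearest of the alternatives. Without E8.5 replicate 3 the total, 1548, was over 1.5 times the paper's, as were the genes higher at E7.5 without E7.5 replicate 1 (1004) or E8.5 replicate 1 (981) and the genes lower at E7.5 without E7.5 replicate 2 (601) or E8.5 replicate 3 (630). The counts were also further than 1.5 times from the paper's with every probe set tested alone and with a p threshold, except that 441 genes higher at E7.5 had an unadjusted p under 0.05 from limma.
For *Runx1*, *Gata1*, *Gata2*, *T* and *Etv2* the paper cites RT-qPCR (Fig. 2C). For *Runx1* it also gives single-cell and reporter data, and none of these data was analysed here. The paper also rests the differences on these arrays. The legend of Fig. 2C takes its genes from those that differed on the exon array, and the discussion credits the global expression analysis with identifying *Runx1*. The paper presents *Runx1*, *Gata1* and *Gata2* as differentially expressed, and *T* and *Etv2* as lower at E8.5. On the arrays their means were lower at E8.5, at log2 fold changes of -2.89, -1.86, -3.18, -2.01 and -0.49, but none had an adjusted p under 0.05 from limma in any alternative, the lowest for *Runx1* being 0.079, without E7.5 replicate 2. At an unadjusted p under 0.05 from limma, *Runx1* (0.018), *Gata1* (0.0049), *Gata2* (0.0089) and *T* (0.025) passed and *Etv2* (0.095) did not. With the methods' t-test at its threshold, which the paper gives for its data in general while it names LIMMA for the arrays, *Gata1* and *Gata2* passed and *Runx1*, *T* and *Etv2* did not. The paper's *Hbb-bh1* and *Bmp4* passed in the same direction.
The paper describes endothelial genes as similar in both populations, over the genes of a commercial panel that was not used here. Over the 55 genes of the list used here none passed the test and 40 lay within 2-fold, while the list as a whole shifted towards E8.5 (adjusted p = 8.1e-07 from camera, 0.31 with an estimated correlation).
The paper reports hematopoietic progenitor, SMAD1/5, BMP4 and Runx1-Runx1t1 gene sets as enriched among genes higher at E7.5. Those gene sets were not used here. Lists of hematopoietic progenitors, of SMAD1/5 target genes and of BMP pathway components, which hold other genes, gave adjusted p-values of 0.39, 0.39 and 0.79 from camera, and the SMAD1/5 list had a positive median of 0.085, towards E8.5. The RUNX1-activated list, which is not the Runx1-Runx1t1 set, did not pass (adjusted p = 0.057 from camera, 0.31 with an estimated correlation). Its median was negative, at -0.23, towards E7.5. *Bmp4* itself passed.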

Other observations

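None of the tests of lists below was chosen after its result was seen. Basement membrane and extracellular matrix genes with an unadjusted p under 0.05 all had higher means at E8.5, and the 3 that passed adjusted over the list alone were the laminin chains *Lamb1-1* at 1.19 (standard error 0.20) and *Lamc1* at 0.90 (standard error 0.20) and the IGF-binding protein gene *Igfbp5* at 1.52 (standard error 0.30), with adjusted p-values over all genes of 0.17, 0.33 and 0.24 from limma. Among imprinted genes, *Mest*, a marker of mesoderm, had 1.15 (standard error 0.17, adjusted p = 0.14 from limma) and the growth factor *Igf2* had 0.72 (standard error 0.24, adjusted p = 0.55 from limma). Of 17 endocardial genes, 4 had higher means at E8.5 with an unadjusted p under 0.05, the natriuretic peptide receptor *Npr3* at 1.73, *Mef2c* at 1.42, *Plvap* at 1.07 and *Gata5* at 0.77, and none passed the test (list adjusted p = 0.052 from camera, under 0.05 in 7 of 21 alternatives). In the cardiac list the myosin light chain *Myl7* had -2.55 and the chromatin remodeler *Smarcd3* -3.53, with adjusted p-values of 0.56 and 0.49 from limma. The simple epithelial keratins *Krt8* and *Krt18* had -2.05 and -1.91, with adjusted p-values of 0.43 and 0.20 from limma, and *Krt18* was lower when adjusted over the trophoblast list alone or over the allantois list alone.
Of 37 cell cycle genes, 27 had a negative log2 fold change, with a median of -0.32 (adjusted p = 0.052 from camera, 0.36 with an estimated correlation), and none passed. The list passed under 7 of 21 alternatives, at adjusted p-values from 2.2e-05 to 0.048, and over all of them these ran up to 0.47. *Ccnd1* had -1.93, *Top2a* -0.97 and *Mcm7* 1.48, with adjusted p-values of 0.32, 0.36 and 0.34 from limma, while *Mki67*, *Ccnd3*, *Cdk4* and *Mcm6* had -0.53, -0.35, -0.0025 and 0.050. Of 33 polycomb genes none passed over all genes, and adjusted over the list alone *Pcgf1*, at 3.67 on 1 probe set, was higher at E8.5. *Bmi1*, the polycomb gene the paper studies, had 0.41 (standard error 0.16, adjusted p = 0.61 from limma), *Ring1* -0.74, *Eed* -2.17 and *Suz12* -0.081. Of 29 HOX genes, *Hoxa7* at 1.38 was higher adjusted over the list alone, *Hoxc9* had 3.11, *Hoxb6* 0.60, *Hoxc4* -0.49 and *Hoxb2* -1.13. *Egln1*, an oxygen sensor, had -1.70 and was lower when adjusted over the glycolysis and hypoxia list alone. Other genes that the paper names had *Kit* at 0.42, *Runx1t1* at -0.40, *Ihh* at -0.089, *Itgam* at -0.099 and *Ptprc* at -0.0012, with adjusted p-values of at least 0.73 from limma. *Sox18* and *Cd34* of the endothelial list had -0.72 and 1.41.
With each gene represented by its brightest probe set, genes above that were higher or lower adjusted over a list alone had log2 fold changes of 0.77 (*Lamb1-1*), 0.19 (*Lamc1*), 0.091 (*Igfbp5*), -0.11 (*Hoxa7*) and -1.11 (*Egln1*), and others had 0.34 (*Igf2*), 0.81 (*Mef2c*), -0.84 (*Ccnd1*), 0.63 (*Mcm7*), 0.12 (*Bmi1*), 0.11 (*Ring1*), -0.67 (*Eed*), -0.19 (*Hoxc4*), 0.099 (*Hoxb2*), 0.027 (*Kit*), 0.31 (*Runx1t1*) and 0.058 (*Cd34*). With the mean over probe sets they were 1.01 (*Igfbp5*), 0.57 (*Lamc1*), -0.27 (*Mki67*), -0.44 (*Ring1*), -0.66 (*Hoxb2*), -0.25 (*Hoxc4*), 0.082 (*Kit*), -0.16 (*Runx1t1*) and 0.90 (*Cd34*). Without E8.5 replicate 1 *Mki67* had -0.29 and *Runx1t1* -0.24, without E7.5 replicate 1 *Runx1t1* had -0.71, without E7.5 replicate 2 it had -0.20, and without E8.5 replicate 3 *Kit* had 0.26. Over the arrays left out in turn, *Ccnd3* ranged from -0.75 (E7.5 replicate 2) to 0.21 (E8.5 replicate 1), *Cdk4* from -0.15 (E8.5 replicate 1) to 0.19 (E8.5 replicate 2), *Mcm6* from -0.45 (E8.5 replicate 1) to 0.32 (E8.5 replicate 3) and *Suz12* from -0.26 (E7.5 replicate 2) to 0.10 (E7.5 replicate 3).
Adjusted p-values from camera were 0.052 for neural and neural crest genes (median 0.18, under 0.05 in 5 of 21 alternatives), 0.23 for HOX genes (under 0.05 in 4 of 21), 0.23 for arterial and Notch genes, 0.39 for venous and lymphatic genes, 0.39 for glycolysis and hypoxia, 0.59 for epiblast and pluripotency, 0.61 for extra-embryonic mesoderm and allantois, 0.61 for cardiac genes, 0.61 for flow-responsive genes, 0.67 for VEGF and angiogenic sprouting, 0.73 for retinoid signaling, 0.79 for visceral endoderm and 0.92 for hematopoietic transcription factors. They were 0.92 for megakaryocytic, macrophage and myeloid, polycomb, extra-embryonic ectoderm and trophoblast, immediate early and stress, housekeeping and sex-linked genes and above 0.99 for paraxial and head mesoderm. The genes named in the paper shifted towards E7.5 (0.0041, and 0.28 with an estimated correlation), but the study chose them on these samples.
In 2348 genes (14.2%) the E7.5 and E8.5 arrays did not overlap, against 10% by chance.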
